# Cooperative regulation of Zhx1 and hnRNPA1 drives the cardiac progenitor-specific transcriptional activation during cardiomyocyte differentiation

**DOI:** 10.1038/s41420-023-01548-1

**Published:** 2023-07-14

**Authors:** Yang Chen, Yukang Wu, Jianguo Li, Kai Chen, Wuchan Wang, Zihui Ye, Ke Feng, Yiwei Yang, Yanxin Xu, Jiuhong Kang, Xudong Guo

**Keywords:** Embryonic stem cells, Epigenetics

## Abstract

The zinc finger proteins (ZNFs) mediated transcriptional regulation is critical for cell fate transition. However, it is still unclear how the ZNFs realize their specific regulatory roles in the stage-specific determination of cardiomyocyte differentiation. Here, we reported that the zinc fingers and homeoboxes 1 (Zhx1) protein, transiently expressed during the cell fate transition from mesoderm to cardiac progenitors, was indispensable for the proper cardiomyocyte differentiation of mouse and human embryonic stem cells. Moreover, Zhx1 majorly promoted the specification of cardiac progenitors via interacting with hnRNPA1 and co-activated the transcription of a wide range of genes. In-depth mechanistic studies showed that Zhx1 was bound with hnRNPA1 by the amino acid residues (Thr111–His120) of the second Znf domain, thus participating in the formation of cardiac progenitors. Together, our study highlights the unrevealed interaction of Zhx1/hnRNPA1 for activating gene transcription during cardiac progenitor specification and also provides new evidence for the specificity of cell fate determination in cardiomyocyte differentiation.

## Introduction

Zinc finger proteins (ZNFs) are the most varied transcription factor family proteins, involved in a wide range of biological processes, including development, differentiation, metabolism, and autophagy [1, 2]. Numerous pieces of evidence have shown that many ZNFs are closely associated with cancer progression and neuro-related diseases such as Alzheimer’s disease, ischemic stroke, schizophrenia, epilepsy, and autism [3]. Despite all that, the proportion of well-known ZNFs is still quite low. Current studies have indicated that the ZNFs execute diverse biological functions dependent on their various types of zinc finger motifs endowing the intrinsic binding ability of DNA, RNA, and protein [4–7]. More importantly, the tandem combination of multiple zinc fingers significantly broadens the regulatory roles of ZNFs, enabling them to regulate gene expression through a variety of mechanisms in response to different cellular contexts or stimuli [8]. However, the current knowledge of the exact functions and various mechanisms of ZNFs is still limited.

The direct differentiation of pluripotent stem cells (PSCs) into cardiomyocytes in vitro is an important system for studying cardiac development and congenital heart diseases (CHDs) [9]. Although the PSC-derived cardiomyocytes (PSC-CMs) struggle with a lack of homogeneity and maturity and limited use in translational medicine, they are considered as the crucial cell source for treating adult heart diseases [10, 11]. Currently, the ZNFs have been reported to function in cardiac development and the occurrence of heart diseases. Deletion of the ZNF Casz1 or Zbtb20 led to cardiac insufficiency and ventricular septal defect [12, 13]. Knockout of Gata4 or Gata6 (containing zinc fingers) resulted in the downregulated expression of cardiac genes in early embryonic development [14, 15]. ZNF91 protects the heart by maintaining cardiac homeostasis under pressure overload and reversing isoproterenol-induced cardiac hypertrophy [16]. Both ZNF418 and ZNF307 were reported to counteract hypertensive overload-induced cardiac hypertrophy [17, 18]. Therefore, an in-depth understanding of the molecular regulation of specific ZNFs will shed light on the intricate regulatory network that governs cardiomyocyte differentiation and facilitates the development of stem cell translational medicine.

The zinc-fingers and homeoboxes (Zhx) family proteins belong to the ZNFs that possess both tandem zinc-finger domains and Homeobox domains [19]. Zhx proteins can bind with NF-YA to participate in gene transcription regulation [20]. The zinc-fingers and homeoboxes 1 (Zhx1), upregulated by the lncRNA-MALAT1/miR-199a axis, promoted glioma cell proliferation and progression [21]. Zhx2 inhibited the growth of hepatocellular cells as a tumor suppressor and was aberrantly expressed in multiple myeloma or Hodgkin lymphoma [22–24]. Zhx proteins also play an important role in the development and disease progression. Zhx1 formed heterodimers with Zhx3 to regulate the expression of podocyte-specific genes and renal function [25]. Zhx2 was specifically detected in the ventricular and subventricular zone of the cortex and correlated with the normal differentiation of cortical neural progenitors [26]. Sustainable downregulation of Zhx3 also reduced the expression of WT1, Lmx1b, and Pax2 genes which were crucial for focal glomerulopathy sclerosis [27]. However, the important and specific regulatory role of Zhx proteins in the fate decision of cardiomyocyte differentiation has not been revealed, which would significantly fill the deficiency of knowledge about the ZNF’s function in cardiac development.

Here, we found that Zhx1, transiently induced during the transition from mesoderm to cardiac progenitors (CPs), could positively regulate CP specification and cardiomyocyte differentiation in vitro. We also identified that hnRNPA1 was a cofactor of Zhx1 and co-regulated the expression of a series of genes during the CP specification. Mechanistic studies further revealed that Zhx1 was bound to hnRNPA1 via the amino acid residues (Thr111–His120) of the second Znf domain, thus achieving the specific regulation of Zhx1/hnRNPA1 interaction in cardiomyocyte differentiation.

## Results

### The ZNF Zhx1 is required for proper cardiomyocyte differentiation

The differentiation of mouse embryonic stem cells (ESCs) into cardiomyocytes is a multistep process of cell fate transition. Numerous pieces of evidence have indicated that epigenetic factors (epifactors) are critical for stage-specific fate determination [9, 28, 29]. To investigate the key factors involved in the process of stage-specific cardiomyocyte differentiation, we screened the differentially expressed genes during mouse cardiomyocyte differentiation (embryonic stem cell stage, ESC; mesoderm stage, MES; CP stage, CP; cardiomyocyte stage, CM) and then cross-analyzed with the public epifactor database [30]. Twenty-seven stage-specific upregulated factors were identified (Fig. 1A). The zinc finger domain (Znf) endows the DNA recognition ability of epifactors, which is conducive to achieving the specificity of epigenetic regulation. We then identified 4 factors (Phf2, Zfp516, Zhx1, and Prdm6) with the Znf domains for further study (Fig. 1B, C). Prdm6 and Phf2, as the histone demethylases, were specifically up-regulated in the MES stage and gradually increased during cardiomyocyte differentiation. The ZNFs Zfp516 and Zhx1 were specifically expressed during the process of mesoderm to CPs, while Zfp516 had been reported to silence active genes and exit from pluripotency [31]. We then focused on the unrevealed function of Zhx1, which was indeed transiently upregulated during the transition from mesoderm to CPs (Fig. 1D and Supplementary Fig. S1).

**Fig. 1:**
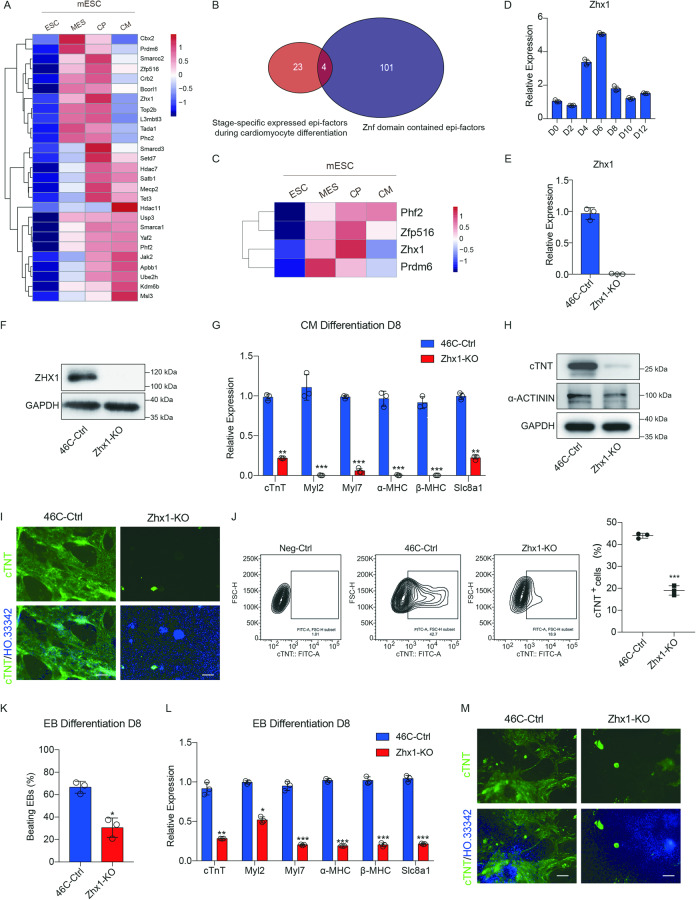
The ZNF Zhx1 is required for proper cardiac differentiation. **A** Heatmap shows the expression landscape of stage-specific upregulated epifactors in the indicated stages (embryonic stem cells (ESC), mesoderm (MES), cardiac progenitor (CP), and cardiomyocyte (CM)) of cardiomyocyte differentiation from mouse ESCs. **B** Cross-analysis for the epifactors contained the Znf domain. **C** Heatmap shows the expression of four epifactors contained the Znf domain during cardiomyocyte differentiation. **D** The expression of Zhx1 during the indicated days of cardiomyocyte differentiation. **E**, **F** Establishment of Zhx1 knockout mESCs (Zhx1-KO) via detecting mRNA (**E**) and protein level (**F**). **G** The expression of cardiomyocyte markers after Zhx1 knockout on day 8 of cardiomyocyte differentiation. **H** The western blot results for the expression of cTNT and α-Actinin on day 8 of cardiomyocyte differentiation after Zhx1 knockout. **I** The expression of cTNT protein after Zhx1 knockout during cardiomyocyte differentiation through immunofluorescent staining. **J** The percentage of cTNT^+^ cardiomyocytes after Zhx1 knockout. **K** The percentage of beating embryoid bodies (EBs) on day 8 of EB differentiation. **L** The expression of cardiomyocyte markers after Zhx1 knockout on day 8 of EB differentiation. **M** The expression of cTNT protein after Zhx1 knockout during the EB differentiation. Scale bar, 100 μm. Data are presented as the mean ± SEM (*n* = 3). The statistical significance is performed according to Student’s *t*-tests (unpaired two-tailed). *p < 0.05, **p < 0.01, and ***p < 0.001 versus 46C-Ctrl.

We used the CRISPR/Cas9 gene editing technique to construct the Zhx1-knockout ESC cell line (Zhx1-KO) (Fig. 1E, F). We found that the deletion of Zhx1 did not affect the morphology and pluripotency-related gene expression of ESCs (Supplementary Fig. S2A–C). Whereas a significant decrease in the expression of cardiomyocyte markers was observed in the Zhx1-KO cells compared with control cells (46C-Ctrl) during cardiomyocyte differentiation (Fig. 1G). Similarly, the protein levels of cTNT and α-Actinin were significantly downregulated after Zhx1 knockout (Fig. 1H). Immunofluorescence and FACS assays also showed that loss of Zhx1 significantly decreased the percentage of cTNT^+^ cardiomyocytes (Fig. 1I, J, and Supplementary Videos I and II). Besides, our results showed that the deficiency of Zhx1 significantly increased the expression of marker genes of fibroblasts (Cola1, Col3a1, and Ckap4), endothelial cells (Pecam1 and Vecad), and smooth muscle cells (Desmin) (Supplementary Fig. S2D). To further determine the effect of Zhx1 deletion on spontaneous cardiomyocyte differentiation, we performed the embryoid body (EB) differentiation and also found that the deletion of Zhx1 could significantly decrease the number of beating EBs, the expression of cardiomyocyte genes and the percentage of cTNT^+^ cardiomyocytes (Fig. 1K–M). We further constructed two ZHX1-knockdown human embryonic cell lines (hESCs) (Supplementary Fig. S3A), and found that the knockdown of ZHX1 significantly reduced the differentiation efficiency of hESCs towards cardiomyocytes by inhibiting the expression level of cardiomyocyte markers, the protein level of CTNT and α-ACTININ, and the percentage of CTNT^+^ cardiomyocytes (Supplementary Fig. S3B–E and Supplementary Videos III and IV). In conclusion, the above findings suggested that the epifactor Zhx1 is indispensable for proper cardiomyocyte differentiation.

### Zhx1 specifically regulates the specification of CPs

To explore the exact stage at which Zhx1 played an important role in regulating cardiomyocyte differentiation, we first analyzed the effects of Zhx1 knockout on the expression levels of specific genes in the epiblast (EPI), mesoderm cells (MES), and CP cells. Our results showed that depletion of Zhx1 did not affect the expression of genes related to early EPI cells and mesoderm cells but significantly influenced the expression level of markers related to CP cells (Supplementary Fig. S4A–D). The small molecule-assisted shut-off (SMASh) was a technique to reversibly modulate the expression level of target proteins, regardless of the nature, size, and subcellular location of target proteins [32, 33]. The SMASh would self-cleave and prevent the target protein from being degraded, while the self-cleave of SMASh was effectively blocked by adding the NS3 protease inhibitor like Danoprevir (DAV), leading to the degradation of the fusion target protein [32, 34]. We then constructed the ESC cell line (SMASh-Zhx1) capable of inducing the degradation of the Zhx1 protein (Fig. 2A). Our data showed that the expression of the Zhx1 protein, not mRNA, could be effectively reduced by adding 1 μM DAV (Fig. 2B, C). Then, we applied the cardiomyocyte differentiation with reduced expression of Zhx1 protein by adding 1 μM DAV at different stages (ESC-CM: D0–D8, ESC-EPI: D0–D2, EPI-MES: D2–D4, MES-CP: D4–D6, CP-CM: D6–D8) (Fig. 2D, E). Our results showed that only the knockdown of Zhx1 protein in the D4-D6 (the transition from MES to CP) could significantly inhibit cardiomyocyte differentiation by decreasing the mRNA level of cardiomyocyte markers, the protein level of cTNT and α-Actinin, and the percentage of cTNT^+^ cardiomyocytes, which were similar to the DAV treatment in the D0-D8 of cardiac differentiation (Fig. 2F–H). The above results suggested that Zhx1 mainly functions in cardiomyocyte differentiation by regulating the specification of CPs.

**Fig. 2:**
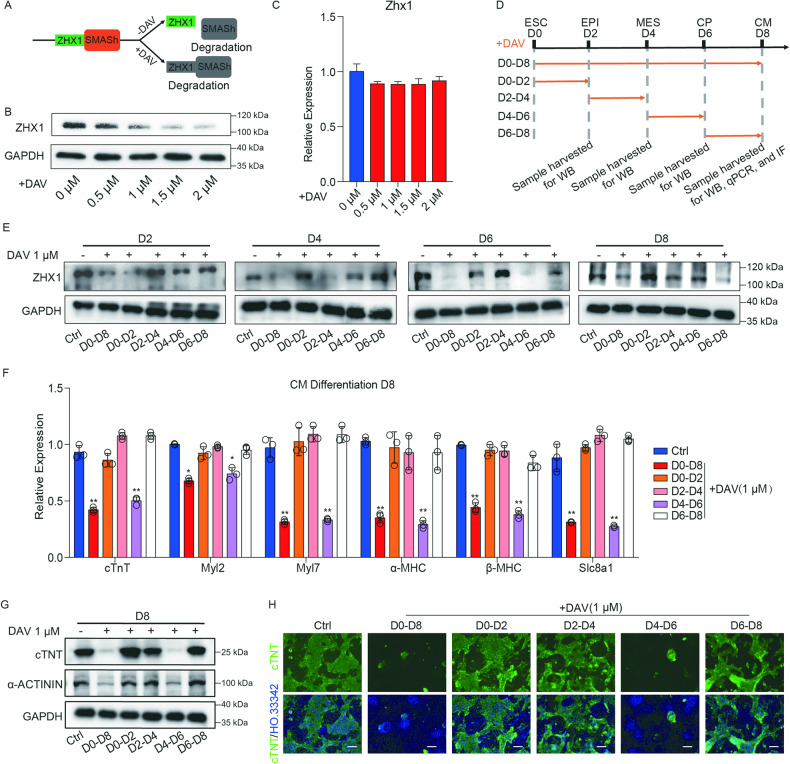
Zhx1 specifically regulates the specification of CPs. **A** The schematic diagram of SMASh-mediated ZHX1 degradation. **B**, **C** The protein (**B**) and mRNA (**C**) expression level of Zhx1 with the treatment of DAV in distinct concentrations (0, 0.5, 1, 1.5, and 2 μM). **D** A schematic diagram to represent the treatment timing and sample harvest during the SMASh-mediated ZHX1 knockdown. **E** The protein level of Zhx1 in the indicated days (D2, D4, D6, and D8) of cardiomyocyte differentiation after DAV treatment at different days (D0–D8, D0–D2, D2–D4, D4–D6, and D6–D8). **F** The expression of cardiomyocyte markers with the treatment of DAV (1 μM) at different days of cardiomyocyte differentiation. **G** The western blot results for the expression of cTNT and α-Actinin at day 8 of cardiomyocyte differentiation after DAV treatment (1 μM) at different days of cardiomyocyte differentiation. **H** The expression of cTNT protein with DAV treatment (1 μM) at different days of cardiomyocyte differentiation through immunofluorescent staining. Scale bar, 100 μm. Data are presented as the mean ± SEM (*n* = 3). The statistical significance is performed according to a two-way analysis of variance (ANOVA) followed by Bonferroni’s post hoc. *p < 0.05, **p < 0.01, and ***p < 0.001 versus Ctrl.

### Overexpression of Zhx1 promotes cardiomyocyte differentiation

To further prove that Zhx1 is crucial for the cardiomyocyte differentiation process, we further inserted the full-length Zhx1 sequences driven by the CAG promoter into the *Rosa26* site to establish the Zhx1 overexpression cell line (Rs26-Zhx1, ~25-fold, Fig. 3A–C). Our finding showed that overexpression of Zhx1 did not affect the expression of genes related to ESCs, early EPI cells, and mesoderm cells but significantly influenced the expression level of marker genes related to CPs (Fig. 3D–H). Meanwhile, we found that overexpression of Zhx1 also increased the mRNA expression level of cardiac-specific genes, the protein level of cTNT and α-Actinin, and the percentage of cTnT^+^ cardiomyocytes compared with control cells (Fig. 3I–L and Supplementary Video V). We then performed the EB differentiation to confirm that overexpression of Zhx1 significantly improved the spontaneous differentiation ability of ESCs into cardiomyocytes by increasing the percentage of beating EBs, the expression levels of cardiac markers, and the number of cTNT^+^ cardiomyocytes (Fig. 3M–O). Taken together, our results indicated that Zhx1 is sufficient to promote cardiomyocyte differentiation.

**Fig. 3:**
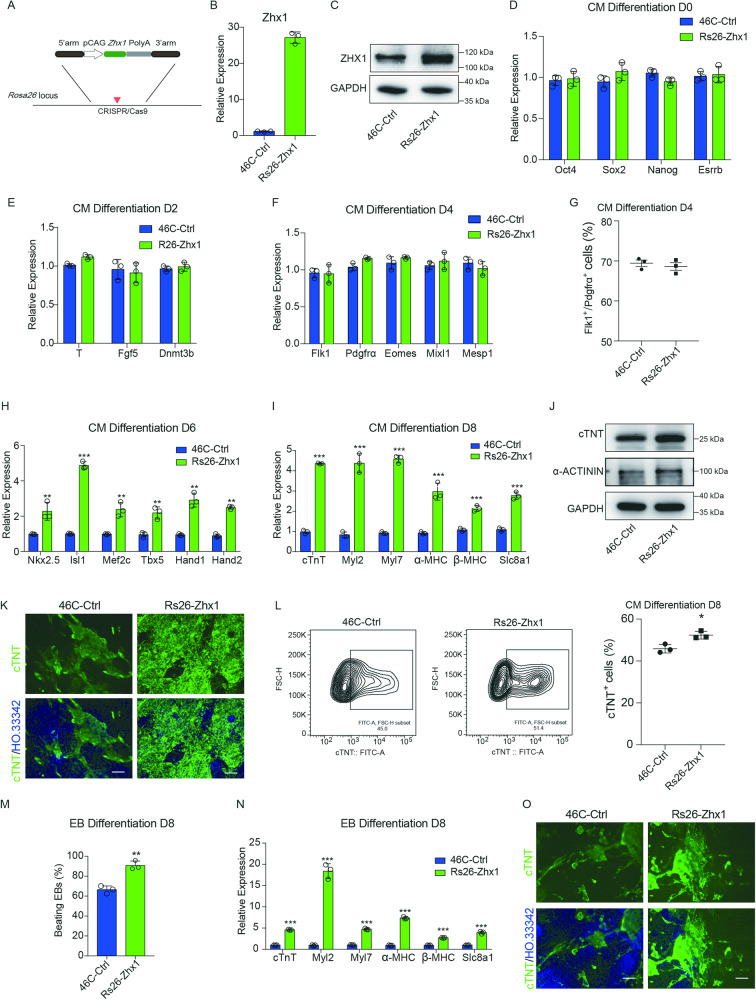
Overexpression of Zhx1 promotes cardiac differentiation. **A** The integrating strategy of the *Zhx1* gene in the *Rosa26* locus via CRISPR/Cas9 technology. **B**, **C** The mRNA (**B**) and protein levels (**C**) of Zhx1 overexpression. **D** The expression of pluripotent genes (Oct4, Sox2, Nanog, and Esrrb) after Zhx1 overexpression. **E** The expression of epiblast genes (T, Fgf5, and Dnmt3b) on day 2 of cardiomyocyte differentiation after Zhx1 overexpression. **F** The expression of mesoderm genes (Flk1, Pdgfrα, Eomes, Mixl1, and Mesp1) on day 4 of cardiomyocyte differentiation after Zhx1 overexpression. (**G**) The percentage of Flk1^+^/Pdgfrα^+^ cells on day 4 of cardiomyocyte differentiation after Zhx1 overexpression. **H**, **I** The expression of the CP genes (Nkx2.5, Isl1, Mef2c, Tbx5, Hand1, and Hand2) (**H**) and cardiomyocyte markers (cTnT, Myl2, Myl7, α-MHC, β-MHC, and Slc8a1) (**I**) after Zhx1 overexpression during cardiomyocyte differentiation. **J** The western blot results for the expression of cTNT and α-Actinin at day 8 of cardiomyocyte differentiation after Zhx1 overexpression. **K** The expression of cTNT protein after Zhx1 overexpression during cardiomyocyte differentiation through immunofluorescent staining. **L** The percentage of cTNT^+^ cardiomyocytes after Zhx1 overexpression. **M** The percentage of beating EBs on day 8 of EB differentiation after Zhx1 overexpression. **N** The expression of cardiomyocyte markers after Zhx1 overexpression on day 8 of EB differentiation. **O** The expression of cTNT protein after Zhx1 overexpression during the EB differentiation. Scale bar, 100 μm. Data are presented as the mean ± SEM (*n* = 3). The statistical significance is performed according to Student’s *t*-tests (unpaired two-tailed). *p < 0.05, **p < 0.01, and ***p < 0.001 versus 46C-Ctrl.

### Genome-wide analysis of Zhx1/hnRNPA1 on gene activation

To reveal the exact mechanism of Zhx1 in regulating the formation of CPs, we identified the proteins that potentially bound to Zhx1 in the CP stage by mass spectrometry (Table S4). Beyond the potential binding proteins, we chose the top 4 proteins (Hsd17b4, Krt16, Ywhaq, and hnRNPA1) for further analysis. Hsd17b4 is a peroxisome protein involved in peroxisome fatty acid metabolism, and lack of Hsd17b4 can lead to seizures, hearing and vision loss, and central nervous system symptoms [35]. Krt16 is a cytoskeleton protein and is mainly associated with congenital thick nail disease, psoriasis, and other skin diseases [36]. Ywhaq is a tyrosine 3-monooxygenase-activating protein associated with the development of liver and breast cancer [37]. Recent studies have shown that hnRNPA1 is critical for first heart field (FHF) and second heart field (SHF) formation during early heart development and mutations of hnRNPA1 often cause the CHDs in both humans and mice [38]. Therefore, we speculated that hnRNPA1 might be a cofactor of Zhx1 during the CP stage, which was also confirmed by Co-IP analysis (Fig. 4A, B).

**Fig. 4:**
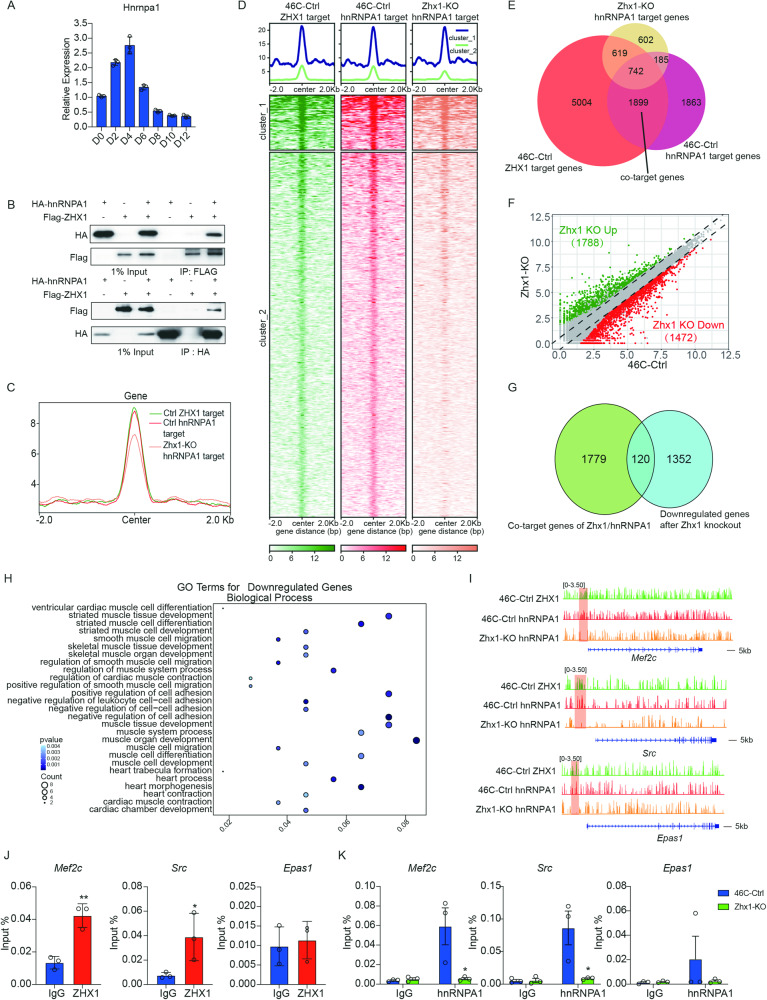
Genome-wide analysis of Zhx1/hnRNPA1 on gene activation. **A** The expression of Hnrnpa1 during the indicated days of cardiomyocyte differentiation. **B** Co-IP analysis for the interaction of ZHX1 and hnRNPA1. **C** The average profiles of ZHX1 and hnRNPA1 ChIP-seq at the genome-wide level in 46C-Ctrl cells and the hnRNPA1 ChIP-seq at the genome-wide level in Zhx1-KO cells. **D** Genome-wide heatmaps of the ZHX1 and hnRNPA1 enrichment of target genes in 46C-Ctrl cells, and the hnRNPA1 enrichment of target genes in Zhx1-KO cells. **E** Venn diagram shows the number of ZHX1/hnRNPA1 co-target genes in the CP stage. **F** RNA-seq scatterplot shows the upregulated (1788, green) and downregulated (1472, red) genes after Zhx1 knockout. **G** Cross-analysis for the co-target genes of ZHX1/hnRNPA1 and downregulated genes after Zhx1 knockout. **H** GO analysis for the co-target genes of ZHX1/hnRNPA1 which were downregulated after Zhx1 knockout. **I** Genome browser screenshots of ZHX1 and hnRNPA1 ChIP-seq on *Mef2c*, *Src*, and *Epas1* genes in 46C-Ctrl cells, and hnRNPA1 ChIP-seq on *Mef2c*, *Src*, and *Epas1* genes in Zhx1-KO cells. **J** ChIP analysis for the ZHX1 binding at the promoters of *Mef2c*, *Src*, and *Epas1* genes. **K** ChIP analysis for the hnRNPA1 binding at the promoters of *Mef2c*, *Src*, and *Epas1* genes after Zhx1 knockout. Data are presented as the mean ± SEM (*n* = 3). The statistical significance is performed according to Student’s *t*-tests (unpaired two-tailed). *p < 0.05, **p < 0.01, and ***p < 0.001 versus IgG or 46C-Ctrl.

To investigate whether the Zhx1–hnRNPA1 interaction was involved in gene transcription at the CP stage, we performed the genome-wide analysis of Zhx1 and hnRNPA1 binding with or without Zhx1. The results implied that the loss of Zhx1 significantly impeded the binding of hnRNPA1 on the genome (Fig. 4C, D). Venn diagram analysis for 2641 co-target genes overlapping with Zhx1 and hnRNPA1 in the 46C-Ctrl cells then revealed the binding of hnRNPA1 on 1899 genes was significantly impeded by Zhx1 depletion (Fig. 4E). Our results further showed that knockout of *Zhx1* gene led to upregulated (1788) and downregulated (1472) genes (Fig. 4F). 

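For the RNA-seq of Fig. 4F, polyA RNA was sequenced from CP cells derived from 46C, a mouse ESC line with a green fluorescent protein reporter at the Sox1 gene. The 6 libraries are 3 of 46C-Ctrl and 3 labelled Zhx1-KO. Zhx1, the deleted gene, encodes a zinc finger and homeobox protein and lies on chromosome 15 of GRCm38 from 58047003 to 58076541. The Zhx1 transcript had normalized counts of 460, 181 and 457 in 46C-Ctrl replicates 1, 2 and 3 (366 ± 160, mean ± SD, n = 3) and of 225, 325 and 308 in the libraries labelled Zhx1-KO (286 ± 53.5, SD, n = 3). Its log2 fold change was -0.25 (standard error 0.35, adjusted p = 0.579 from limma). An exact two-sided permutation test gave p = 0.6, and 3 libraries against 3 allow no p below 0.1. Without 46C-Ctrl replicate 2 the log2 fold change was -0.70, with an adjusted p of 0.0121 from limma, so this call rests on that library. Over all the other settings the adjusted p from limma ran from 0.524 to 0.958. The guide RNAs that the paper lists for the deletion match the same exon of Zhx1 on chromosome 15 of GRCm38. TCTCATTAGTAGCGTTTCCA lies at 58054982 to 58055001 in the 5′ UTR, next to a TGG PAM, and GAAGCGGAAGCTTTCTAAAT lies at 58052238 to 58052257 in the coding sequence, next to a CGG PAM. Their cuts are 2758 bases apart, and 42.1%, 47.1% and 43.0% of the transcripts Zhx1-201, Zhx1-202 and Zhx1-203 lie outside them. The value of the whole gene includes reads from those parts, so it does not settle the labels. The paper's qPCR (Fig. 1E) and western blot (Fig. 1F) of Zhx1 run lower in Zhx1-KO ESCs. Its qPCR of CP genes after the knockout (Supplementary Fig. S4D) runs lower at day 6, and 5 of these 6 genes were lower in the libraries labelled Zhx1-KO.

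**Figure D1:**
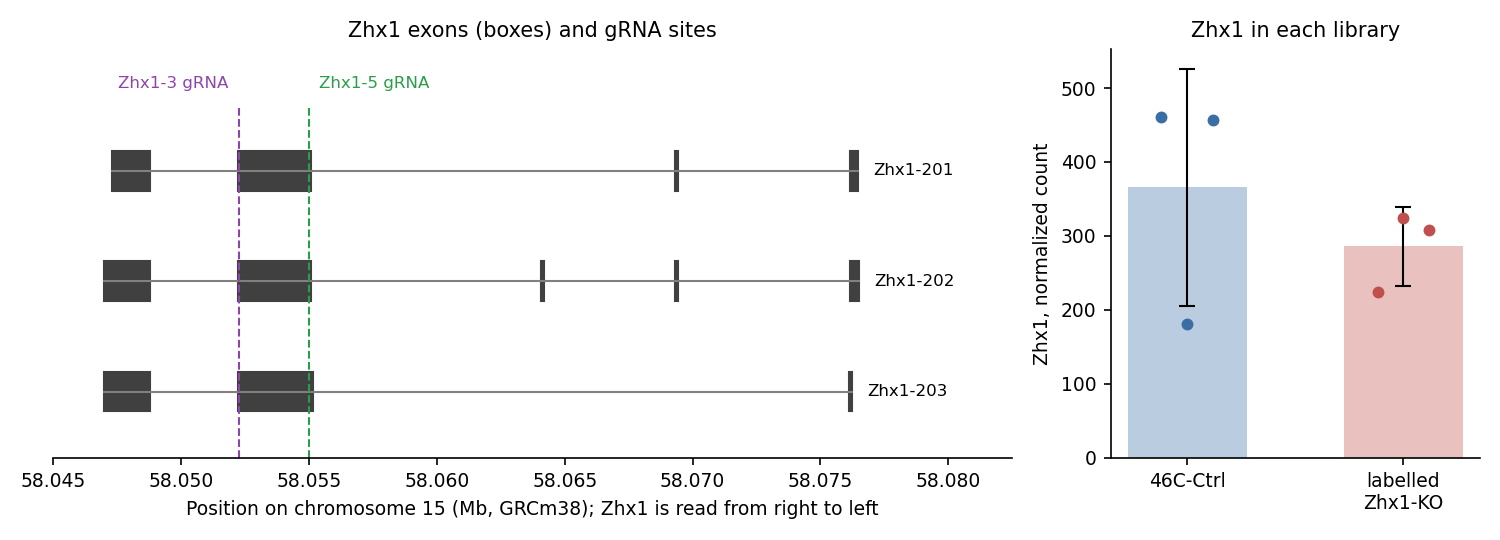
On the left, exons of 3 Zhx1 transcripts (boxes) along chromosome 15 of GRCm38, in Mb, with the sites of both guide RNAs as dashed lines in 1 shared exon. On the right, Zhx1 normalized counts, with the mean of each group as a bar, the SD as an error bar and each library as a point. The points of the groups overlap, and the lowest, 181, is 46C-Ctrl replicate 2.

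The authors trimmed the reads with cutadapt and mapped them to GRCm38 with HISAT2. They quantified genes with StringTie, and the submitters' processing notes also name Cufflinks and DESeq2. The deposited values are gene counts divided by 1 factor per library, for 25701 genes. Each value is a whole multiple of 1 step per library (100% of the values, within 0.01 of a step). The values summed to 14811001, 13844618 and 13801517 steps in 46C-Ctrl and 13769967, 13987618 and 15940874 in the libraries labelled Zhx1-KO. From there, limma with a mean trend was run on log2(value + 1) for the 15372 genes with a mean of at least 10, with Benjamini-Hochberg adjustment. Fold changes are on this scale, which understates the change of low genes. The main tests, the gene lists and the rule for named genes were fixed before the data were examined. An exact 0 in these values can be a failed estimate, because 40 genes of 46C-Ctrl and 27 genes of the libraries labelled Zhx1-KO were listed at 0 in a library and at 100 or more in another of the same group. The replicate 46C-Ctrl 2 stood apart. The chi-square per gene was 20.9 and 22.7 between it and replicates 1 and 3, 6.55 between those, and 7.37 to 9.41 among the libraries labelled Zhx1-KO. Mitochondrial genes took 2.77% of its values, against 1.72% to 1.87% in the other 5 libraries. The paper gives its data as those of 3 independent experiments. Beyond this, no source used here says that the libraries came from separate cultures, so the p-values measure only the spread between these libraries, which may be technical.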

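H19, an imprinted non-coding RNA (chromosome 7, 142575529 to 142578143), rose from 160 ± 13.7 normalized counts in 46C-Ctrl to 15135 ± 469 in the libraries labelled Zhx1-KO (SD, n = 3 each). Its log2 fold change was 6.56 (standard error 0.07, adjusted p = 9.6e-09 from limma). Nnat, an imprinted gene of neuronal tissue, rose from 36.3 ± 17.1 to 7283 ± 302, and Six3, a homeobox gene of the early forebrain, from 7.51 ± 1.74 to 617 ± 8.53 (SD, n = 3 each). Eomes, a T-box factor of the primitive streak and early mesoderm (chromosome 9, 118478212 to 118486132), fell from 2736 ± 136 to 15.3 ± 3.65 (SD, n = 3 each), a log2 fold change of -7.42 (standard error 0.18, adjusted p = 2.4e-07 from limma). Mixl1, a homeobox gene of the primitive streak, fell from 482 ± 25.9 to 1.98 ± 1.07, and Evx1os, a non-coding RNA antisense to Evx1, from 226 ± 11.8 to 1.26 ± 0.433 (SD, n = 3 each). Of the 15372 genes tested, 3940 were higher and 4058 were lower at an adjusted p under 0.05 from limma, 52.0% of those tested. With a change of at least 2-fold as a further condition, 1493 were higher and 1207 lower. In 9348 genes, 60.8% of those tested, the libraries of the groups did not overlap, where chance gives 10%.
The other genes among the 10 largest rises were each listed at 0 in at least 1 library of 46C-Ctrl, so their fold depends on the pseudocount. Foxd4, a forkhead factor, had 0, 4.14 and 0 in 46C-Ctrl and 652, 636 and 567 in the libraries labelled Zhx1-KO. Plagl1, an imprinted zinc finger gene, had 3.90, 0 and 8.44 against 937, 974 and 791. Hesx1, a homeobox gene of the anterior neural plate, had 5.85, 0 and 10.5 against 386, 399 and 442. Cntn1, a neural adhesion gene, was listed at 0 in each library of 46C-Ctrl, against 114, 136 and 127. Lmx1a and Pou3f3, transcription factors of the developing brain, and Ezh1, a histone methyltransferase gene of chromosome 11, complete these 10. The call of Ezh1 ended in limma without trend (adjusted p = 0.0591) and when any library but 46C-Ctrl replicate 2 was left out (adjusted p from 0.0534 to 0.0686), and without that replicate its adjusted p was 5.6e-06. Among the 10 largest falls were 3 genes of the Y chromosome. Ddx3y had 603, 715 and 615 in 46C-Ctrl and Uty 267, 273 and 241, and both were listed at 0 in each library labelled Zhx1-KO. Eif2s3y had 522, 553 and 533 against 1.01, 1.01 and 0. Of 11 genes of the Y chromosome tested, 6 were lower, none was higher and 5 did not pass. Kdm5d, one of the 5, had 16.9 ± 4.61 against 15.0 ± 4.30 (SD, n = 3 each; adjusted p = 0.746 from limma). Ddx3y, Uty, Eif2s3y and Kdm5d have close copies on the X chromosome that can share reads with them. Cemip, Pcbd2, Kifc2 and Trim67, also among the largest falls, were each listed at 0 in at least 1 library labelled Zhx1-KO.
Genes of chromosome 11 were higher together. Of 1193 tested, 681 were higher, 114 were lower and 398 did not pass the test, with a median log2 fold change of 0.42 (95% bootstrap interval over genes 0.388 to 0.464). The median against the mean of 46C-Ctrl was 0.42, 0.44 and 0.43 in the libraries labelled Zhx1-KO. On chromosome 6 from 110 to 140 Mb, bounds set after seeing the data, 124 of 217 genes were lower, 21 were higher and 72 did not pass, with a median of -0.58 (-0.66 to -0.46), while the other 525 genes of chromosome 6 had a median of 0.02. Of the 233 windows of 10 Mb, 3 others outside chromosome 11 and this segment had a median beyond 0.3: chromosome 1 from 20 to 30 Mb (0.43, 21 genes), X from 50 to 60 Mb (-0.41, 31 genes) and X from 140 to 150 Mb (0.55, 23 genes). The medians of the other 19 chromosomes, chromosome 6 as a whole among them, were within 0.124 of 0. Outside chromosome 11, chromosome Y and this segment of chromosome 6, 7052 genes passed the test.

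**Figure D2:**
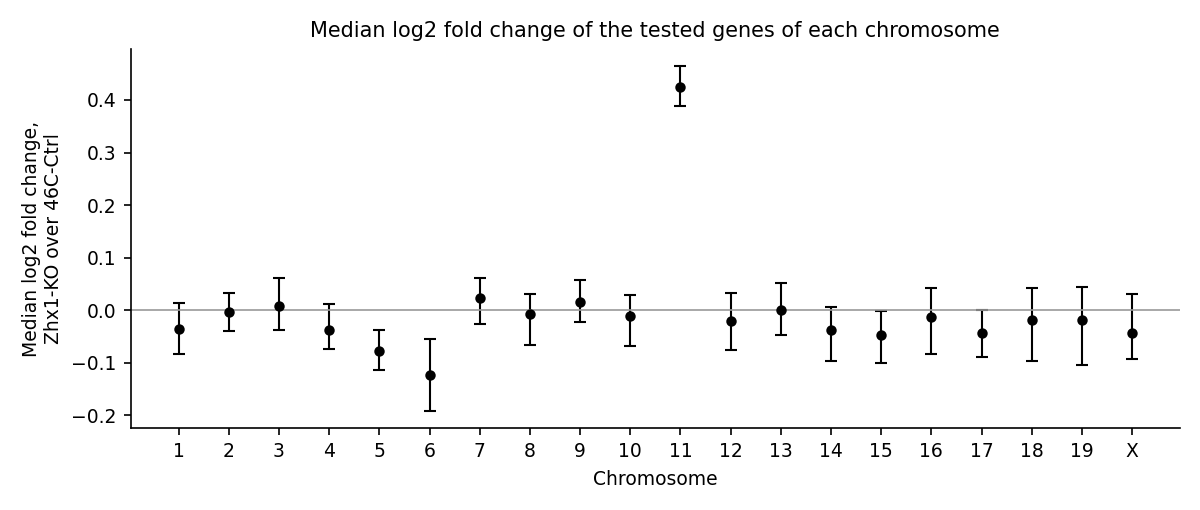
Median log2 fold change of the tested genes of each of chromosomes 1 to 19 and X, libraries labelled Zhx1-KO over 46C-Ctrl. Points are medians and bars are 95% intervals from 1000 bootstrap resamples over genes. Chromosome 11 lies at 0.42, and the others lie within 0.124 of 0.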

Meanwhile, gene ontology (GO) and gene set enrichment analysis (GSEA) showed that these downregulated genes were mainly associated with biological processes such as heart development and muscle tissue formation (Supplementary Fig. S5A–C). 

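Of the 6 CP genes that the paper names, 5 were lower in the libraries labelled Zhx1-KO, none was higher and 1 did not pass the test (5 lower when adjusted over the list alone). Hand1, a basic helix-loop-helix factor of the first heart field (chromosome 11, 57828705 to 57832818), fell from 5774 ± 329 to 198 ± 28.1 normalized counts (SD, n = 3 each). Its log2 fold change was -4.87 (standard error 0.10, adjusted p = 1.5e-07 from limma), although genes of chromosome 11 were mostly higher. Hand2, its relative in the second heart field (chromosome 8, 57320983 to 57324633), fell from 1115 ± 63.4 to 195 ± 36.3, a log2 fold change of -2.52 (standard error 0.13, adjusted p = 5.2e-06). Tbx5, a T-box factor of the heart and forelimb (chromosome 5, 119832668 to 119885219), fell from 62.2 ± 4.78 to 1.93 ± 1.02, a log2 fold change of -4.48 (standard error 0.40, adjusted p = 7.3e-05). Nkx2-5, an early cardiac homeobox gene (chromosome 17, 26838664 to 26845009), fell from 575 ± 38.0 to 327 ± 42.2, a log2 fold change of -0.82 (standard error 0.11, adjusted p = 0.000562). Mef2c was the other lower gene. Isl1, a LIM homeobox gene of the second heart field, had 209 ± 31.6 in 46C-Ctrl and 179 ± 34.2 in the libraries labelled Zhx1-KO (adjusted p = 0.311). In each of the 5 lower genes, the 3 libraries labelled Zhx1-KO lay below the 3 of 46C-Ctrl. The list is the paper's own set of CP markers, also measured by qPCR in its Zhx1-KO cells (Supplementary Fig. S4D), so it is not independent evidence. Against all other genes, the list was lower in limma's camera with a preset correlation of 0.01 (adjusted p = 0.000839), and the adjusted p = 0.0810 with an estimated correlation.
Of 61 heart development regulators tested, 31 were lower, 17 were higher and 13 did not pass (32 and 18 when adjusted over the list alone). Tbx3, a T-box factor of the conduction system, fell from 1394 ± 109 to 88.9 ± 11.5, and Foxh1, a partner of Smad2/3 in Nodal signalling, from 2258 ± 118 to 429 ± 7.43. Foxc1, a forkhead factor of the paraxial mesoderm and outflow tract, rose from 231 ± 9.60 to 1305 ± 77.9 (SD, n = 3 each). The list was lower in camera (adjusted p = 0.0176), and the adjusted p = 0.420 with an estimated correlation. Without the genes of chromosomes 11 and Y and of the chromosome 6 segment, a setting chosen after seeing the data, it was 0.0801, within a range of 0.000964 to 0.420 over the camera settings of this list. Of the 6 cardiomyocyte markers of the paper, 4 were higher, 1 was lower and 1 did not pass (4 higher and 1 lower over the list alone), and the list did not pass camera (adjusted p = 0.140, and adjusted p = 0.350 with an estimated correlation). This list, too, is the paper's own set of markers. Myl7, the atrial myosin light chain, rose from 841 ± 47.7 to 1886 ± 83.1 and lies on chromosome 11. Myh6 rose from 690 ± 82.0 to 1302 ± 60.7 and Myh7 from 3577 ± 362 to 4809 ± 301. They encode the cardiac myosin heavy chains and are neighbours of near-identical sequence that can share reads. Tnnt2, cardiac troponin T, fell from 704 ± 56.1 to 485 ± 78.5 (all SD, n = 3 each). Myl2, the ventricular myosin light chain, was low, at 6.49 ± 2.46 against 19.3 ± 1.49 (SD, n = 3 each; adjusted p = 0.0166), and its call ended without Zhx1-KO replicate 1 (adjusted p = 0.0529) or 2 (0.0534), within a range of 0.00484 to 0.0534 over its settings. Slc8a1, the sodium-calcium exchanger, had 379 ± 22.8 and 349 ± 26.4 (SD, n = 3 each; adjusted p = 0.303).

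**Figure D3:**
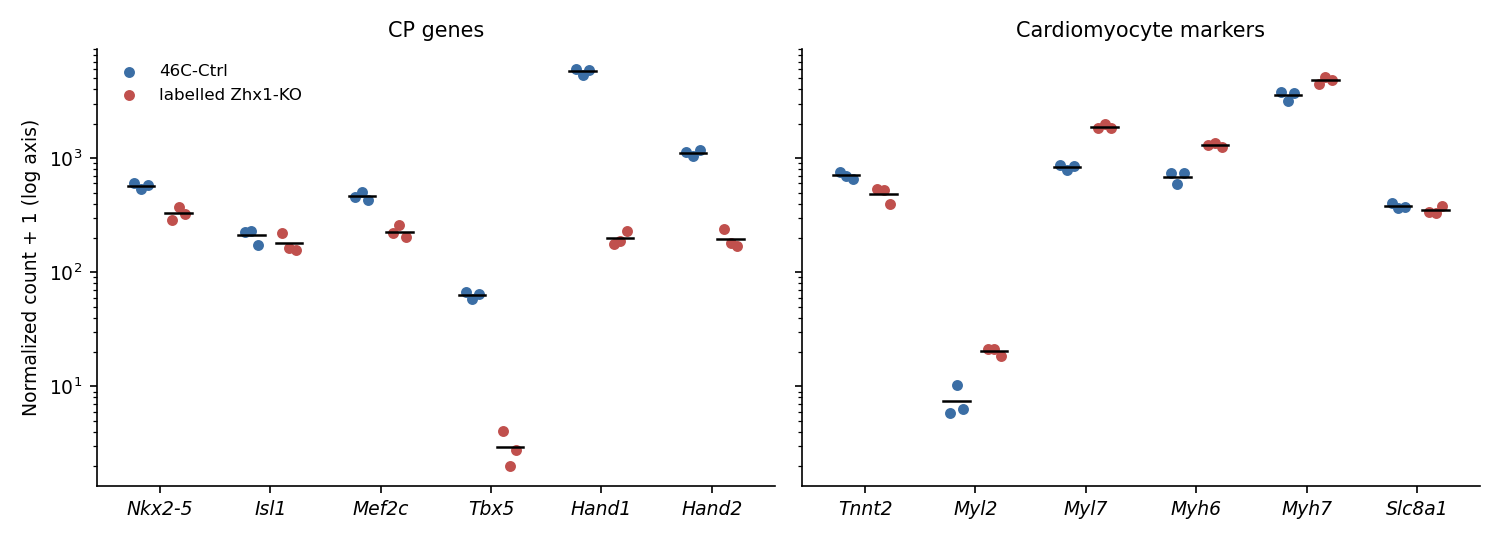
Normalized counts plus 1, on a log axis, of the 6 CP genes (left) and the 6 cardiomyocyte markers (right) in each library. Blue points are 46C-Ctrl, red points are the libraries labelled Zhx1-KO, and lines are means of 3 libraries. The Hand1, Hand2, Tbx5, Nkx2-5 and Mef2c points do not overlap between the groups, and those of Isl1 and Slc8a1 do.

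Markers of other cell types moved in the same libraries. Of 28 endothelial markers, 23 were higher, 3 were lower and 2 did not pass (23 and 3 over the list alone; adjusted p = 1.8e-08 from camera, and adjusted p = 0.0722 with an estimated correlation). Cdh5, VE-cadherin, rose from 99.9 ± 7.16 to 875 ± 89.5, and Flt1, a VEGF receptor, fell from 2051 ± 90.0 to 411 ± 16.7 (SD, n = 3 each). Of 23 neural markers, 16 were higher, 2 were lower and 5 did not pass (17 and 2 over the list alone; adjusted p = 0.000144, and adjusted p = 0.0722 with an estimated correlation). Sox1, a neural progenitor factor, rose from 17.0 ± 1.77 to 240 ± 20.9, and Tubb3, a neuronal tubulin, from 136 ± 4.55 to 455 ± 44.3 (SD, n = 3 each). Of 22 endoderm markers, 18 were lower, 1 was higher and 3 did not pass (18 and 1 over the list alone; adjusted p = 2.1e-07, and adjusted p = 0.0722 with an estimated correlation). Krt8, a simple epithelial keratin, fell from 24023 ± 1393 to 7222 ± 497, and Apob, an apolipoprotein of visceral endoderm and liver, from 513 ± 28.4 to 36.6 ± 6.25 (SD, n = 3 each).

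**Figure D4:**
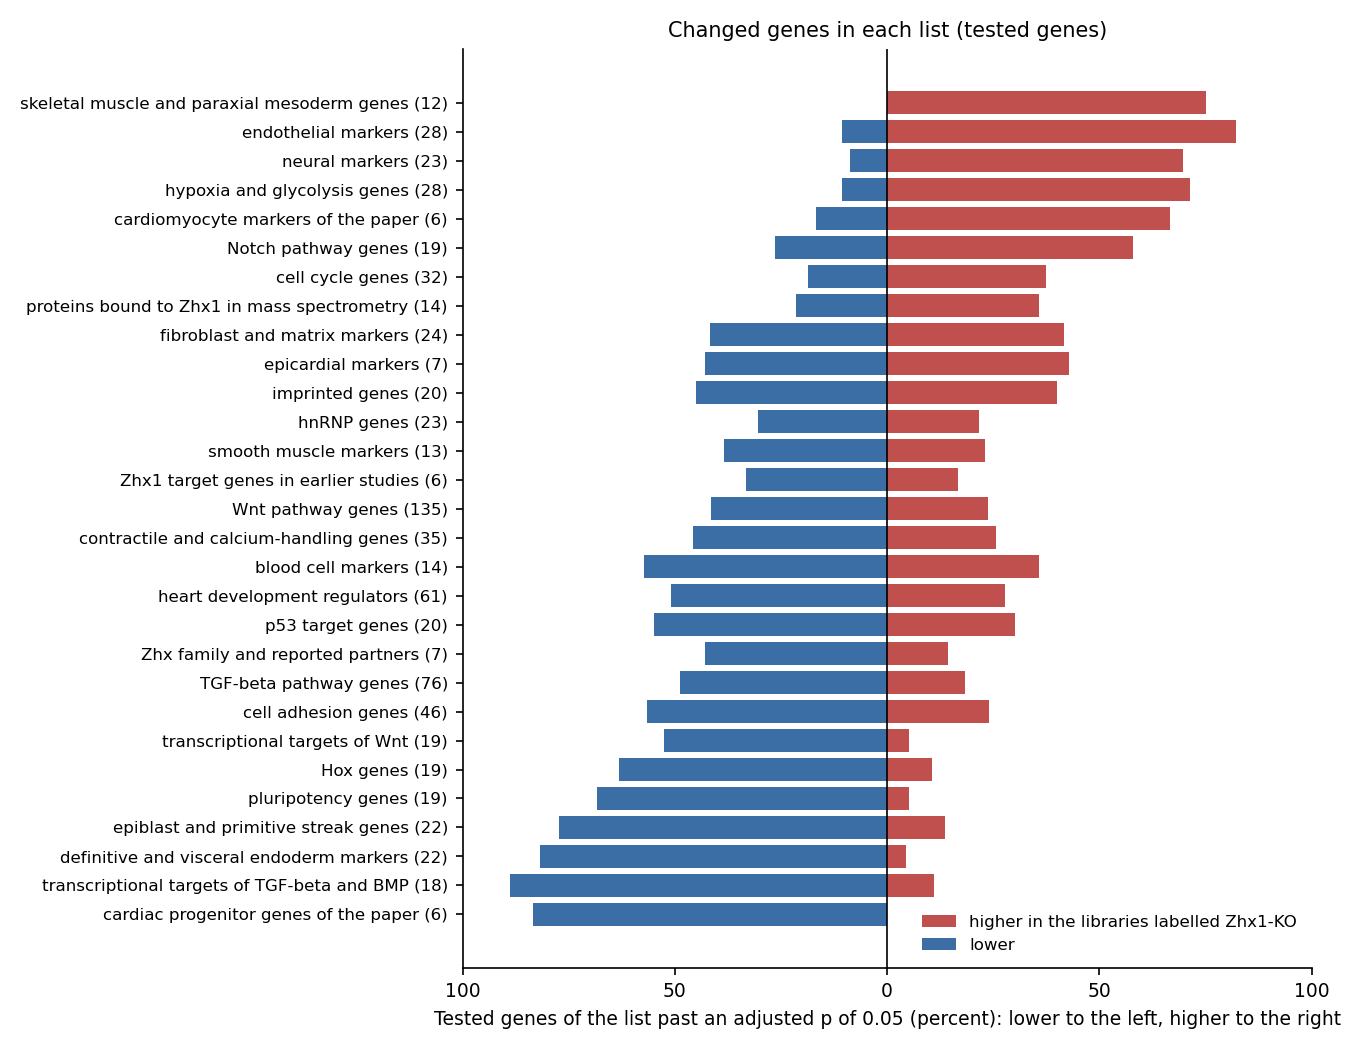
Percent of the tested genes of each list (number tested in brackets) that were lower (blue, to the left) or higher (red, to the right) in the libraries labelled Zhx1-KO at an adjusted p under 0.05 from limma. Skeletal muscle and paraxial mesoderm genes and endothelial markers stand at the top, and the CP genes, with 5 of 6 lower, at the bottom.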

Venn diagram analysis also showed that 120 genes co-targeted by Zhx1/hnRNPA1 interaction were downregulated after Zhx1 depletion (Fig. 4G). To further validate the cooperation between Zhx1 and hnRNPA1, we performed the GO analysis and found that these 120 co-targeted genes were mainly associated with cardiac muscle cell differentiation and heart morphogenesis (Fig. 4H). 

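In the libraries labelled Zhx1-KO, 37 of the 76 tested genes of the TGF-β pathway were lower, 14 were higher and 25 did not pass (37 and 15 when adjusted over the list alone). Nodal, the TGF-β family ligand of the primitive streak (chromosome 10, 61417972 to 61425338), fell from 958 ± 57.1 to 29.4 ± 2.83 normalized counts (SD, n = 3 each). Its log2 fold change was -4.98 (standard error 0.12, adjusted p = 2.8e-07 from limma). Smad6 and Smad7, the inhibitory Smads, fell from 2291 ± 129 to 327 ± 6.56 and from 1180 ± 80.0 to 220 ± 7.41, and Thbs1, thrombospondin 1, from 4647 ± 256 to 935 ± 13.4 (SD, n = 3 each). The list was lower than other genes in limma's camera (adjusted p = 0.00572), and the adjusted p = 0.0759 with an estimated correlation.
Among 135 tested genes of the Wnt pathway, 56 were lower, 32 were higher and 47 did not pass (57 and 32 when adjusted over the list alone). Wnt3, a ligand of the primitive streak (chromosome 11, 103774150 to 103817957), fell from 681 ± 45.2 to 34.2 ± 1.86, a log2 fold change of -4.27 (standard error 0.12, adjusted p = 3.8e-07 from limma). Wnt4, another ligand, fell from 615 ± 75.0 to 74.7 ± 13.2 (SD, n = 3 each). The receptor Fzd2, which also lies on chromosome 11, rose from 2993 ± 38.3 to 6950 ± 193, and Fzd5, another receptor, from 826 ± 28.5 to 2045 ± 69.3 (SD, n = 3 each). In camera the list had an adjusted p of 0.225, and the adjusted p = 0.520 with an estimated correlation. In fry, which tests whether the genes of a list move on balance in a single direction and not whether they differ from other genes, it was lower with an adjusted p of 0.00517.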

Though the Wnt or Smad2/3 pathway was critical for subsequent cardiac differentiation, the exact connection between Zhx1 with these pathways was not established (Supplementary Fig. S6A–D). The ChIP-seq data showed that the loss of Zhx1 resulted in the weakened binding of hnRNPA1 at the promoter regions of representative genes (*Mef2c*, *Src*, and *Epas1*) (Fig. 4I). We then validated the enrichments of Zhx1 and hnRNPA1 at the promoters of their potential co-targeted genes. Our results confirmed that Zhx1 was enriched at the promoters of *Mef2c* and *Src*, not *Epas1*, which were indeed bound by hnRNPA1 (Fig. 4J). The enrichment of hnRNPA1 at the promoters of *Mef2c* and *Src*, but not *Epas1*, was significantly impaired after Zhx1 knockout (Fig. 4K). To sum up, our results revealed a wide range of genes regulated by Zhx1-hnRNPA1 interaction and indicated that Zhx1 critically mediates the transcriptional activation of hnRNPA1 during the CP formation.

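Mef2c, a MADS-box factor of the second heart field (chromosome 13, 83504034 to 83667080), fell from 463 ± 35.2 normalized counts in 46C-Ctrl to 226 ± 29.6 in the libraries labelled Zhx1-KO (SD, n = 3 each). Its log2 fold change was -1.03 (standard error 0.12, adjusted p = 0.00024 from limma). Src, a tyrosine kinase (chromosome 2, 157418444 to 157471862), fell from 1694 ± 116 to 806 ± 56.3, a log2 fold change of -1.07 (standard error 0.08, adjusted p = 2.6e-05). Epas1, a hypoxia-inducible factor (chromosome 17, 86753700 to 86833410), fell from 709 ± 82.8 to 272 ± 14.1, a log2 fold change of -1.38 (standard error 0.10, adjusted p = 2.9e-05). For each of these genes, every library labelled Zhx1-KO lay below every library of 46C-Ctrl. The log2 fold change was largest in size for Epas1. At its promoter the paper's ChIP found no Zhx1 enrichment and no significant loss of hnRNPA1 after the knockout. Hnrnpa1 itself (chromosome 15, 103240432 to 103246692) rose from 20172 ± 380 to 24260 ± 1094, a log2 fold change of 0.27 (standard error 0.05, adjusted p = 0.00256). Hnrnpa1 has many processed copies in the genome that can share reads with it.
Of 23 hnRNP genes, which bind nascent RNA, 5 were higher, 7 were lower and 11 did not pass, and the same numbers passed when adjusted over the list alone. Hnrnph3 rose from 443 ± 19.3 to 1058 ± 88.4. Hnrnpm fell from 7658 ± 511 to 5339 ± 246, and Hnrnpf, which lies in the chromosome 6 segment from 110 to 140 Mb, from 11827 ± 538 to 7899 ± 467 (SD, n = 3 each). The adjusted p of the list in limma's camera was 0.454, and its direction turned from lower to higher with quantile normalization (adjusted p = 0.847), within a range of 0.287 to 0.847 over its camera settings. From the weaker genome-wide binding of hnRNPA1 without Zhx1 (Fig. 4C–E), the weaker ChIP-seq signal at Mef2c, Src and Epas1 (Fig. 4I), its impaired enrichment by ChIP at Mef2c and Src but not Epas1 (Fig. 4K), and the genes bound by both proteins that were lower after the knockout (Fig. 4G, H), the paper sums up that Zhx1 mediates the activation of transcription by hnRNPA1 while CPs form.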

### Identification of the key amino acid residues of Zhx1 for binding hnRNPA1

To identify the key domains for Zhx1/hnRNPA1 interaction, we performed the Co-IP of Flag-tagged Zhx1 mutants, including Znf domain deletion (Znf-Mut) and Homeobox domain deletion (Homeobox-Mut) and HA-tagged hnRNPA1 in HEK293FT cells. The results showed that the Znf domain of Zhx1 was responsible for binding hnRNPA1 (Fig. 5A, B). We further constructed the deletion mutants of Znf domain 1 (Znf1-Mut) and Znf domain 2 (Znf2-Mut). These results implied that Zhx1 was bound to hnRNPA1 through its Znf domain 2 (Fig. 5C–E). Since the conserved Znf domain, we aligned the Znf domain 1 and Znf domain 2 of mouse Zhx1 using ClustalX and focused on two relatively conserved motifs (Thr111–His120 and His120–His125) (Fig. 5F). Further Co-IP analysis showed that the Zhx1 mutant (Del^111-120^) lost its ability to bind with hnRNPA1 (Fig. 5G, H). Taken together, these results confirmed that the amino acid residues (Thr111-His120) in the Znf domain 2 of Zhx1 are essential for the binding of Zhx1 and hnRNPA1.

**Fig. 5:**
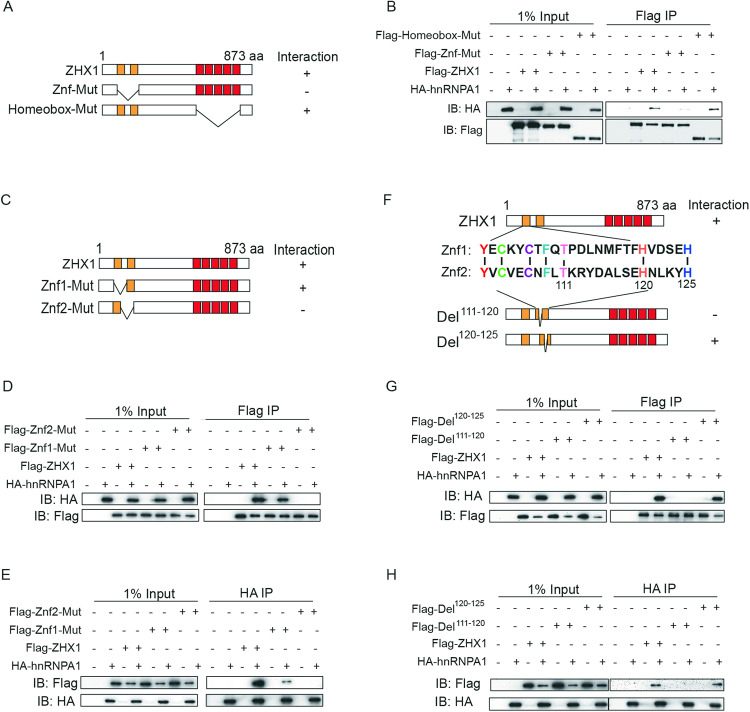
Identification of the key amino acid residues of Zhx1 for binding hnRNPA1. **A** The schematic of ZHX1 and ZHX1 mutants (Znf-mut and Homeobox-mut). **B** Co-IP analysis for the interaction of hnRNPA1 and ZHX1 or ZHX1 mutants (Znf-mut and Homeobox-mut). **C** The schematic of Znf mutants of ZHX1 (Znf1-mut and Znf2-mut). **D**, **E** Co-IP analysis for the interaction of hnRNPA1 and ZHX1 or Znf deletion mutants (Znf1-mut and Znf2-mut). **F** The alignment of Znf1 and Znf2 peptides. **G**, **H** Co-IP analysis for the interaction of hnRNPA1 and ZHX1 or ZHX1 deletion mutants (ZHX1-Del^120–125^ and ZHX1-Del^111–120^).

### Zhx1/hnRNPA1 interaction is responsible for the CP specification and cardiomyocyte differentiation

To determine whether the Zhx1–hnRNPA1 interaction is required for cardiomyocyte differentiation, we performed the rescue experiments using wild-type Zhx1 and Zhx1 mutants (Del^111–120^). QPCR and western blot experiments confirmed that there was no significant difference in the expression of wild-type Zhx1 and Zhx1 mutants (Del^111–120^) in Zhx1-KO ESCs (Fig. 6A, B). As we expected, overexpression of wild-type Zhx1 could effectively rescue the gene expression of CPs, while the overexpression of Zhx1 mutants (Del^111–120^) failed (Fig. 6C). Subsequently, we further investigated the effects of Zhx1 expression on cardiomyocyte differentiation. Our results showed that the wild-type Zhx1 could significantly restore the downregulated cardiomyocyte marker gene expression, the decreased cTNT and α-Actinin protein levels, and the lower ratio of cTNT^+^ cardiomyocytes caused by Zhx1 deletion, whereas the Zhx1 mutant (Del^111–120^) could not recover the phenotypes of Zhx1 deletion (Fig. 6D–F). Consistently, the Zhx1 mutant (Del^111–120^) failed to rescue the phenotypes of decreased expression of the cardiomyocyte genes, decreased number of beating EBs, and low percentage of cTNT^+^ cardiomyocytes in the EB differentiation (Fig. 6G–I). Collectively, our data demonstrated that the Zhx1/hnRNPA1 interaction is indeed necessary for the CP specification and proper cardiomyocyte differentiation.

**Fig. 6:**
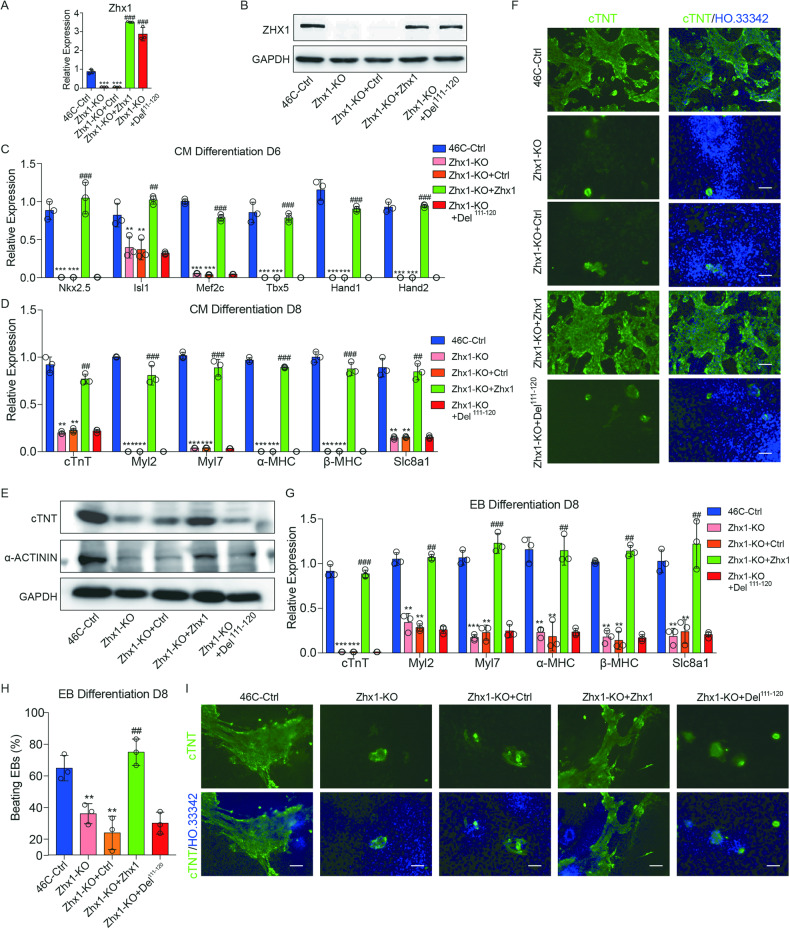
Zhx1/hnRNPA1 interaction is responsible for the CP specification and cardiomyocyte differentiation. **A**, **B** The mRNA (**A**) and protein levels (**B**) of overexpression of Zhx1 wild-type and deletion mutant (Del^111–120^) in Zhx1-KO cells. **C** The expression of the CP genes (Nkx2.5, Isl1, Mef2c, Tbx5, Hand1, and Hand2) after overexpressing wide-type Zhx1 or Zhx1 deletion mutant (Del^111–120^) in Zhx1-KO cells during cardiomyocyte differentiation. **D** The expression of cardiomyocyte markers after overexpressing wide-type Zhx1 or Zhx1 deletion mutant (Del^111–120^) in Zhx1-KO cells during cardiomyocyte differentiation. **E** The western blot results for the expression of cTNT and α-Actinin at day 8 of cardiomyocyte differentiation after overexpressing wide-type Zhx1 or Zhx1 deletion mutant (Del^111–120^) in Zhx1-KO cells. **F** The expression of cTNT protein after overexpressing wide-type Zhx1 or Zhx1 deletion mutant (Del^111–120^) in Zhx1-KO cells through immunofluorescent staining. **G** The expression of cardiomyocyte markers after overexpressing wide-type Zhx1 or Zhx1 deletion mutant (Del^111–120^) in Zhx1-KO cells during the EB differentiation. **H** The percentage of beating EBs on day 8 of EB differentiation after overexpressing wide-type Zhx1 or Zhx1 deletion mutant (Del^111–120^) in Zhx1-KO cells. **I** The expression of cTNT protein after overexpressing wide-type Zhx1 or Zhx1 deletion mutant (Del^111–120^) in Zhx1-KO cells during the EB differentiation. Scale bar, 100 μm. Data are presented as the mean ± SEM (*n* = 3). The statistical significance is performed according to a two-way analysis of variance (ANOVA) followed by Bonferroni’s post hoc. *p < 0.05, **p < 0.01, and ***p < 0.001 versus 46C-Ctrl; # *p* < 0.05, ## *p* < 0.01, and ### *p* < 0.001 versus Zhx1-KO+Ctrl.

## Discussion

The differentiation of PSCs into cardiomyocytes sequentially goes through five stages: PSC, mesoderm, cardiac mesoderm, CP, and cardiomyocyte, and is an important system for studying stage-specific cardiac development and CHDs in vitro [9]. The orchestrated regulation of transcription factors and epigenetic modifiers is believed to determine the multi-stage cell fate decision during cardiomyocyte differentiation [39]. Our previous studies showed that lncRNA Cpmer relied on its RNA recognition specificity and post-transcriptionally regulated Eomes mRNA translation and mesoderm differentiation from PSCs, while lncRNA-1405 accurately scaffolded Eomes and epigenetic modifiers binding at the enhancer region of the *Mesp1* gene and drove cardiac mesoderm specification [40, 41]. SETD7 was also reported to bind BRG1/BAF60a and NKX2.5 to dictate mesoderm formation and the CP specification, respectively [42]. The cell fate specification of mesoderm to CPs, corresponding to the cardiac crescent originating from the lateral mesoderm during gastrulation in vivo, is the key step controlled by signals and regulatory factors, including ZNFs during cardiomyocyte differentiation. The BTB domain-containing ZNF CIBZ could repress the expression of the T and Mesp1 gene and cardiac mesoderm formation [43]. The myeloid zinc finger 1 (Mzf1), established as a hematopoietic transcription factor, blocked the formation of CPs by directly binding at the *Nkx2.5* enhancer [44]. Another ZNF factor CNBP/ZNF9 was bound with lncRNA Bvht and failed to activate key cardiac transcription factors in the CP stage [45]. However, the current knowledge of ZNFs involved in the specification of CPs from mesoderm is still limited. Our study uncovered that Zhx1 was transiently upregulated during the formation of CPs and significantly affected the ability of PSCs to differentiate into cardiomyocytes. The stage-specific inhibition of Zhx1 further confirmed that Zhx1 majorly functioned during the CP specification. Together, our study for the first time revealed that Zhx1 is an unrevealed factor that majorly controls the formation of CPs, which develops the comprehension of stage-specific differentiation of PSCs into cardiomyocytes.

Previous studies showed that Zhx1 was involved in carcinogenesis and glomerular disease by targeting specific genes. Zhx1 promoted the proliferation, migration, and invasion of glioblastoma cells and cholangiocarcinoma cells by activating the transcription of the EMT genes Snail2 and Twist1 or enhancing the Egr1 expression, respectively [46, 47]. While Zhx1 inhibited the apoptosis of glioblastoma cells by regulating the expression of Bcl2 and Bax and induced early proteinuria and primary glomerular disease by upregulating the Angptl4 expression [48, 49]. During the CP specification, we found that Zhx1 directly targeted many genes, which were significantly downregulated after Zhx1 knockout and closely associated with muscle cell differentiation, heart morphogenesis, and muscle organ development. Recent studies have indicated that Zhx1 not only formed homodimers but also formed heterodimers with Zhx2 dependent on an extensive region around the Homeodomain 1 (HD1) to regulate gene transcription in vivo and in vitro, formed heterodimers with Zhx3 which was a prerequisite for repressor activity [50, 51]. Besides, Zhx1 also achieved its regulation of a series of gene transcription by binding with the NF-Y subunit (NF-YA) [20], the co-repressor BS69 [52], or DNMT3B [53] to form a powerful transcriptional repressor complex and execute the transcription inhibition of broad genes. While the understanding of Zhx1 executes its transcriptional activation on a series of genes related to the CP specification is completely unrevealed. Our study revealed that Zhx1 interacted with hnRNPA1 and co-bound at the promoters of a large number of cardiac-related genes, such as *Mef2c* and *Src*, and activated their transcription. Therefore, our study first demonstrated that Zhx1 possesses the ability to directly target and activate a wide range of key genes in the CP specification.

The hnRNPA1 belongs to the hnRNP A/B subfamily and is involved in the regulation of alternative splicing of precursor mRNA, mRNA output and turnover, translation, miRNA processing, telomere length, and so on [54–57]. Previous studies have shown that PRMT catalyzed arginine methylation of hnRNPA1, which was able to regulate its binding activity and alternative splicing of target mRNAs in multiple cancers [58]. Recent studies have indicated that mutations of Hnrnpa1 caused the CHDs in both humans and mice, and Hnrnpa1 deletion resulted in the dysregulation of expression of cardiac transcription factors such as Isl1, Nkx2–5, and Tbx1 [38]. However, the mechanism by which hnRNPA1 was involved in cardiac defects and gene transcription implications has not been well elucidated. The hnRNPA1 could trigger transcriptional activation by binding at the promoter of the *ApoE* gene or smooth muscle cell genes like *Mef2c*, *Srf*, and *Myocd* [59, 60]. More importantly, hnRNPA1 was reported to unfold G-quadruplex DNA and functioned as a DNA destabilizing protein in the transcriptional regulation of human *KRAS* and *TRA2B* gene promoters [61, 62]. Our study identified that hnRNPA1 was the chaperone of Zhx1 and majorly bound with the amino acid residues (Thr111–His120) in the second Znf domain of Zhx1. The in-depth functional analysis confirmed that the binding region of Zhx1 and hnRNPA1 was responsible for executing the gene regulation during the CP specification. Together, our study indicated the unrevealed binding relationship of hnRNPA1 and Zhx1 might be endowed with the ability to actively unfold the DNA structure of gene promoters and facilitate the transcription activation of cardiac-related genes, which certainly suggested that the deletion or mutation of Hnrnpa1 might be an intrinsic factor for the hampered CP specification and cardiac defects.

In summary, our study indicated that Zhx1 interacted with hnRNPA1 and drove the specification of mesoderm to CPs, which facilitated the stage-specific transition of PSCs into cardiomyocytes. The in-depth mechanistic study demonstrated that the specific amino acid residues in the Znf domain were responsible for the binding of Zhx1 and hnRNPA1 and function execution. Thus, our study elucidated the new function and regulatory modes of Zhx1 in promoting the CP specification, developed our understanding of transcription regulation mediated by RNA-binding protein hnRNPA1, and also revealed an intrinsic interaction for the proper CP formation and cardiomyocyte differentiation.

## Materials and methods

### Cell culture and differentiation

Mouse ESCs (46C) were cultured on feeder cells with Dulbecco’s modified Eagle medium (DMEM) supplemented with 15% fetal bovine serum (FBS) (Gibco), 1× nonessential amino acid (Gibco), 1× GlutaMAX (Gibco), 1× sodium pyruvate (Gibco), 1 × 10^4^ units/mL leukemia inhibitory factor (LIF) (Millipore) and 55 μM β-mercaptoethanol (Gibco). The cells were passaged with 0.5 mL 0.25% trypsin (Gibco) at 37 °C for 1 min. Human ESCs (H9) were cultured on the Matrigel (BD) in the mTeSR1 medium (Stemcell). 293 T cells were cultured on the coated plate in the DMEM with 10% FBS (Gibco).

For EB differentiation, mESCs were cultured in a suspension medium (culture medium without LIF) to form EB spheres for 4 days in bacterial culture dishes (60 mm). Then, a single EB sphere was placed in gelatin-coated 24-well plates for adherent differentiation until day 8.

Cardiomyocyte differentiation was performed as previously described [9]. Briefly, mESCs were cultured in a serum-free medium for two passages and then trypsinized and suspended in a cardiomyocyte differentiation medium (CDM) containing 25 ng/mL l-ascorbic acid at a density of 5 × 10^4^ cells/mL. After 2 days, cells were subsequently trypsinized and resuspended in CDM containing 0.2 ng/mL hBMP4, 5 ng/mL hActivin A, 5 ng/mL VEGF, and 25 ng/mL l-ascorbic acid for 40 h. The EBs were trypsinized and attached to 12-well plates (pre-coated with gelatin) in a Stem Cell Pro-34 medium containing 5 ng/mL VEGF, 25 ng/mL FGF10, 4 ng/mL bFGF, and 25 ng/mL l-ascorbic acid at a density of 2.5 × 10^5^ cells/well for 4 days. (CDM: DMEM/DMEM-F12 (v/v = 1:1), 1× N2 supplement, 1× B27 supplement, 2 mM l-GlutaMax, and 4.5 × 10^−4^ M monothioglycerol). For human cardiomyocyte differentiation, hESCs were maintained on Matrigel-coated plates to achieve confluence, which was treated with CHIR99021 (8 μM) in the RPMI/B27 minus insulin medium for 48 h. Then, the medium was changed to RPMI/B27 minus insulin with IWP2 (5 μM) on day 3 for 48 h. Cells were maintained in the RPMI/B27 medium starting from day 7, with the medium changed every 3 days. All the cell lines were passed for the mycoplasma contamination test.

### Plasmid construction

Small guide RNAs (sgRNAs) targeting the *Rosa26* locus, the transcription start site, or the transcription stop site of the *Zhx1* gene were inserted into the pX330 vector, respectively. The sgRNAs were designed from http://crispr.mit.edu/. The Zhx1 overexpression donor contained the CAG-Flag-Zhx1-RBG PolyA sequences and bilateral homology arms of the *Rosa26* locus, which was cloned into the pLB vector (TIANGEN). The Zhx1-SMASh donor contained the SMASh domain, the PGK-BSD-RBG PolyA segment, and the bilateral homology arms nearby the stop site of the *Zhx1* gene, which was also cloned into the pLB vector. The shRNAs targeted ZHX1 were cloned into the pLKO.1 vector. The primer sequences are listed in Table S1.

### Cell line establishment

To generate the *Zhx1* knock-out mESCs, 5 μg pX330-sgRNAs respectively targeting the transcription start site and transcription stop site of the *Zhx1* gene were mixed with the P3 Primary cell solution (Lonza) and synchronously electroplated into wild-type 46 C mESCs using the CG-104 program of 4D Nucleofector system according to the manufacturer’s instructions. To generate the Zhx1 constitutive overexpression mESCs, 5 μg pX330-sgRNA targeting the *Rosa26* locus and 10 μg Zhx1 overexpression donor were mixed with the P3 Primary cell solution and co-electroporated into 46 C mESCs. To generate the Zhx1-SMASh knock-in mESCs, 5 μg pX330-sgRNA targeting the transcription stop site of the *Zhx1* gene and 10 μg Zhx1-SMASh donor were mixed with the P3 Primary cell solution and co-electroporated into 46 C mESCs. After electroporation and drug selection, PCR was used to identify the proper cell lines. To generate the shZHX1 hESCs, the H9 cells were infected by the shZHX1 lentivirus, which was packaged in 293 T cells and concentrated with Lenti-Concentin Virus Precipitation Solution (ExCell).

### Fluorescence activating cell sorter (FACS)

The EBs produced on day 4 of cardiomyocyte differentiation were dissociated with 0.125% trypsin (Gibco) and washed with 1× PBS. The dissociated cells (2.5 × 10^5^) were incubated with 200 μL PBS containing 1 μL of CD140a (Pdgfrα)-APC antibody (130-109-784, Miltenyi Biotec.) and 1 μL of CD309 (Flk1)-PE antibody (130-102-559, Miltenyi Biotec.) at room temperature for 30 min. For the analysis of cardiomyocyte differentiation efficiency, the cells on day 8 of cardiomyocyte differentiation were dissociated with collagen I and washed with 1× PBS, which were sequentially fixed and permeabilized with fixation and permeabilization solution (BD Biosciences) for 20 min, incubated with the cTNT antibody for 1 h and fluorescent secondary antibody for 40 min. Cells were analyzed with BD FACSVerse, and the data were analyzed with FlowJo software.

### Mass spectrometry (MS)

The CPs were lysed with IP lysis buffer on ice for 30 min. The IP assay was performed using magnetic beads incubated with an anti-Zhx1 antibody. Then, the Zhx1 binding samples were analyzed by LC–MS as described previously [63].

### Quantitative RT-PCR (qPCR)

Total RNA was extracted from cells with TRIzol reagent (Invitrogen), and 500 ng RNA was reverse-transcribed with PrimeScript RT reagent kit (TaKaRa). qPCR was performed with SYBR green reagent (Bio-Rad) in the MX3000 qPCR system (Agilent). The primers used for qPCR are listed in Table S2.

### Immunostaining

The cells were fixed in 4% paraformaldehyde for 15 min at room temperature, washed with 1× PBS, and then permeated with 0.2% Triton X-100 for 8 min. Staining was performed with primary antibodies overnight, secondary fluorescent antibodies for 2 h, and nuclear staining (Hoechst 33342) for 20 min. Images were obtained with a Nikon A1R confocal microscope.

### Western blotting

The cells were dissolved in 1× SDS solution for 30 min on ice. Protein lysates were separated by SDS-PAGE and transferred to PVDF membranes, which were incubated with primary antibodies overnight at 4 °C and secondary antibodies for 2 h at 4 °C. The primary antibodies used in western blot experiments were as follows: anti-Zhx1 (Novus, NB600-244), anti-Flag (CST, 14793 s), anti-HA (Abcam, ab9110), anti-α-Actinin (Sigma, A7811), anti-p-Smad2/3 (Bioworld, BS1838), anti-Smad2/3 (CST, 5678 s), anti-Active β-Catenin (Millipore, 05665), anti-Total β-Catenin (Abcam, ab16051), and anti-GAPDH (Bioworld, AP0063) (Table S3). All the full-length western blots were included in the Supplementary Data.

### Co-immunoprecipitation (Co-IP)

The Co-IP was performed as previously described [64]. The following affinity gel was used in the Co-IP: Ezview Red Anti-FLAG M2 affinity gel (Sigma, F2426) and Ezview Red Anti-HA affinity gel (Sigma, E6779). All the full-length western blots were included in the Supplementary Data.

### Chromatin immunoprecipitation (ChIP)

The ChIP was performed as previously described [40]. The following antibodies were used in the ChIP assay: anti-Zhx1 (Novus, NB600-244) and anti-hnRNPA1 (Novus, NB100-672).

### Sequencing data analysis

For RNA-seq analysis, cutadapt (V1.18) was used to remove adapter sequences, low-quality bases, and reads shorter than 50 bases. The trimmed clean data were mapped to the mouse reference genome (GENCODE GRCm38, release M19) using HISAT2 (V2.1.0) with the parameters “--rna-strandness RF --dta-cufflinks --no-discordant”. After that, gene expression levels were quantified as FPKM by stringtie (V1.3.4d) with the parameter “-e --rf”. Genes with FPKM < 0.1 in all samples were filtered, and FPKM values of replicates were averaged. For ChIP-seq analysis, the data were first filtered using cutadapt (V1.18) to remove adapter sequences, low-quality bases and reads shorter than 50 bases. After quality control, the clean data were mapped to the mouse reference genome (GENCODE GRCm38, release M19) by bowtie2 (V2.3.5.1) with the following parameters: -N 1 -X 2000 -q -t -L 25 --no-mixed --no-discordant. The unmapped reads, nonuniquely mapped reads, and PCR duplicates were removed. Next, the read counts were normalized to RPKM (reads per kilobase per million) in 100-bp bins for downstream analysis. The Zhx1 and hnRNPA1 ChIP-seq signals were visualized using the Integrative Genomics Viewer (IGV) browser (V2.4.10) and deepTools suite (V3.3.0).

### Statistical analyses

All the statistical data were presented as the mean ± S.E.M. of three independent experiments. The data in this study were analyzed with Student’s *t*-tests (unpaired two-tailed) or two-way analysis of variance (ANOVA) followed by Bonferroni’s post hoc. *^,#^*P* < 0.05, **^,##^ *P* < 0.01, and ***^,###^ *P* < 0.001.

## Supplementary information

Supplementary data

Original Data File

Co-author agreement

Suppmentary Video I

Suppmentary Video II

Suppmentary Video III

Suppmentary Video IV

Suppmentary Video V

## Data Availability

The RNA-seq and ChIP-seq datasets produced in this study are available in the Gene Expression Omnibus (GEO) database (accession number: GSE234336).

# Supplementary material for: Cooperative regulation of Zhx1 and hnRNPA1 drives the cardiac progenitor-specific transcriptional activation during cardiomyocyte differentiation
**Source:** Cell Death Discov. 2023 Jul 14;9:244. doi: 10.1038/s41420-023-01548-1
**Supplement:** Supplementary file 1 — Supplementary data

**Supplementary data**

**Inventory of Supplemental Information**

**Supplemental Figures and Figure Legends**

Supplementary Fig. S1, related to Figure 1

Supplementary Fig. S2, related to Figure 1

Supplementary Fig. S3, related to Figure 1

Supplementary Fig. S4, related to Figure 2

Supplementary Fig. S5, related to Figure 4

Supplementary Fig. S6, related to Figure 4

**Supplemental Tables**

Table S1, Primers used for vector construction.

Table S2, Primers used for RT-qPCR and ChIP-qPCR assays.

Table S3, Antibodies used in this study.

Table S4, The proteins interacted with ZHX1 identified by mass spectrometry assay.

**Supplemental Figures and Figure legends**

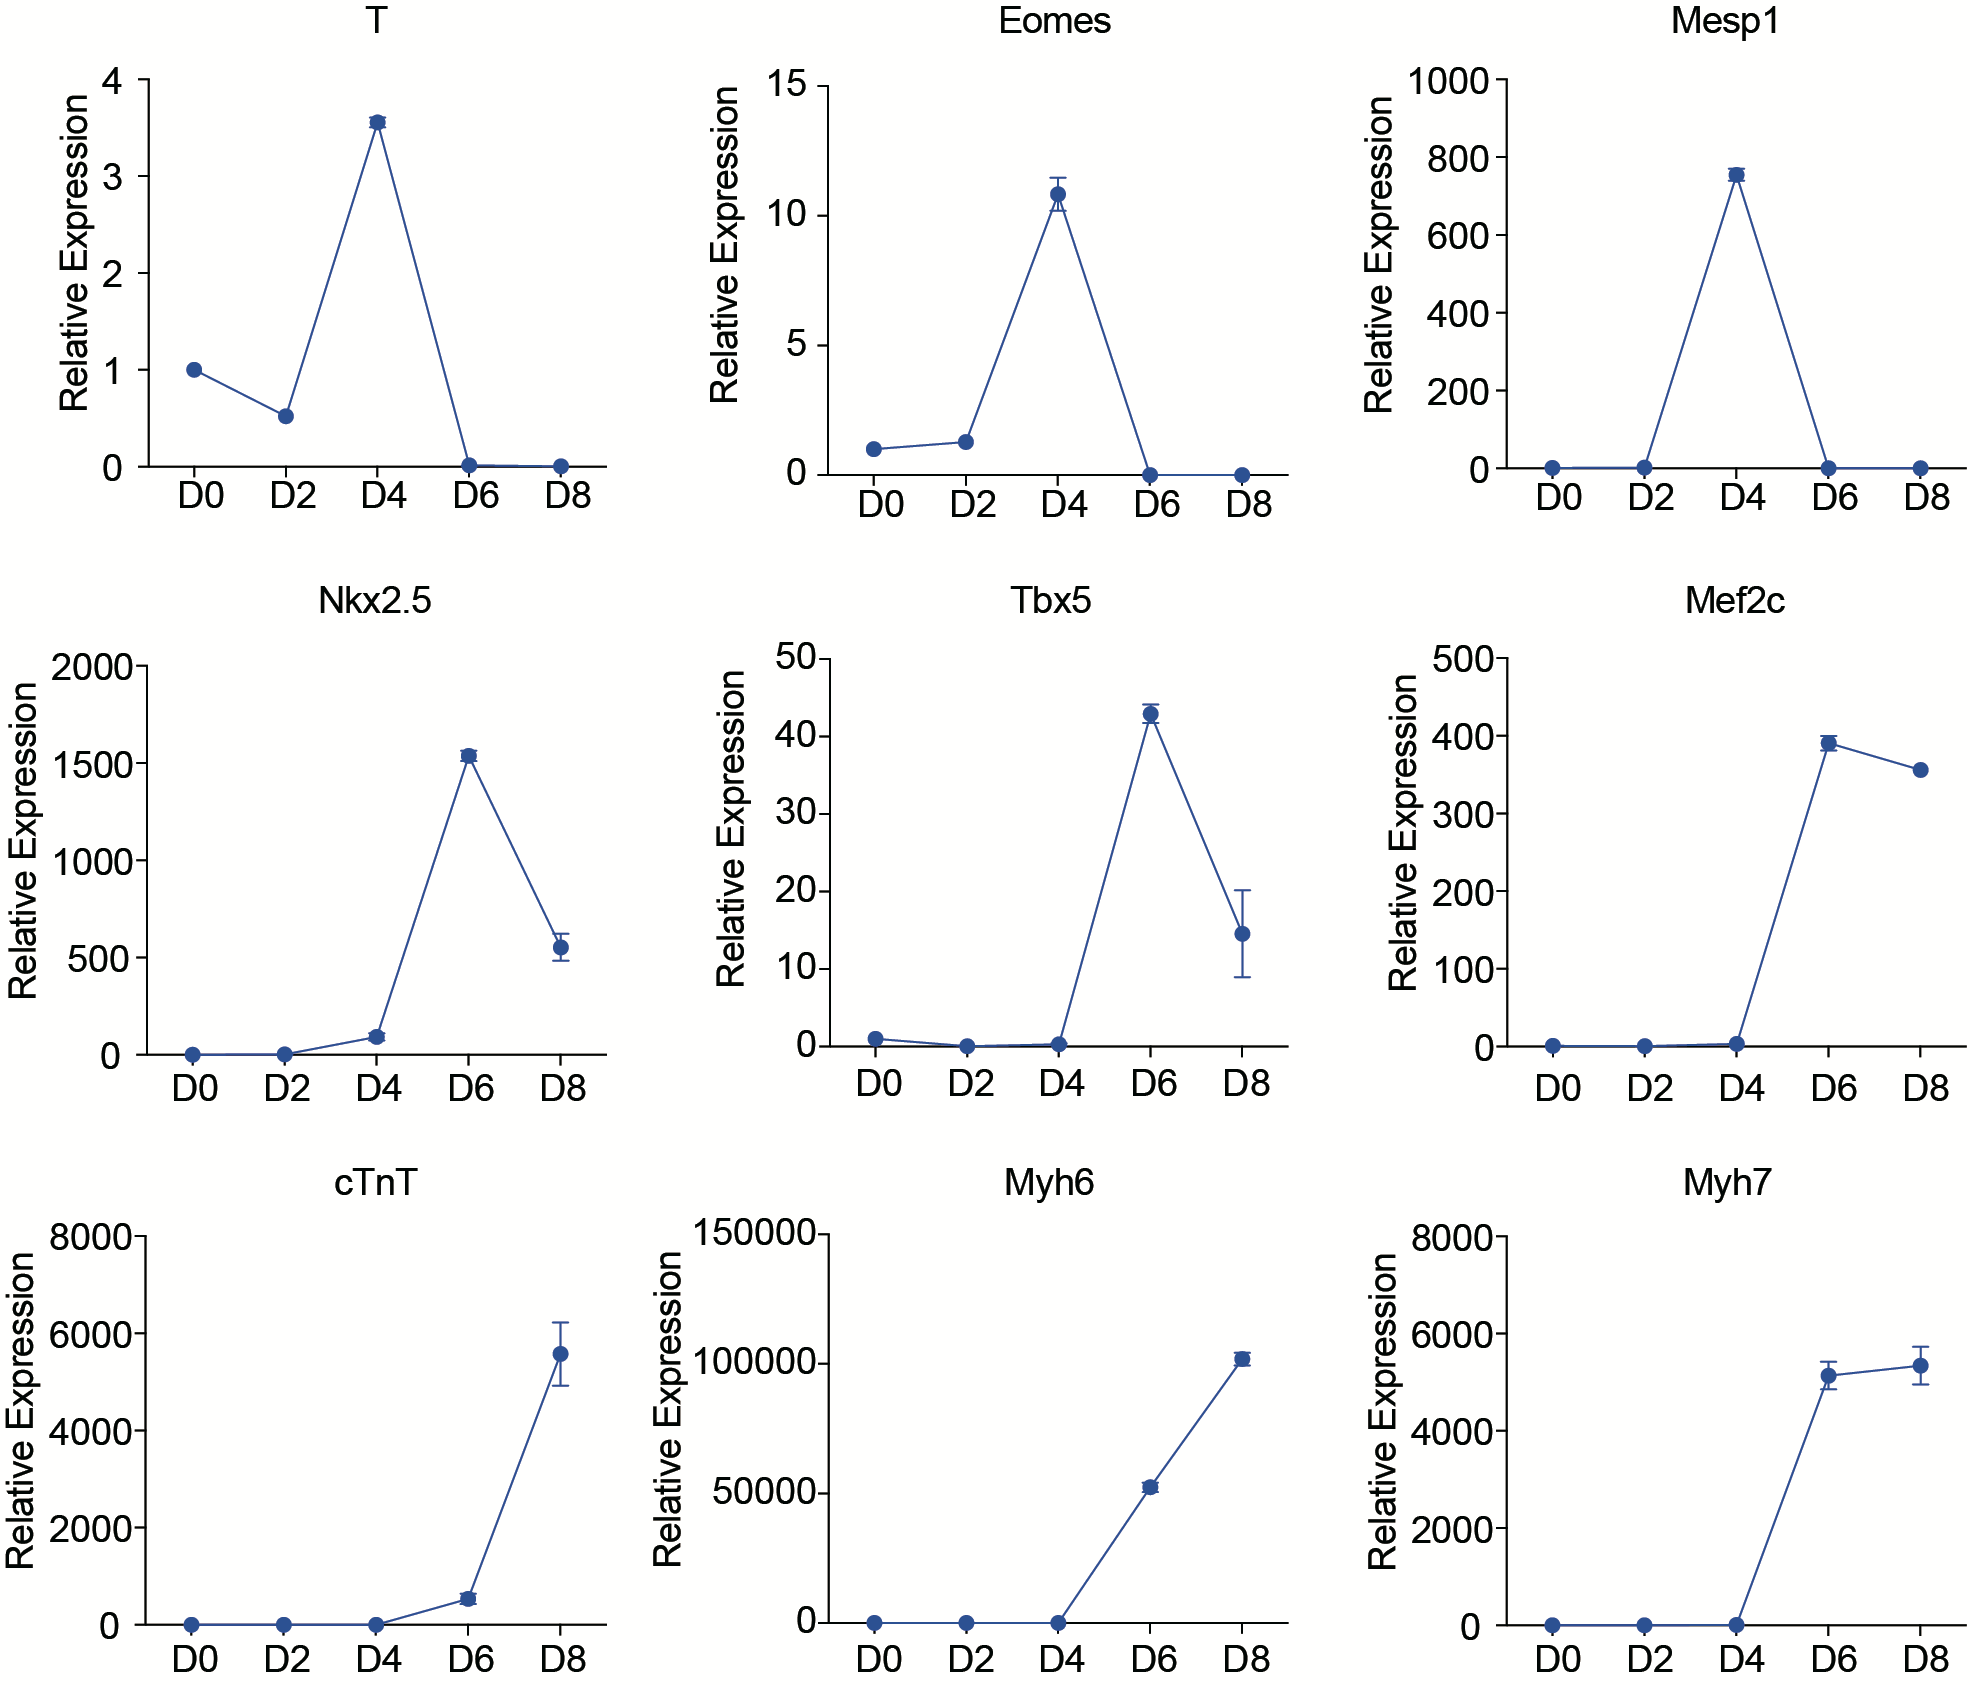

**Supplementary Fig. S1. The expression level of stage-specific markers during cardiomyocyte differentiation.** The expression levels of stage-specific markers such as T and Eomes (mesoderm markers), Mesp1 (cardiac mesoderm marker), Nkx2.5, Tbx5, and Mef2c (cardiac progenitor markers), Myh6, Myh7, and cTnT (cardiomyocyte markers) during cardiomyocyte differentiation. Data are presented as the mean ± SEM (n = 3).

**
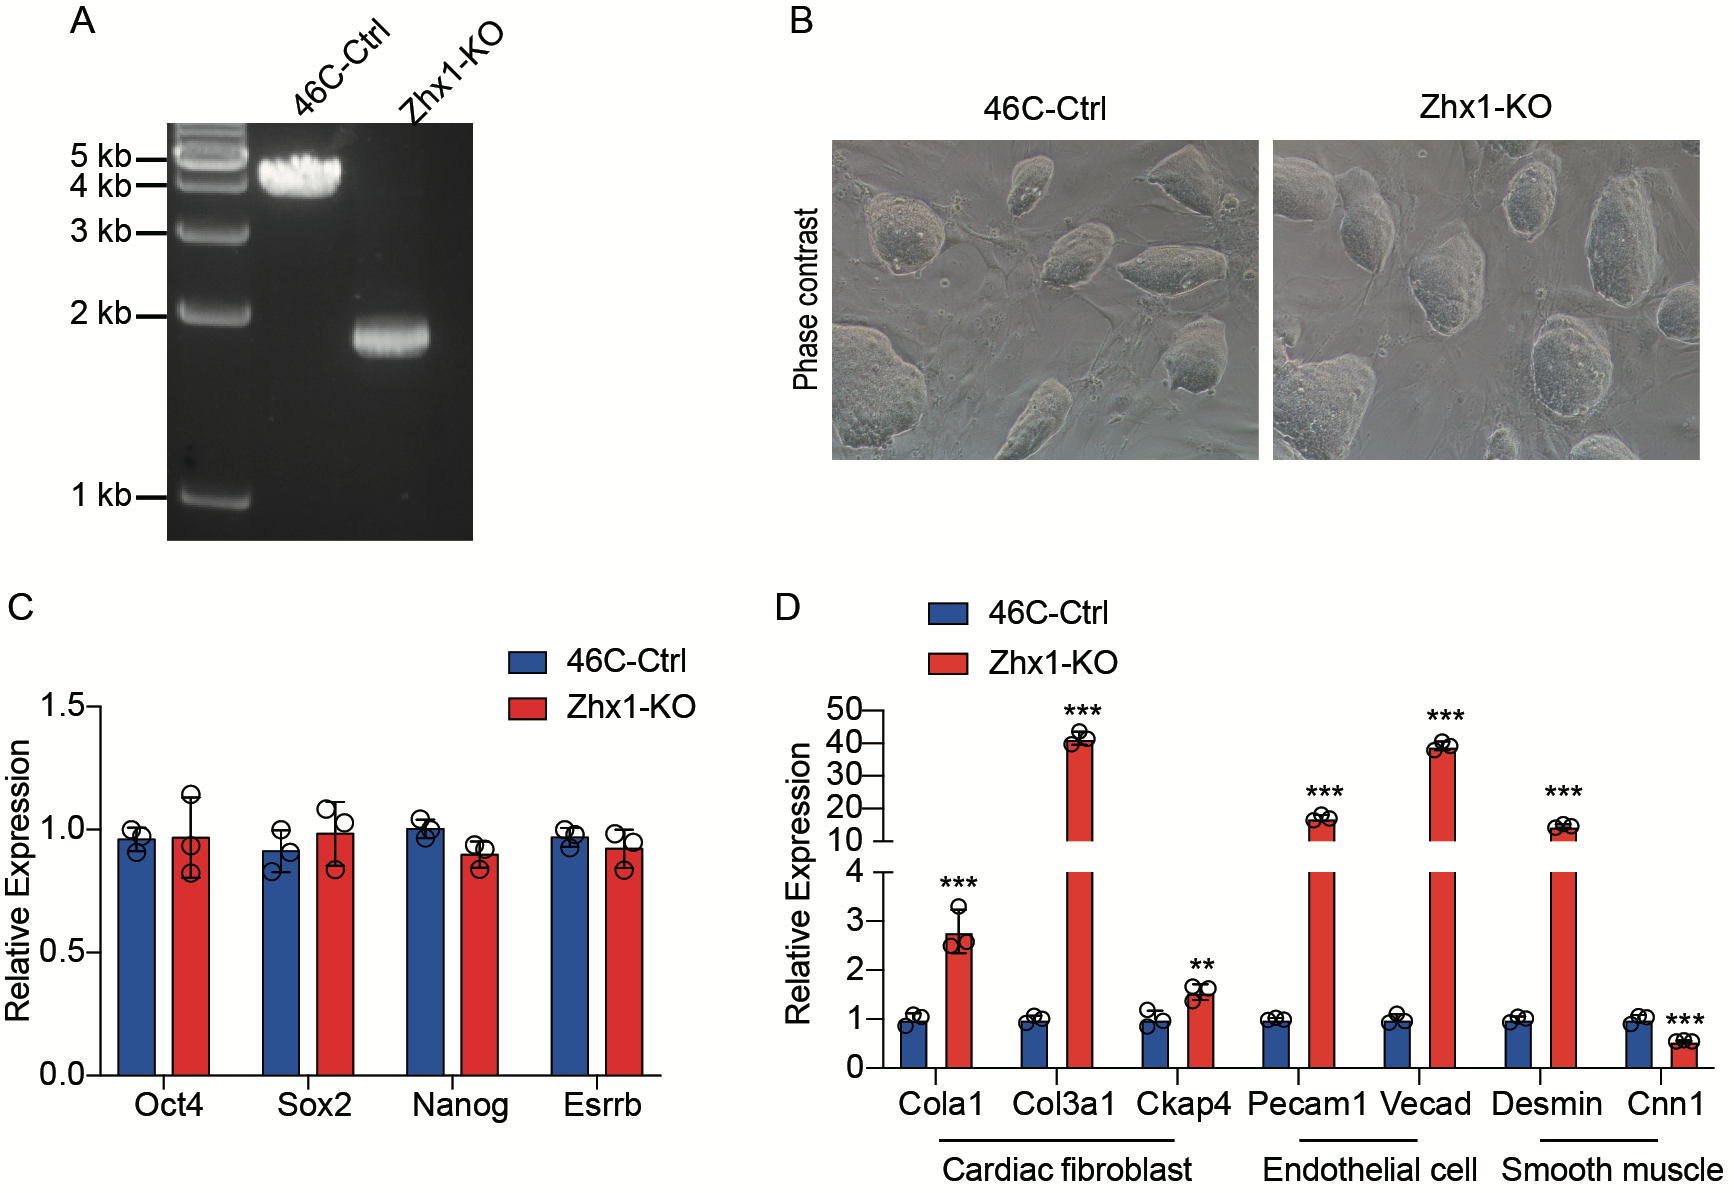
**

**Supplementary Fig. S2. Zhx1 deletion does not affect ESC morphology and pluripotency gene expression.** (A) PCR analysis for the *Zhx1* gene deletion. (B) The representative images of Zhx1-KO mESCs. (C) The expression of pluripotent genes (Oct4, Sox2, Nanog, and Esrrb) after Zhx1 knockout. (D) The qPCR detection for marker genes of fibroblasts (Cola1, Col3a1, and Ckap4), endothelial cells (Pecam1 and Vecad), and smooth muscle cells (Desmin and Cnn1) after Zhx1 knockout. Data are presented as the mean ± SEM (n = 3). The statistical signiﬁcance is performed according to Student’s t-tests (unpaired two-tailed). *p < 0.05, **p < 0.01, and ***p < 0.001 versus 46C-Ctrl.

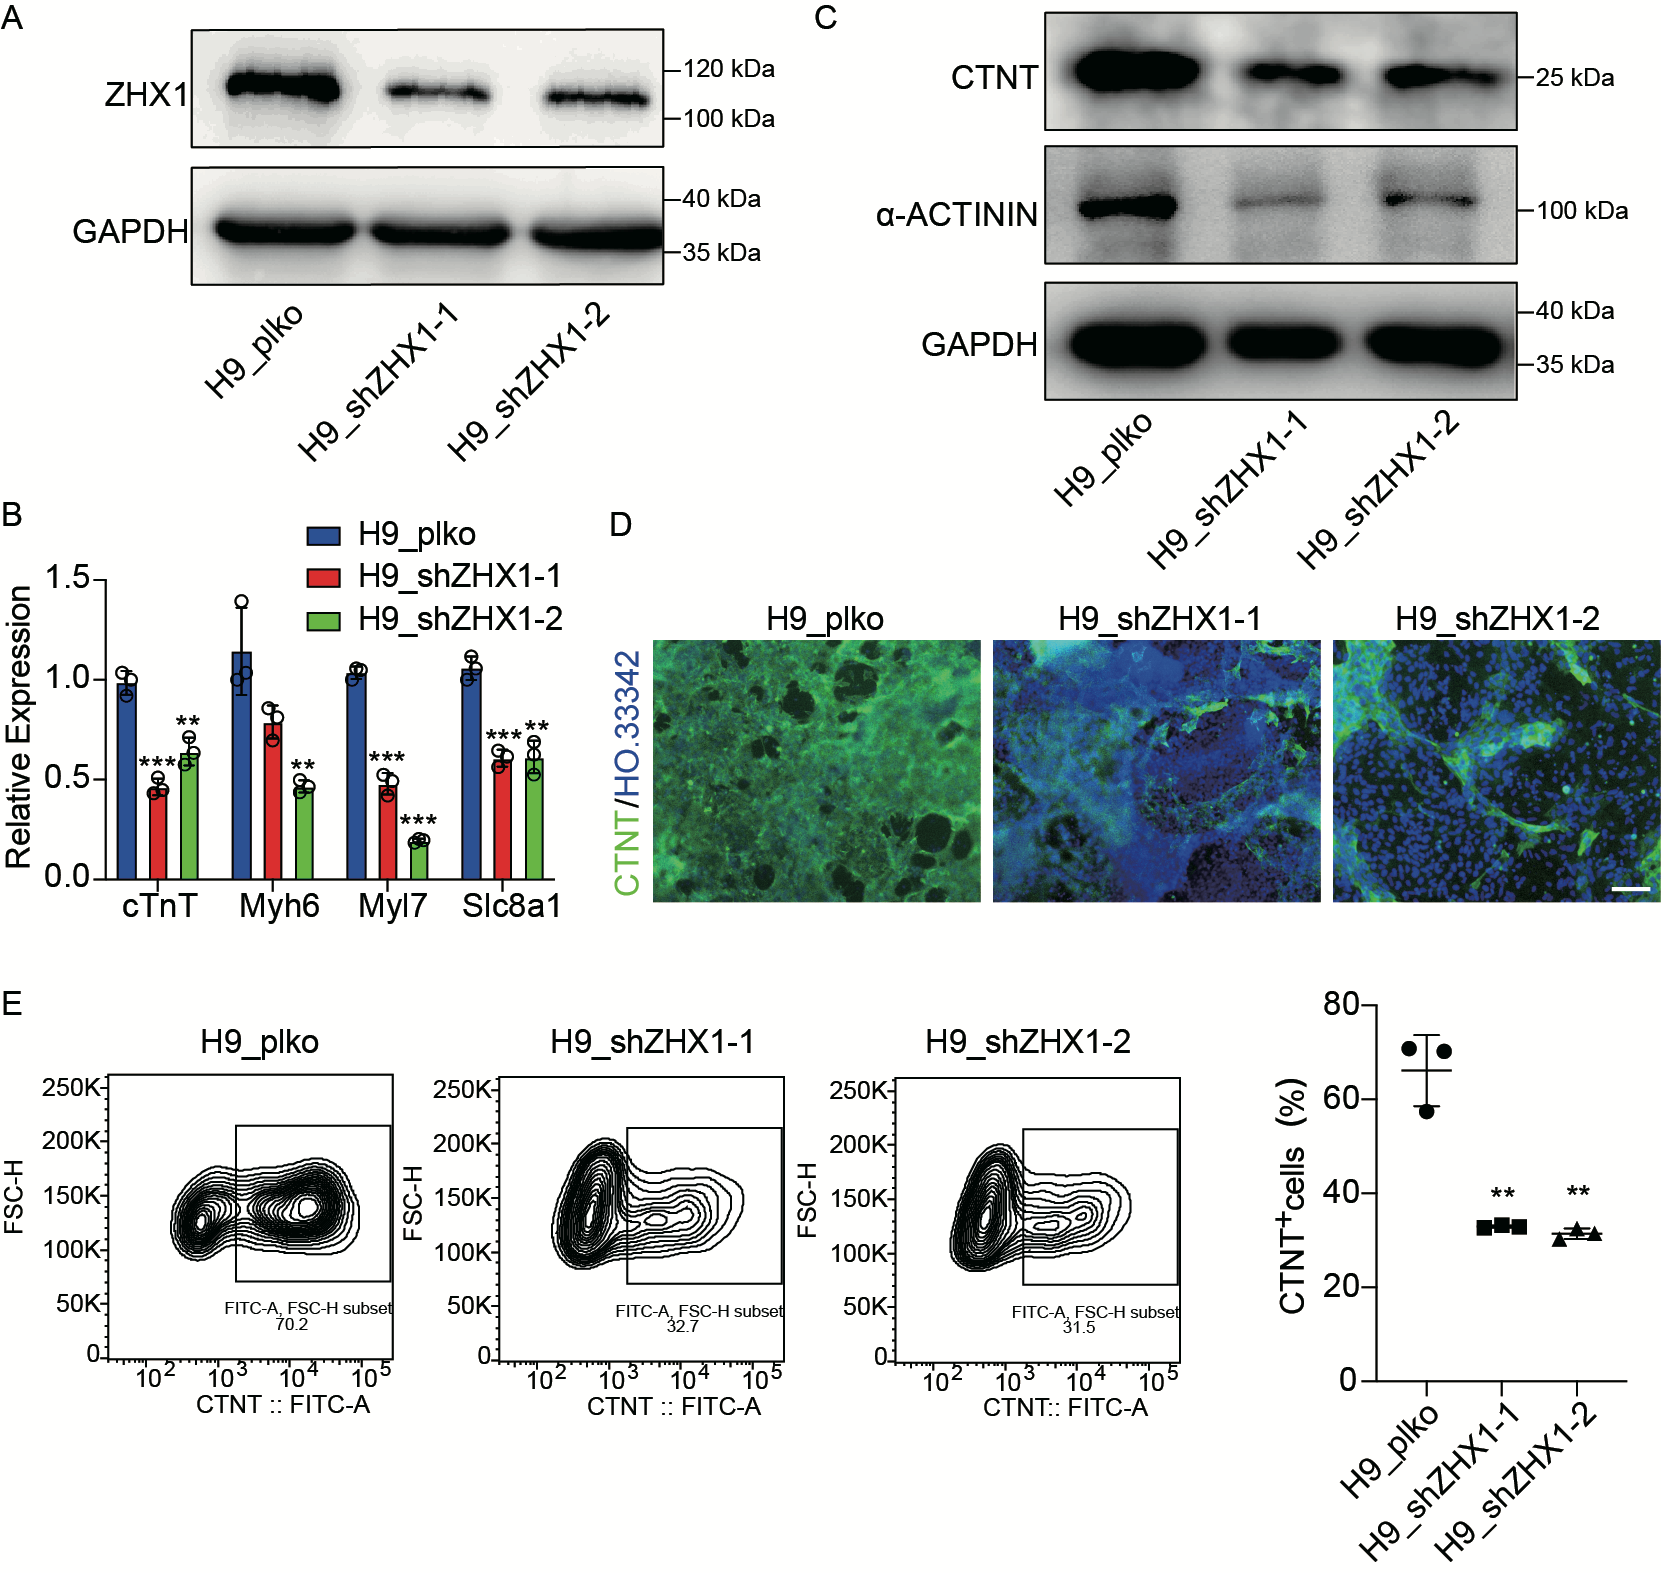

**Supplementary Fig. S3. Knockdown of ZHX1 similarly blocks the human cardiomyocyte differentiation.** (A) The knockdown efficiency of shRNA targeting ZHX1 in human ESCs. (B) The mRNA expression levels of cardiomyocyte marker genes after ZHX1 knockdown during human cardiomyocyte differentiation. (C) The western blot results for the expression of CTNT and α-ACTININ at day 10 of human cardiomyocyte differentiation after knocking ZHX1 down. (D) The [immunofluorescent staining](http://www.baidu.com/link?url=o_2P9kjOO6Dq3ov-3MzCJYlbOEZu0tQQovnCwrUsT-XyJL31qqI95O0Anojt-_joMmL6Pqjq8MzlEIwRq-quJvibh1EA7oNmSPXkFIWwSSbC8UHpSG3_1AMnzoqFds6M) of CTNT^+^ cardiomyocytes after ZHX1 knockdown. Scale bar, 100 μm. (E) The FACS analysis for the percentage of CTNT^+^ cardiomyocytes after ZHX1 knockdown during human cardiomyocyte differentiation. Data are presented as the mean ± SEM (n = 3). The statistical signiﬁcance is performed according to Student’s t-tests (unpaired two-tailed). *p < 0.05, **p < 0.01, and ***p < 0.001 versus H9_plko.

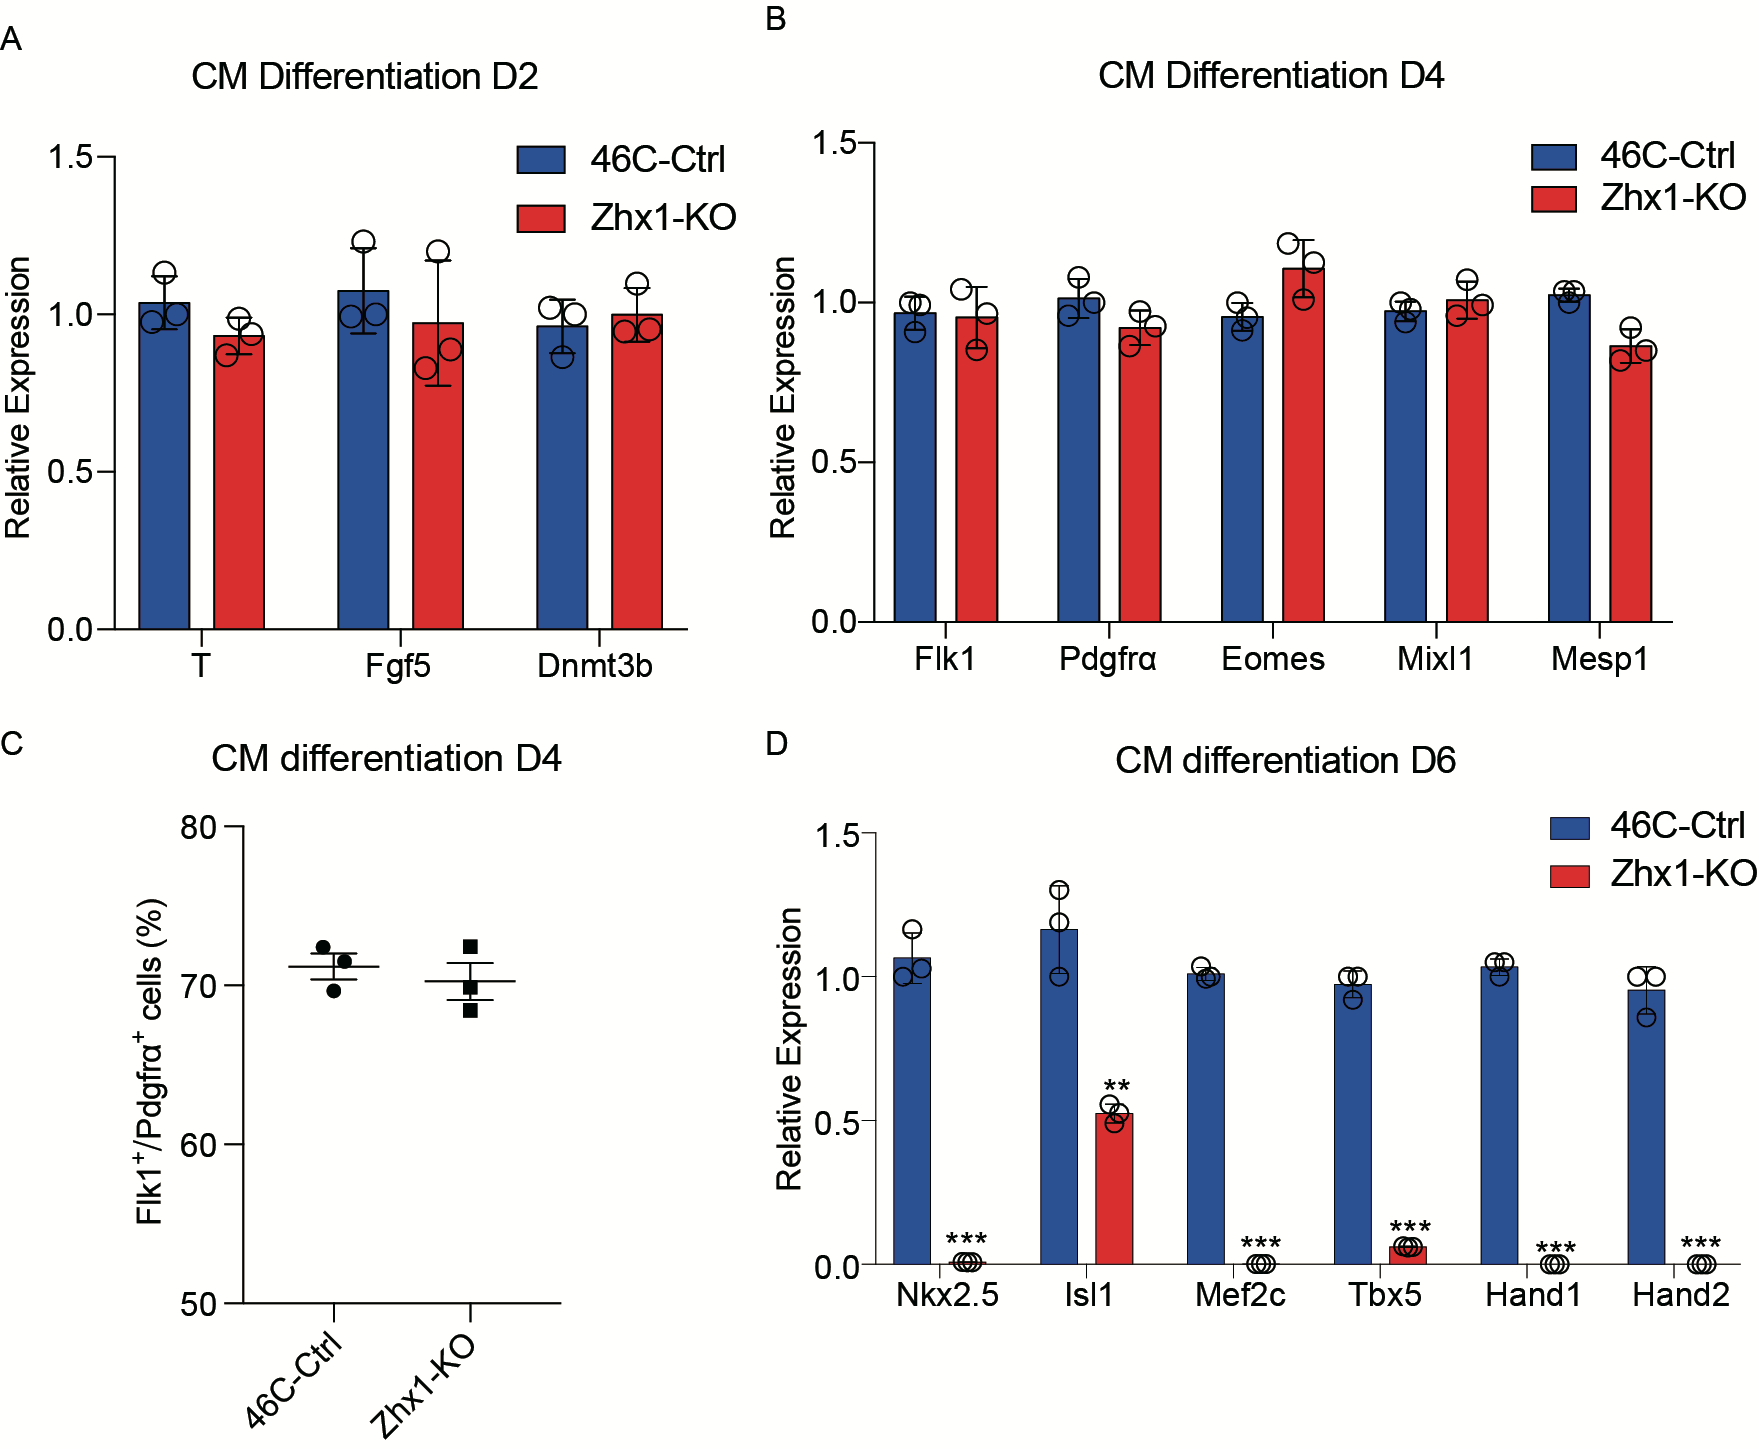

**Supplementary Fig. S4. Knockout of Zhx1 significantly inhibited the expression level of cardiac progenitor genes, not the epiblast and mesoderm genes.** (A) The expression of epiblast genes (T, Fgf5, and Dnmt3b) on day 2 of cardiomyocyte differentiation after Zhx1 knockout. (B) The expression of mesoderm genes (Flk1, Pdgfrα, Eomes, Mixl1, and Mesp1) on day 4 of cardiomyocyte differentiation after Zhx1 knockout. (C) The percentage of Flk1^+^/ Pdgfrα^+^ cells on day 4 of cardiomyocyte differentiation after Zhx1 knockout. (D) The expression of cardiac progenitor genes (Nkx2.5, Isl1, Mef2c, Tbx5, Hand1, and Hand2) on day 6 of cardiomyocyte differentiation after Zhx1 knockout. Data are presented as the mean ± SEM (n = 3). The statistical signiﬁcance is performed according to Student’s t-tests (unpaired two-tailed). *p < 0.05, **p < 0.01, and ***p < 0.001 versus 46C-Ctrl.

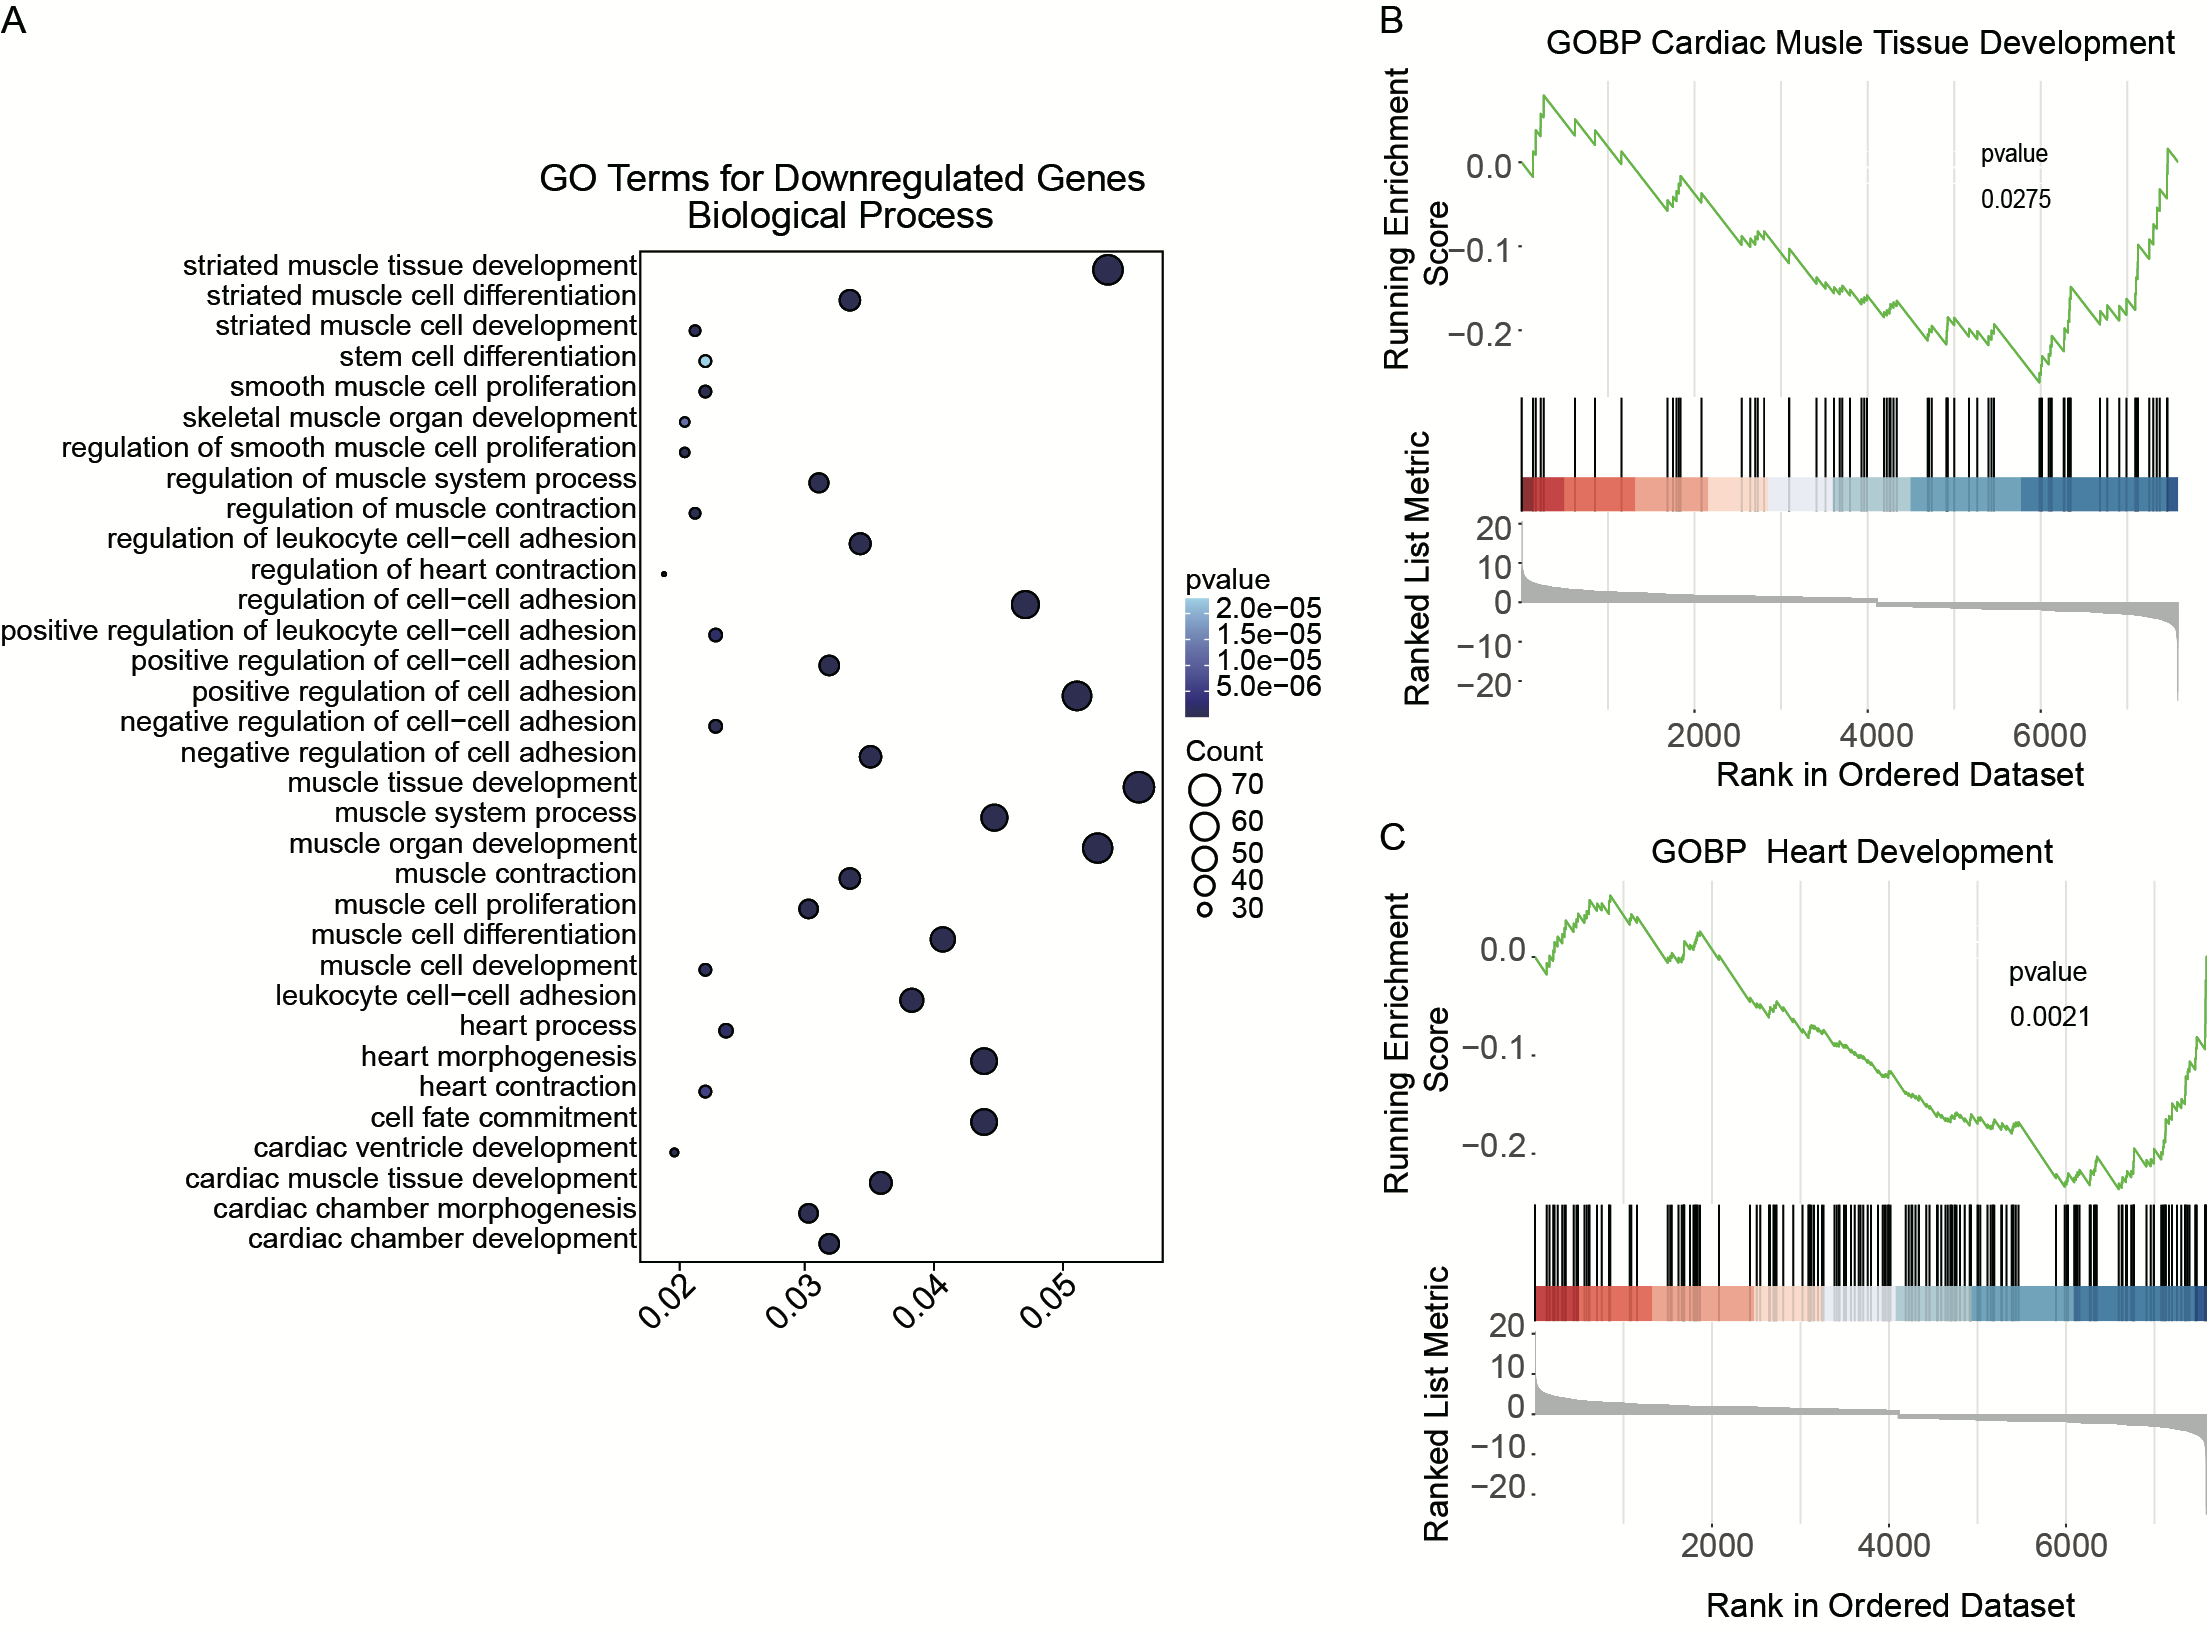

**Supplementary Fig. S5. GO Term analysis for genes after Zhx1 deletion.** (A) GO Term analysis for downregulated genes after Zhx1 knockout. (B and C) GSEA analysis for differentially expressed genes after Zhx1 knockout.

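Gene ontology annotation was not used here, and Reactome sets were tested in its place over the genes lower and higher together. Of 57 tested genes of cell junction organization, which covers cadherin, claudin and focal adhesion genes, 36 were lower in the libraries labelled Zhx1-KO and 9 were higher (median log2 fold change -0.52, adjusted p = 0.000227 from limma's camera, and adjusted p = 0.683 with an estimated correlation). Of 18 genes of cell-extracellular matrix interactions, 14 were lower and 1 was higher (adjusted p = 0.000422, and adjusted p = 0.683 with an estimated correlation). Among the higher sets were peptide chain elongation, which is made up mostly of ribosomal proteins, with 45 of 82 genes higher and 1 lower (median 0.29, adjusted p = 9.7e-06, and adjusted p = 0.685 with an estimated correlation), and glycolysis, with 17 of 24 higher and 3 lower (median 0.57, adjusted p = 0.000227, and adjusted p = 0.683 with an estimated correlation). DNA strand elongation had 18 of 32 genes higher and 1 lower (adjusted p = 0.000797, and adjusted p = 0.683 with an estimated correlation). Genes of ribosomal proteins took 7.15% to 7.82% of the values in the libraries labelled Zhx1-KO and 5.65% to 5.95% in 46C-Ctrl. In all, 49 of 674 sets were higher and 18 were lower than other genes, with a preset correlation of 0.01. With an estimated correlation, camera called 0 sets, and 39 had an unadjusted p under 0.05.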

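Of 35 contractile and calcium-handling genes tested, 16 were lower in the libraries labelled Zhx1-KO, 9 were higher and 10 did not pass, and the same numbers passed when adjusted over the list alone. Tpm1, a tropomyosin of the thin filament (chromosome 9, 67022590 to 67049406), fell from 11959 ± 450 to 3887 ± 209 normalized counts (SD, n = 3 each), a log2 fold change of -1.62 (standard error 0.06, adjusted p = 9.0e-07 from limma). Synpo2l, an actin-binding protein of striated muscle, fell from 343 ± 26.1 to 20.1 ± 3.80, and Cacna1c, the L-type calcium channel, from 316 ± 30.1 to 56.6 ± 2.82 (SD, n = 3 each). Cacna1c lies in the chromosome 6 segment from 110 to 140 Mb. Actc1, cardiac α-actin (chromosome 2, 114047282 to 114053548), rose from 572 ± 10.5 to 2294 ± 261 (SD, n = 3 each), a log2 fold change of 2.00 (standard error 0.09, adjusted p = 2.4e-06). The adjusted p of the list in limma's camera was 0.0720, and the adjusted p = 0.315 with an estimated correlation. It passed with all genes above 0 (0.0161), with quantile normalization (0.0401) and with the replicate number as a block (0.0468), within a range of 0.0161 to 0.315 over its camera settings.
Of 12 genes of skeletal muscle and paraxial mesoderm, 9 were higher, none was lower and 3 did not pass (9 higher over the list alone; adjusted p = 0.00644 from camera, and adjusted p = 0.135 with an estimated correlation). Meox1, a homeobox gene of the somites that lies on chromosome 11, rose from 29.4 ± 8.67 to 111 ± 4.07, and Pax9, a factor of the sclerotome, from 177 ± 42.9 to 399 ± 9.97 (SD, n = 3 each). Uncx, another sclerotome gene, had 0, 1.04 and 0 in 46C-Ctrl and 55.4, 61.7 and 51.9 in the libraries labelled Zhx1-KO. Of 13 smooth muscle markers, 5 were lower, 3 were higher and 5 did not pass (6 lower and 3 higher over the list alone; adjusted p = 0.225 from camera). Tagln, transgelin, fell from 6599 ± 358 to 1131 ± 87.0, Acta2, smooth muscle α-actin, from 7928 ± 68.1 to 2906 ± 135, and Cnn1, calponin 1, from 559 ± 83.8 to 191 ± 18.4 (SD, n = 3 each).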

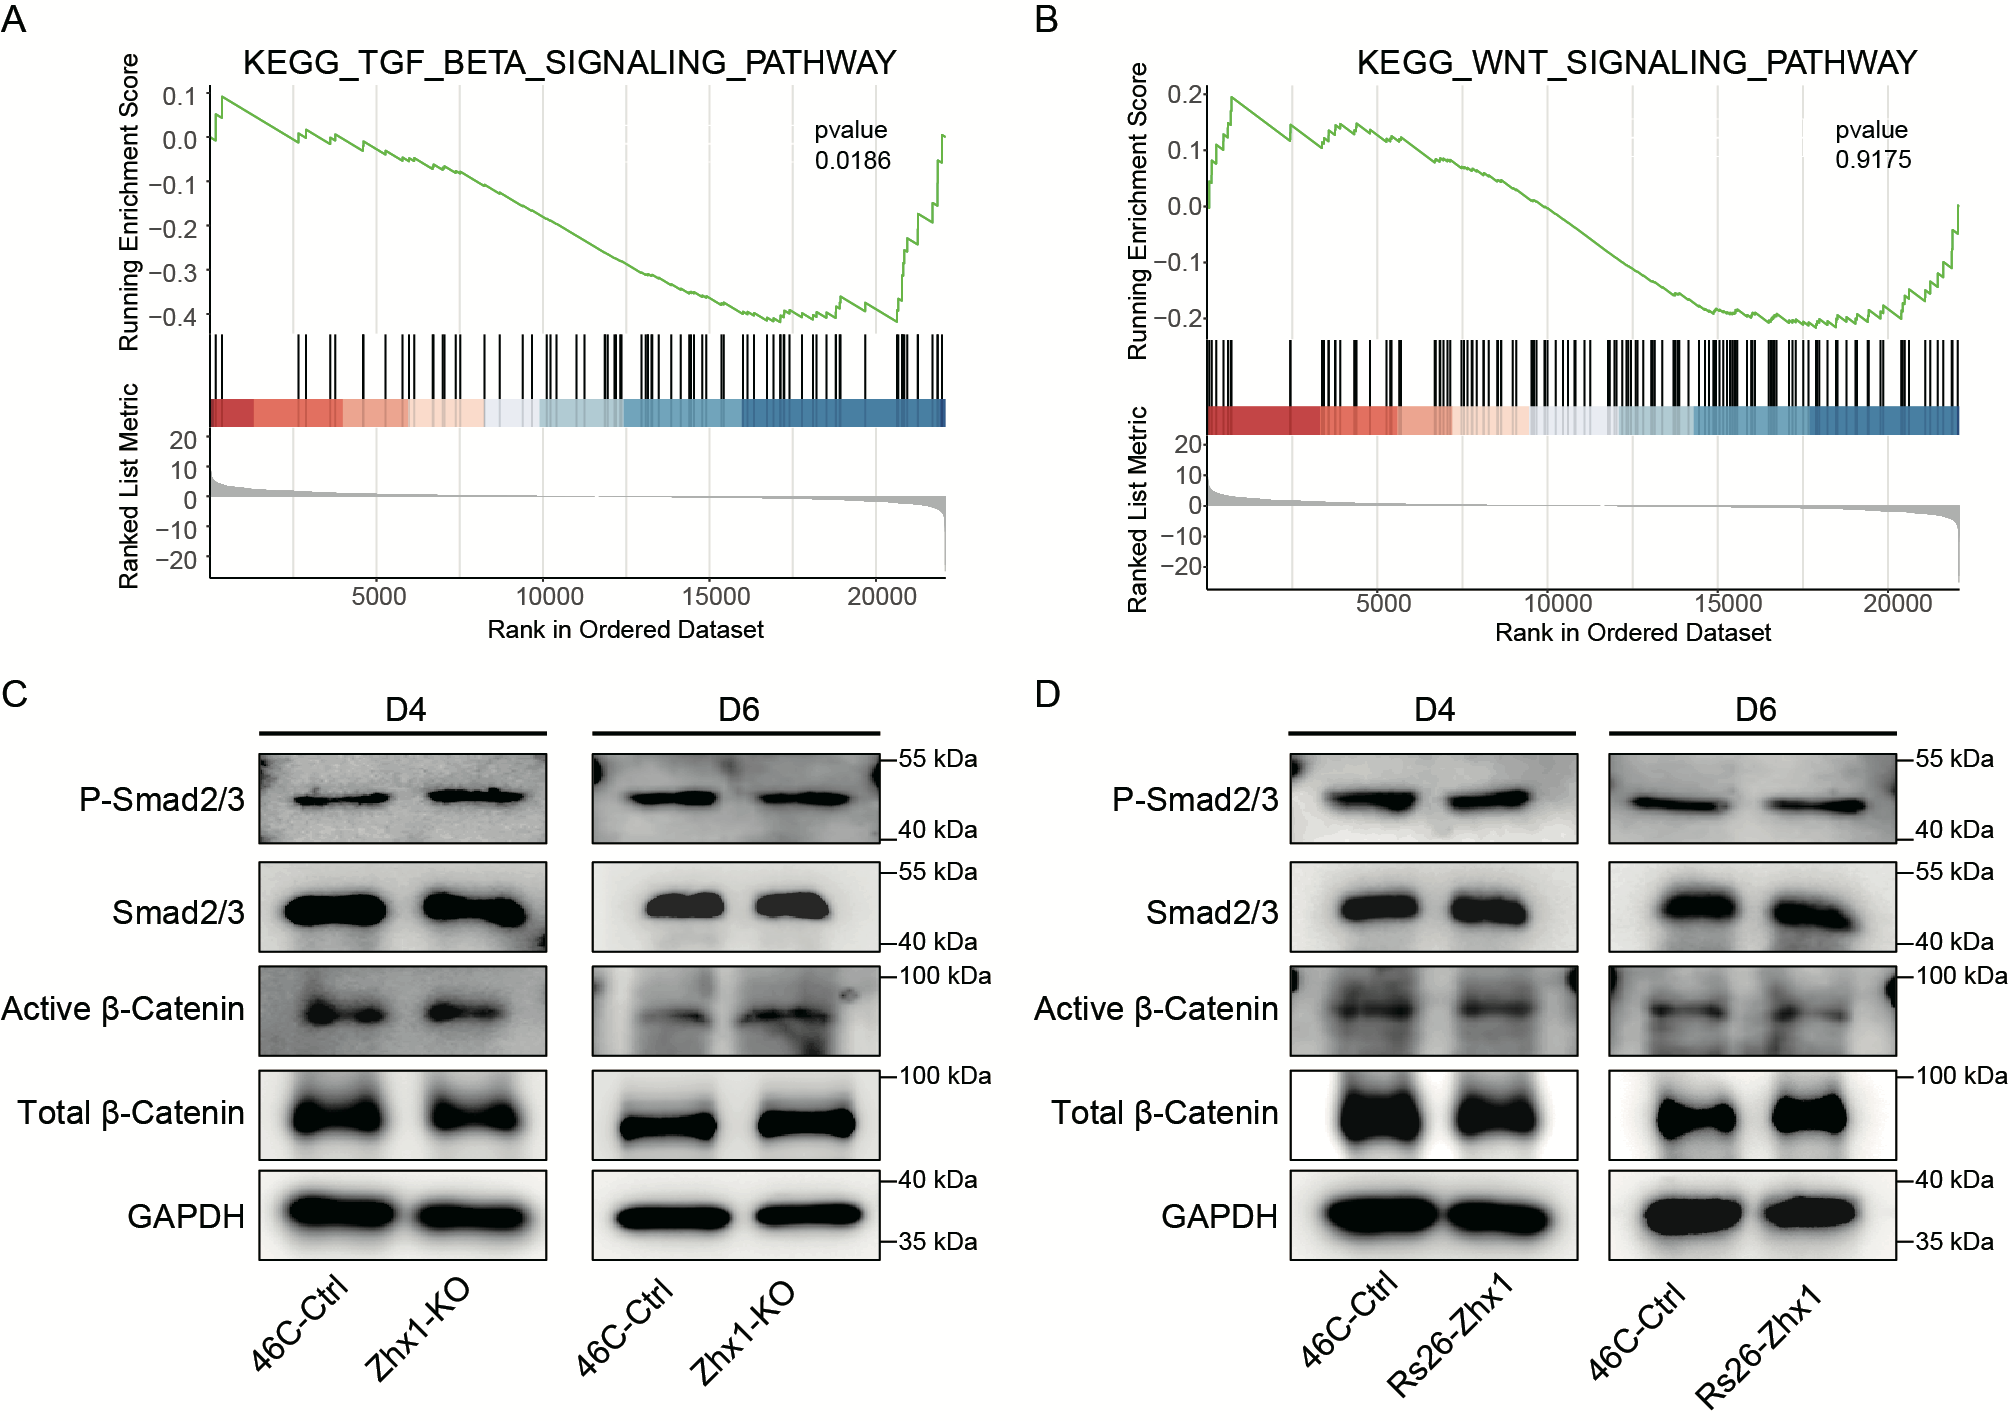

**Supplementary Fig. S6. Zhx1 does not affect the Wnt or Smad2/3 pathway in cardiomyocyte differentiation.** (A and B) The GSEA analysis of TGF-β (A) and Wnt (B) pathways after Zhx1 knockout. (C) The western blot results of protein expression of Wnt pathway effector β-Catenin (active-β-Catenin and total β-Catenin) and Smad2/3 (p-Smad2/3 and total Smad2/3) after Zhx1 knockout at day 4 or day 6 of cardiomyocyte differentiation. (D) The western blot results of protein expression of active-β-Catenin, total β-Catenin, p-Smad2/3, and total Smad2/3 after Zhx1 overexpression at day 4 or day 6 of cardiomyocyte differentiation.

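Of 18 transcriptional targets of TGF-β and BMP signalling, 16 were lower in the libraries labelled Zhx1-KO and 2 were higher, and the same numbers passed when adjusted over the list alone. Msx1 and Msx2, homeobox genes induced by BMPs, fell from 1870 ± 58.5 to 86.8 ± 3.38 and from 1506 ± 65.2 to 89.4 ± 3.42 normalized counts (SD, n = 3 each). The log2 fold change of Msx1 (chromosome 5, 37820485 to 37824583) was -4.41 (standard error 0.08, adjusted p = 9.9e-08 from limma), and that of Msx2 (chromosome 13, 53466884 to 53473074) was -4.06 (standard error 0.08, adjusted p = 1.2e-07). The list was lower than other genes in limma's camera (adjusted p = 2.3e-07), and the adjusted p = 0.0722 with an estimated correlation.
Of 19 transcriptional targets of Wnt signalling, 10 were lower, 1 was higher and 8 did not pass (10 and 1 over the list alone). Cdx2, a caudal homeobox factor (chromosome 5, 147300805 to 147307270), fell from 343 ± 42.0 to 17.6 ± 1.29, and Sp5, a zinc finger target of β-catenin, from 976 ± 61.4 to 232 ± 16.6 (SD, n = 3 each). Axin2, a negative regulator in the pathway that its own signal induces, fell from 921 ± 47.6 to 525 ± 22.7, and Apcdd1, an inhibitor of Wnt signalling, from 899 ± 70.2 to 373 ± 39.3 (SD, n = 3 each). Axin2 lies on chromosome 11. The log2 fold change of Axin2 was -0.81 (standard error 0.07, adjusted p = 5.9e-05). Camera gave the list an adjusted p of 0.00219, and the adjusted p = 0.135 with an estimated correlation.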

**Supplemental Tables**

**Table S1. Primers used for vectors construction.**

| Fuw-Flag-Znf-Mut2-2 | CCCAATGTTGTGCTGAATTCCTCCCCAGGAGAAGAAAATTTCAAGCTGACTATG | F |
| --- | --- | --- |
|  | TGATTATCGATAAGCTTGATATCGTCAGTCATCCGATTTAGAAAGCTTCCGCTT | R |
| Fuw-Flag-Del111-120-1 | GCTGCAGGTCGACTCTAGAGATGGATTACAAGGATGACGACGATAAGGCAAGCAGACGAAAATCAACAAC | F |
|  | CAGATTATGGGTAAGAAAATTGCATTC | R |
| Fuw-Flag-Del111-120-2 | TCTTACCCATAATCTGAAATACCAC | F |
|  | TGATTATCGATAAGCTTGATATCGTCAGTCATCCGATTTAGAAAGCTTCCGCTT | R |
| Fuw-Flag-Del120-125-1 | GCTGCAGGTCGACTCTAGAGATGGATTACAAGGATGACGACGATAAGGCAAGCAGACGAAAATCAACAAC | F |
|  | CTGGGTGATGCTCAGAAAGTGCATCA | R |
| Fuw-Flag-Del120-125-2 | TGAGCATCACCCAGGAGAAGAAAAT | F |
|  | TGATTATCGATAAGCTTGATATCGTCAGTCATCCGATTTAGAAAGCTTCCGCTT | R |
| Zhx1-5’gRNA-1 | CACCGTCTCATTAGTAGCGTTTCCA | F |
|  | AAACTGGAAACGCTACTAATGAGAC | R |
| Zhx1-3’gRNA -1 | CACCGGAAGCGGAAGCTTTCTAAAT | F |
|  | AAACATTTAGAAAGCTTCCGCTTCC | R |
| SMASh-NotI-Zhx1-5’arm-F | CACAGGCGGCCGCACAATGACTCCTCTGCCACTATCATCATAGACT | F |
| SMASh-Zhx1-5’arm-R | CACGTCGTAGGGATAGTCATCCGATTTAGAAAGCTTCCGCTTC | R |
| SMASh-Zhx1-5’arm-F  SMASh-Zhx1-SalI-loxp-R | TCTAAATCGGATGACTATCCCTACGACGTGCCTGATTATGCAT |  |
|  |  | F |
|  | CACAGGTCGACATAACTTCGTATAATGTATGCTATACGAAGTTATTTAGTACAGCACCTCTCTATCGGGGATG | R |
| SMASh-Zhx1-loxp-3’arm | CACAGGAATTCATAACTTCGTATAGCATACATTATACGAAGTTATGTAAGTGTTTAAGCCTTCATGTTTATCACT | F |
|  | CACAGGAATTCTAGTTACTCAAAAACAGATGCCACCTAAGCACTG | R |
| Rs26-gRNA | CACCGCTGGAGTTGCAGATCACGA | F |
|  | AAACTCGTGATCTGCAACTCCAGC | R |
| SMASh-gRNA | CACCGTTTAGCAATACTAGGTGTTC | F |
|  | AAACGAACACCTAGTATTGCTAAAC | R |
| hZHX1-shRNA-1 | CCGG TCGGGAATATCTATCAGTAAA CTCGAG TTTACTGATAGATATTCCCGA TTTTTG | F |
|  | AATTCAAAAA TCGGGAATATCTATCAGTAAA CTCGAG TTTACTGATAGATATTCCCGA | R |
| hZHX1-shRNA-2 | CCGG CCAGTGATGAAACCACGGAAT CTCGAG ATTCCGTGGTTTCATCACTGG TTTTTG | F |
|  | AATTCAAAAA CCAGTGATGAAACCACGGAAT CTCGAG ATTCCGTGGTTTCATCACTGG | R |

**Table S2. Primers used for RT-qPCR and ChIP-qPCR assays.**

**Table S3. Antibodies used in this study.**

| **Antibodies** | **Manufacture** | **Catalog** |
| --- | --- | --- |
| Anti-ZHX1 | Novus | NB600-244 |
| Anti-hnRNPA1 | Novus | NB100-672 |
| Anti-Flag | Cell Signaling Technology | 14793s |
| Anti-HA | Cell Signaling Technology | 5017S |
| Anti-Smad2/3 | Cell Signaling Technology | 5678s |
| Anti-Rabbit HRP | Cell Signaling Technology | 7074S |
| Anti-Mouse HRP | Cell Signaling Technology | 7076S |
| Anti-Active β-Catenin | Millipore | 05665 |
| Ani-cTNT | Abcam | ab8295 |
| Anti-Total β-Catenin | Abcam | ab16051 |
| Anti-GAPDH | Bioworld | AP0063 |
| Anti-p-Smad2/3 | Bioworld | BS1838 |
| Donkey anti-Rabbit IgG 594 | Invitrogen | A21207 |
| Donkey anti-Rabbit IgG 488 | Invitrogen | A21206 |
| Donkey anti-Mouse IgG 594 | Invitrogen | A21203 |
| Donkey anti-Mouse IgG 488 | Invitrogen | A21202 |
| Anti-α-Actinin | Sigma | A7811 |
| Hoechst33342 | Sigma | 14533 |

**Table S4. The protein interacted with ZHX1 identified by mass spectrometry assay**.

| Gene | Proteinscore | coverage | Unique |
| --- | --- | --- | --- |
| Hsd17b4 | 536.39 | 18.78 | 11 |
| Krt16 | 246.14 | 8.32 | 2 |
| Ywhaq | 161.09 | 15.1 | 2 |
| Hnrnpa1 | 139.69 | 9.69 | 2 |
| Ybx3 | 127.32 | 11.36 | 2 |
| Mff | 121.45 | 7.22 | 2 |
| Dync1i2 | 110.66 | 7.52 | 3 |
| Rplp2 | 102.1 | 21.74 | 2 |
| Lsp1 | 87.57 | 6.67 | 2 |
| D1Pas1 | 80.29 | 3.48 | 2 |
| H3-5 | 75.33 | 10.29 | 2 |
| Rpl3 | 74.24 | 5.21 | 2 |
| Cul5 | 73.11 | 2.95 | 2 |
| Rps13 | 70.09 | 11.26 | 2 |
| Pabpc1 | 69.3 | 2.67 | 2 |
| Rnmt | 63.81 | 4.73 | 2 |

# Supplementary material for: Cooperative regulation of Zhx1 and hnRNPA1 drives the cardiac progenitor-specific transcriptional activation during cardiomyocyte differentiation
**Source:** Cell Death Discov. 2023 Jul 14;9:244. doi: 10.1038/s41420-023-01548-1

---

## Supplemental Data

### Original western blots

Figure 1F. Anti-ZHX1

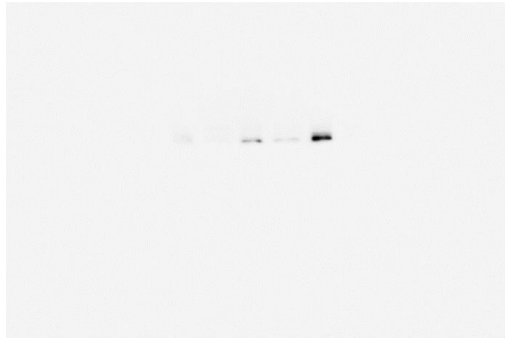

Figure 1F. Anti-GAPDH

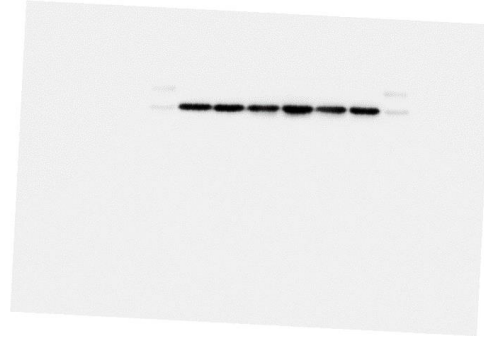

---

Figure 1H. Anti-cTNT

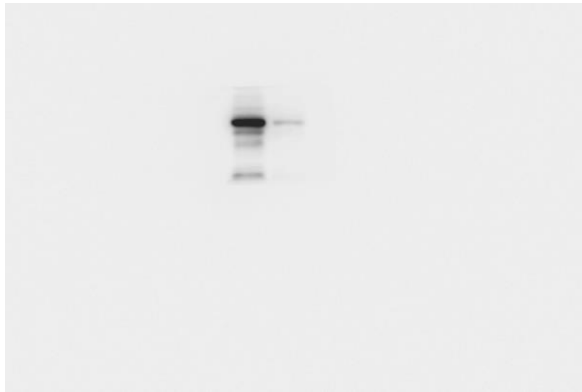

Figure 1H. Anti- $\alpha$ -ACTININ

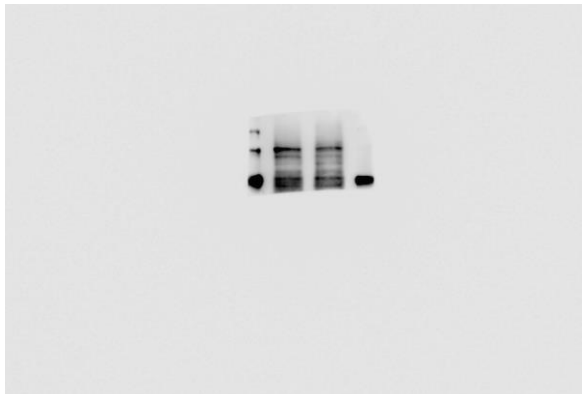

Figure1H. Anti-GAPDH

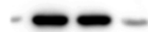

---

Figure 2B. Anti-ZHX1

Figure 2B. Anti-GAPDH

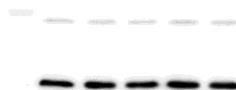

Figure 2E. Anti-ZHX1 D2

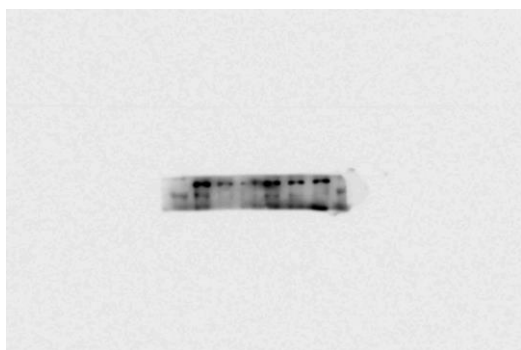

Figure 2E. Anti-GAPDH D2

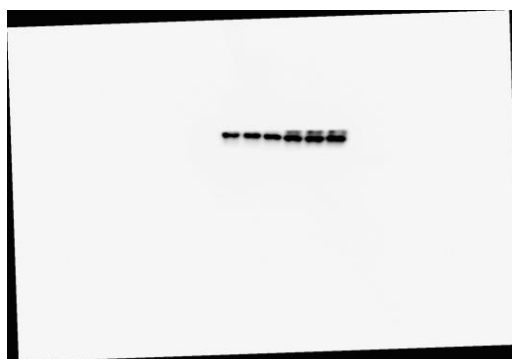

Figure 2E. Anti-ZHX1 D4

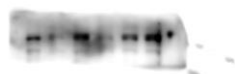

Figure 2E. Anti-GAPDH D4

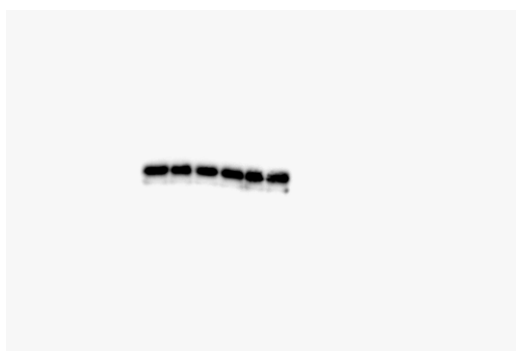

---

Figure 2E. Anti-ZHX1 D6

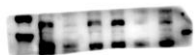

Figure 2E. Anti-GAPDH D6

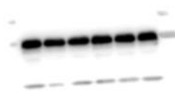

Figure 2E. Anti-ZHX1 D8

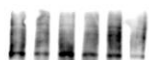

Figure 2E. Anti-GAPDH D8

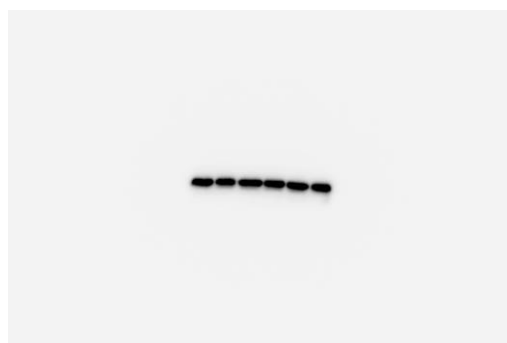

Figure 2G. Anti-cTNT

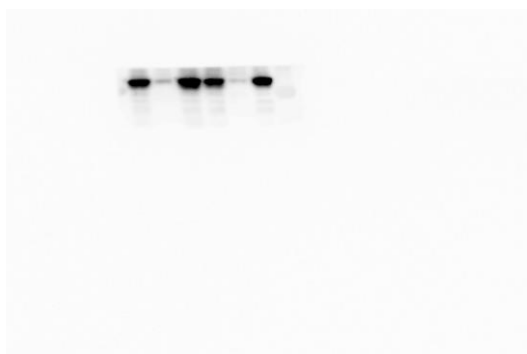

Figure 2G. Anti- $\alpha$ -ACTININ

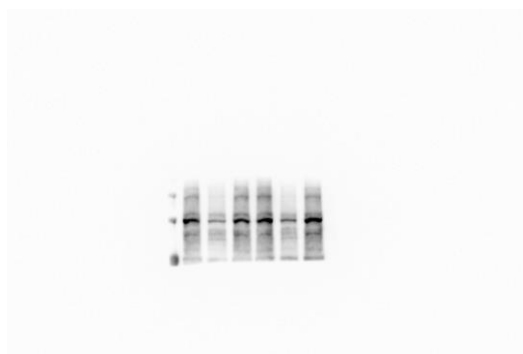

Figure 2G. Anti-GAPDH

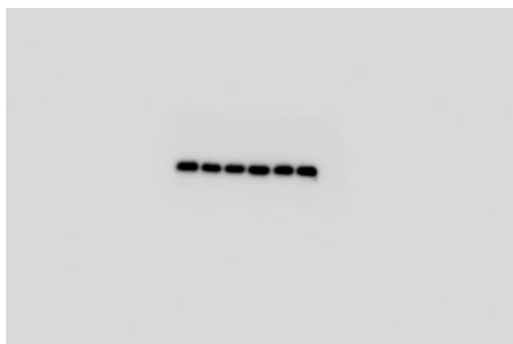

---

Figure 3C. Anti-ZHX1

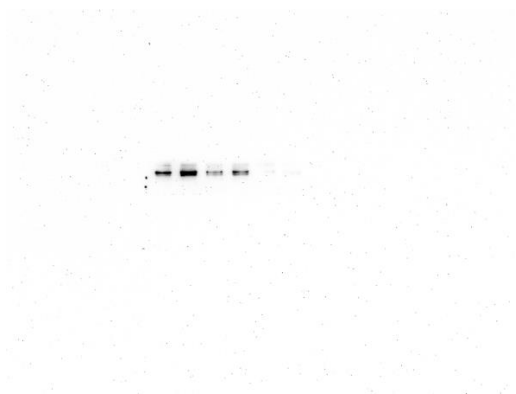

Figure 3C. Anti-GAPDH

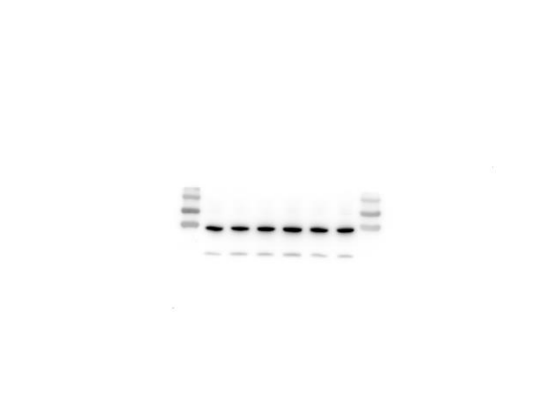

Figure 3J. Anti-cTNT

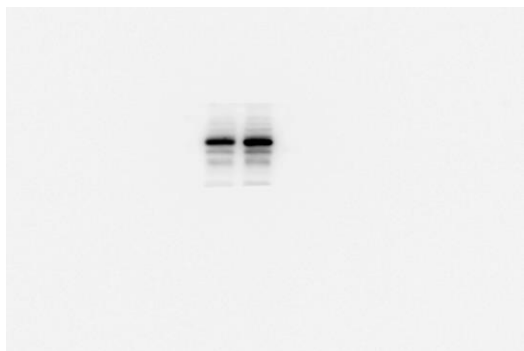

Figure 3J. Anti- $\alpha$ -ACTININ

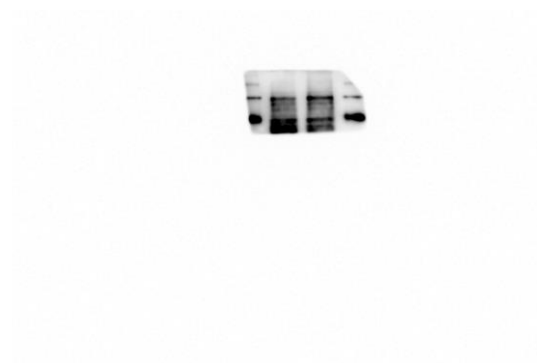

Figure 3J. Anti-GAPDH

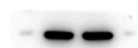

---

Figure 4B. Anti-FLAG

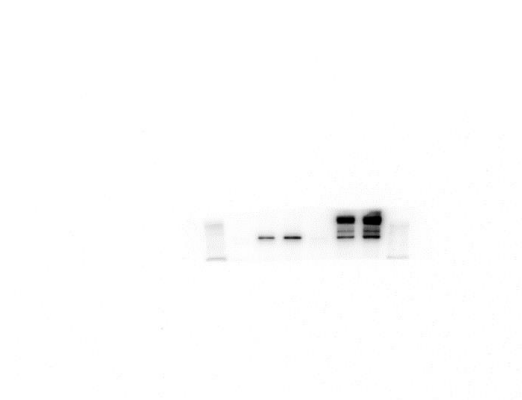

Figure 4B. Anti-HA

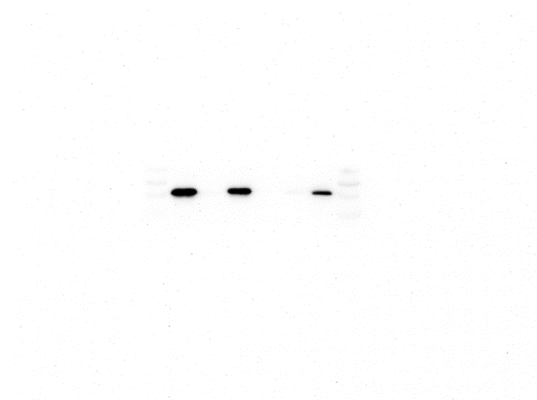

Figure 4B. Anti-FLAG

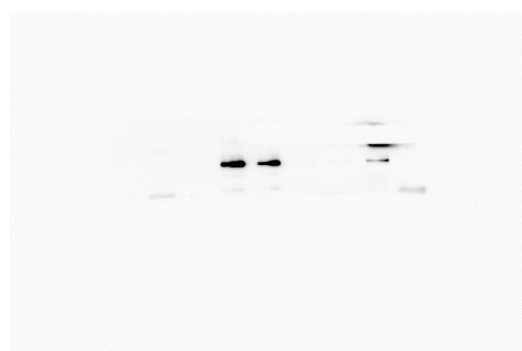

Figure 4B. Anti-HA

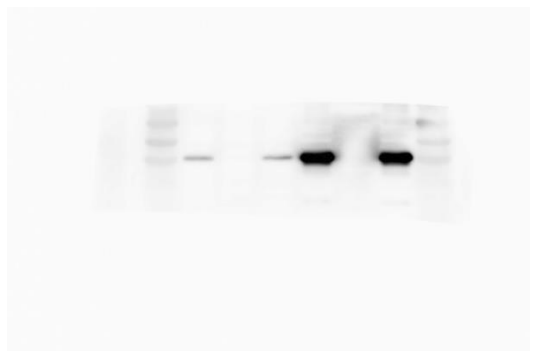

---

Figure 5B. Input: Anti-Flag

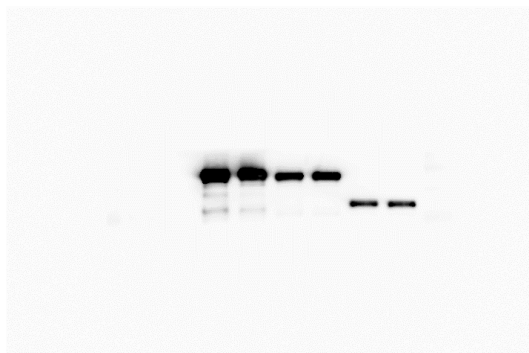

Figure 5B. Input: Anti-HA

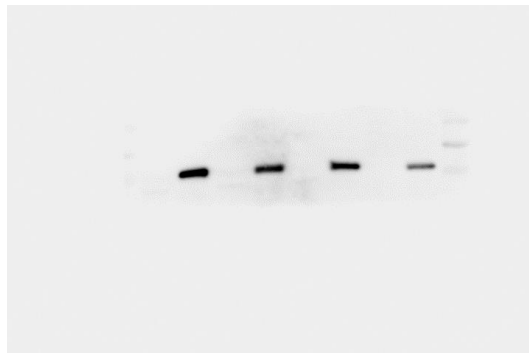

Figure 5B. IP: Anti-Flag

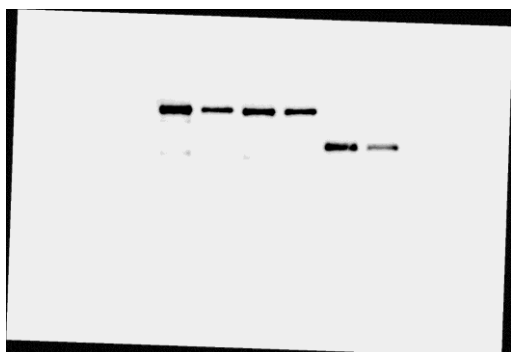

Figure 5B. IP: Anti-HA

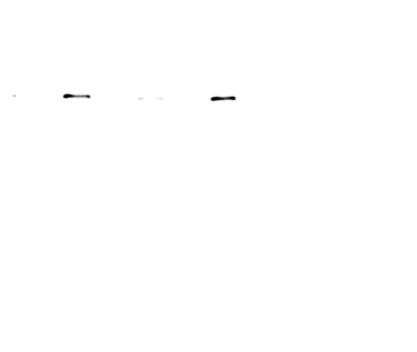

---

Figure 5D. Input: Anti-HA

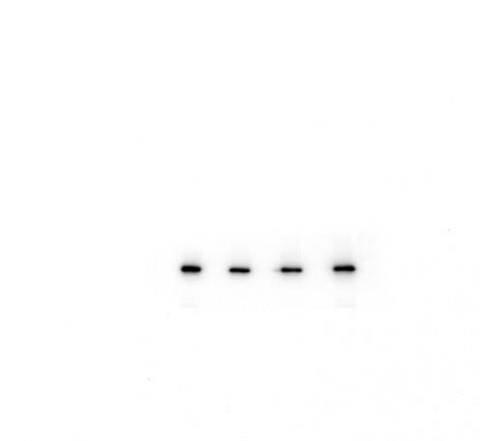

Figure 5D. Input: Anti-Flag

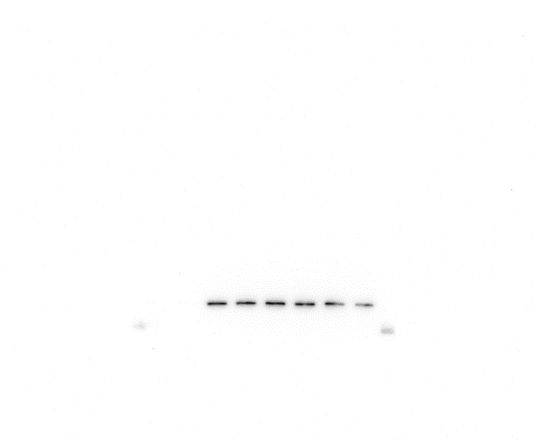

Figure 5D. IP: Anti-HA

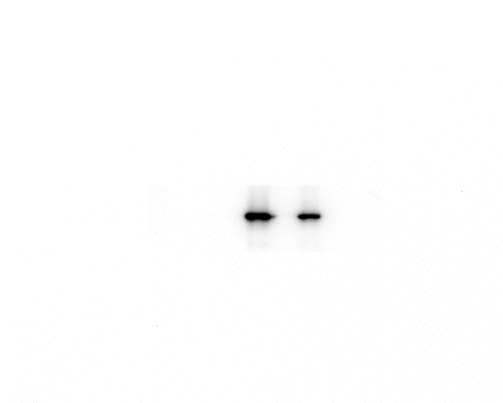

Figure 5D. IP: Anti-Flag

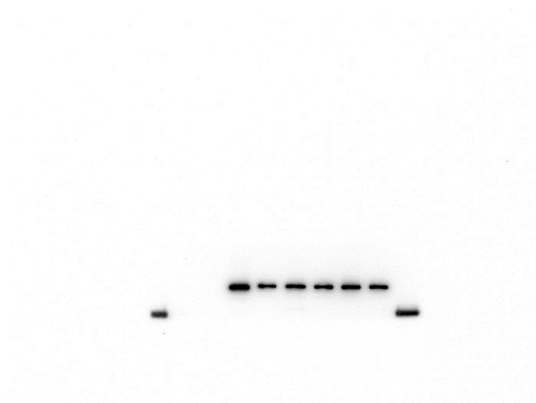

---

Figure 5E. Input: Anti-Flag

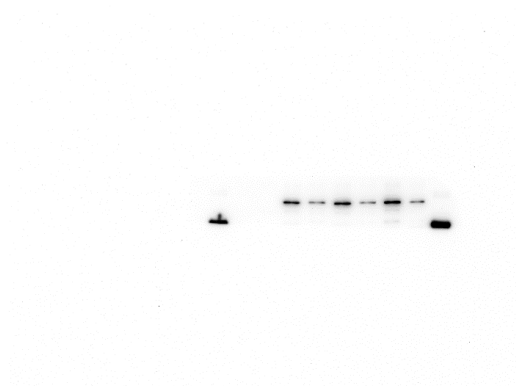

Figure 5E. Input: Anti-HA

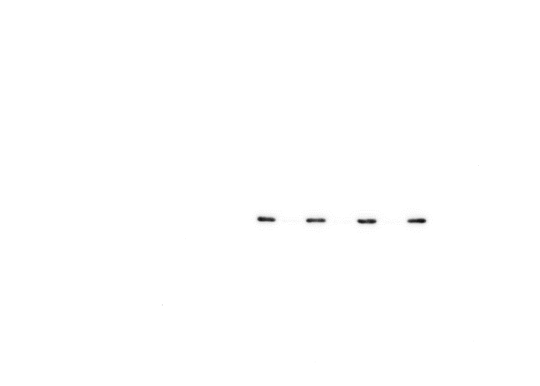

Figure 5E. IP: Anti-Flag

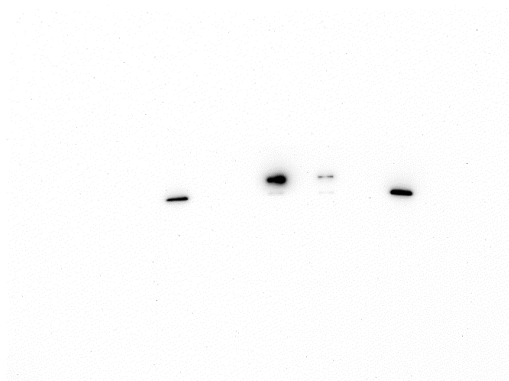

Figure 5E. IP: Anti-HA

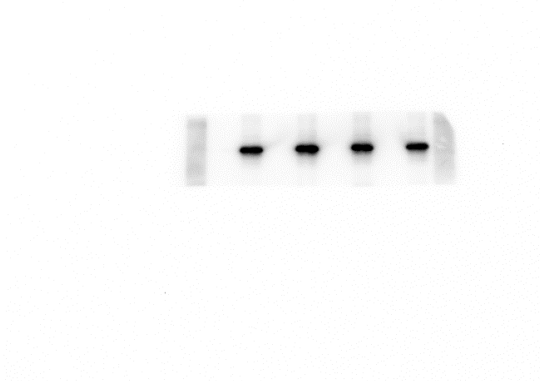

---

Figure 5G. Input: Anti-Flag

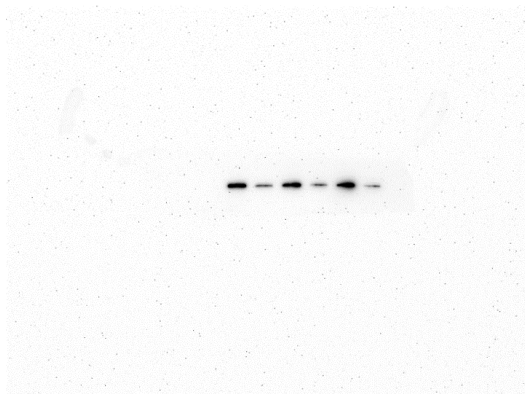

Figure 5G. Input: Anti-HA

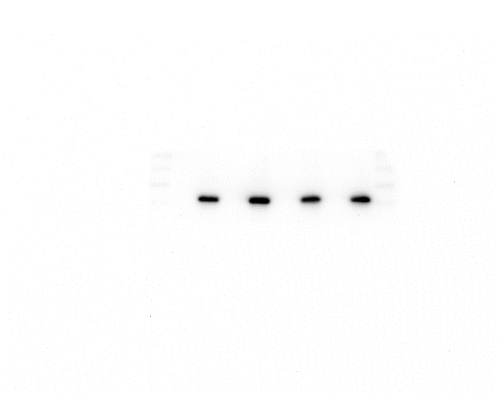

Figure 5G. IP: Anti-Flag

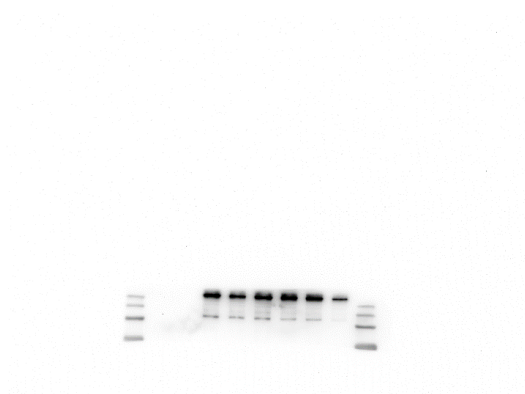

Figure 5G. IP: Anti-HA

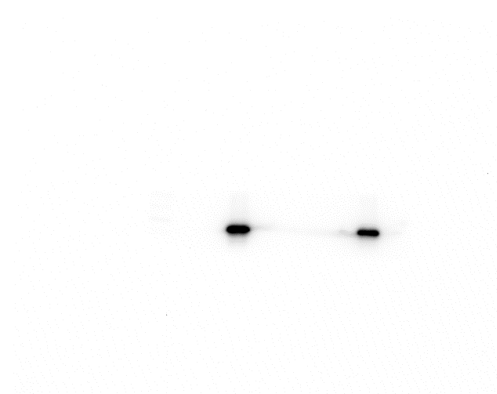

---

Figure 5H. Input: Anti-Flag

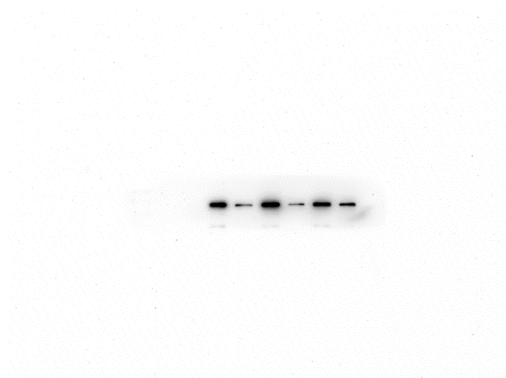

Figure 5H. Input: Anti-HA

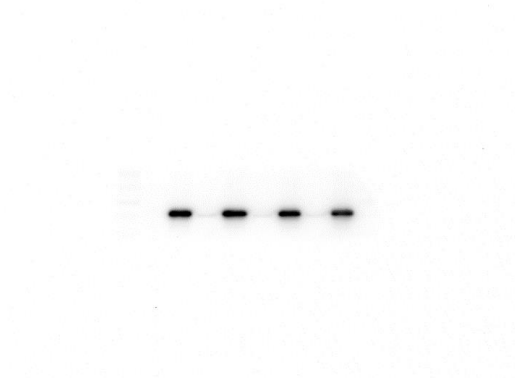

Figure 5H. IP: Anti-Flag

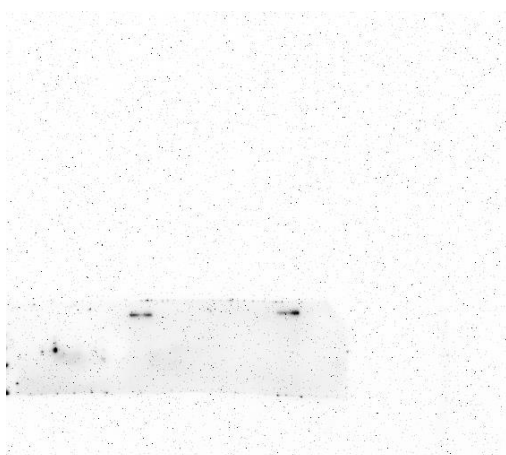

Figure 5H. IP: Anti-HA

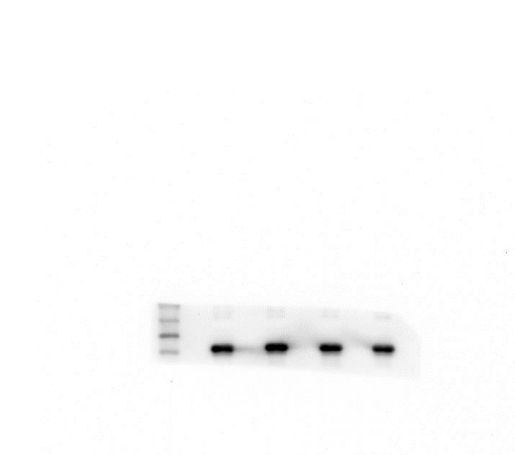

---

Figure 6B. Anti-ZHX1

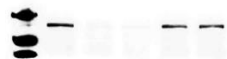

Figure 6B. Anti-GAPDH

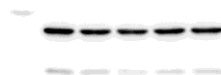

Figure 6E. Anti-cTNT

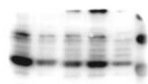

Figure 6E. Anti- $\alpha$ -ACTININ

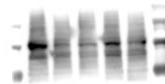

Figure 6E. Anti-GAPDH

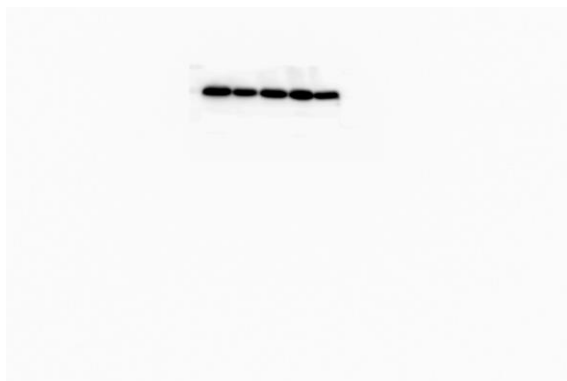

---

Figure S3A. Anti-ZHX1

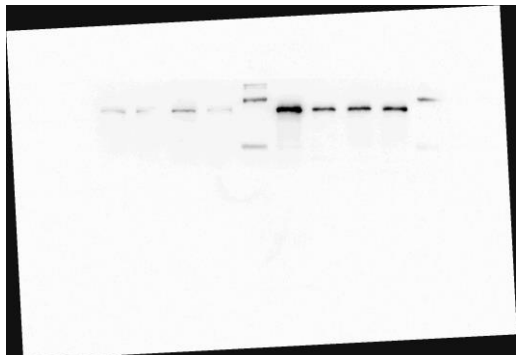

Figure S3A. Anti-GAPDH

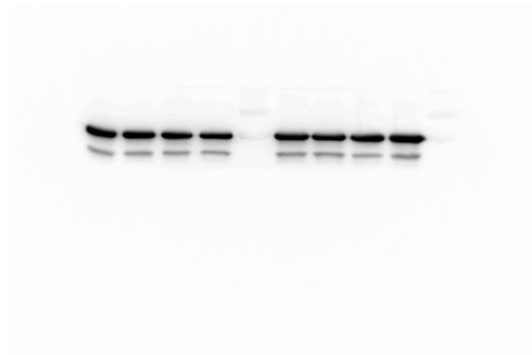

Figure S3C. Anti-CTNT

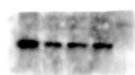

Figure S3C. Anti- $\alpha$ -ACTININ

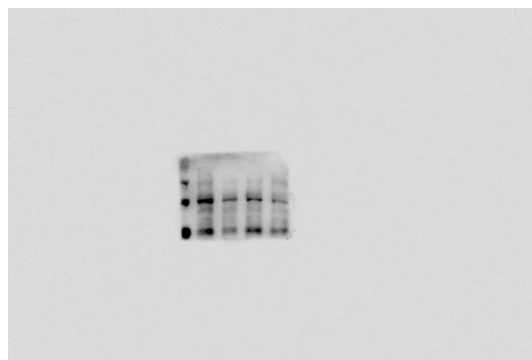

Figure S3C. Anti-GAPDH

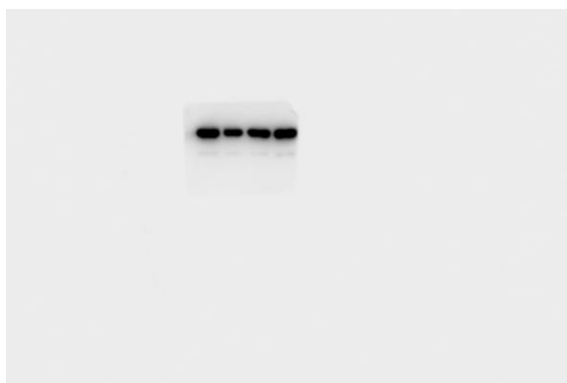

---

Figure S6C. Anti-P-Smad2/3 D4

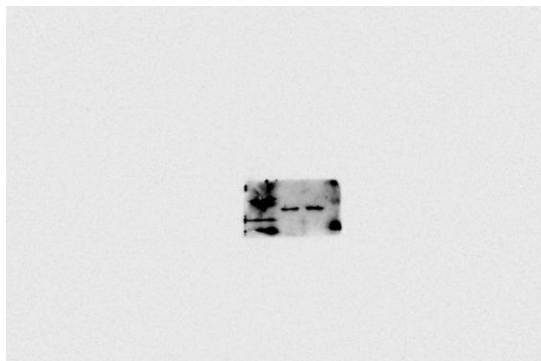

Figure S6C. Anti- Smad2/3 D4

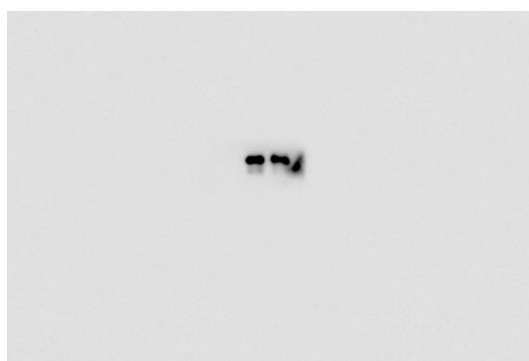

Figure S6C. Anti-Active  $\beta$ -Catenin D4

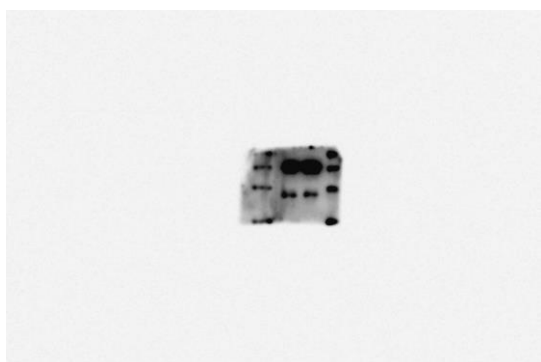

Figure S6C. Anti-Total  $\beta$ -Catenin D4

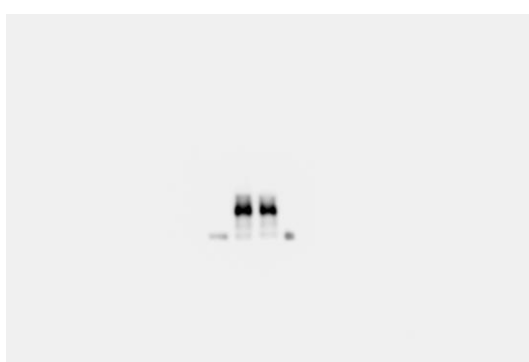

Figure S6C. Anti-GAPDH D4

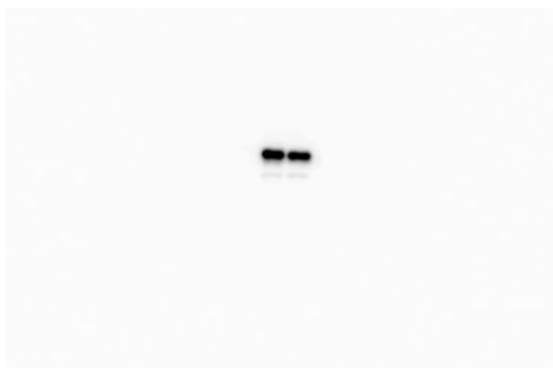

---

Figure S6C. Anti-P-Smad2/3 D6

Figure S6C. Anti- Smad2/3 D6

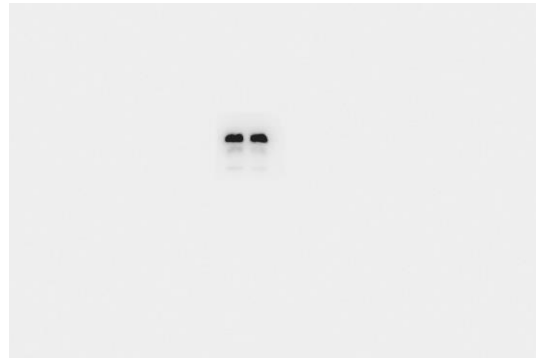

Figure S6C. Anti-Active  $\beta$ -Catenin D6

Figure S6C. Anti-Total  $\beta$ -Catenin D6

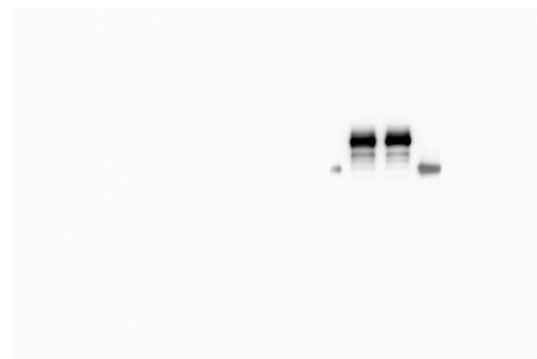

Figure S6C. Anti-GAPDH D6

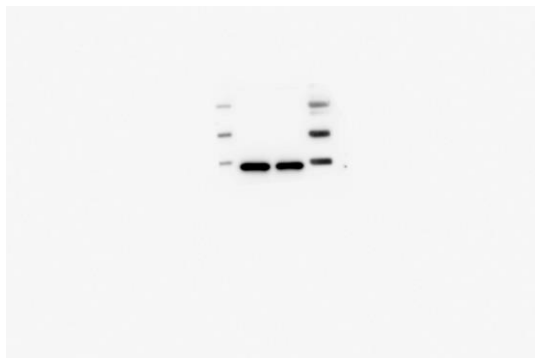

---

Figure S6D. Anti-P-Smad2/3 D4

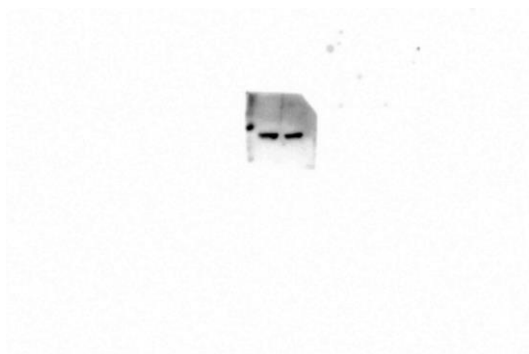

Figure S6D. Anti-Smad2/3 D4

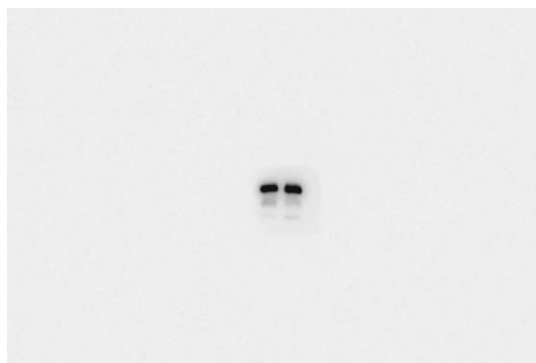

Figure S6D. Anti-Active  $\beta$ -Catenin D4

Figure S6D. Anti-Total  $\beta$ -Catenin D4

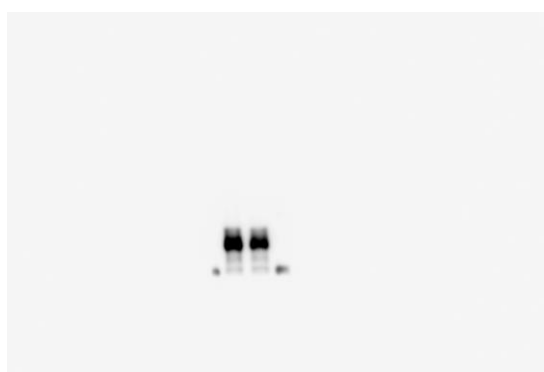

Figure S6D. Anti-GAPDH D4

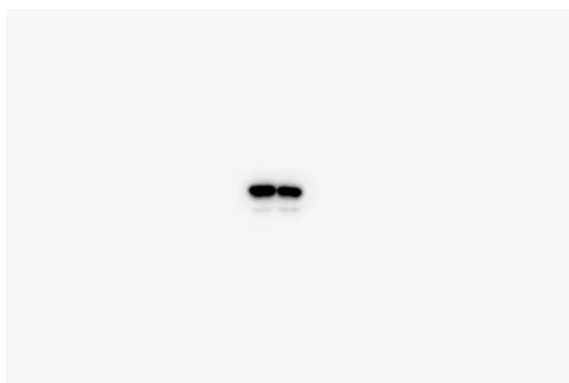

---

Figure S6D. Anti-P-Smad2/3 D6

Figure S6D. Anti- Smad2/3 D6

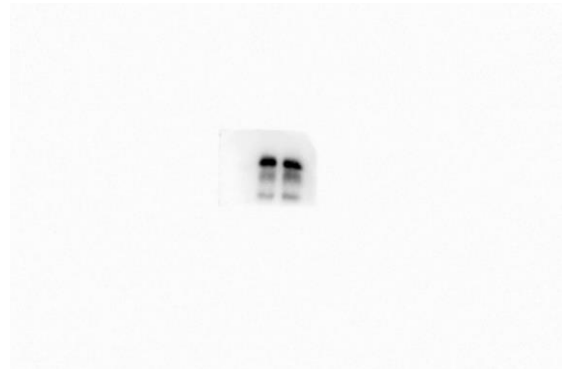

Figure S6D. Anti-Active  $\beta$ -Catenin D6

Figure S6D. Anti-Total  $\beta$ -Catenin D6

Figure S6D. Anti-GAPDH D6

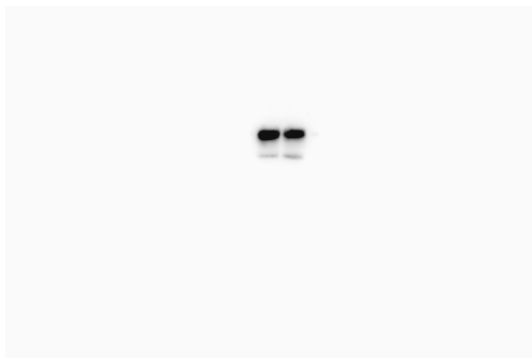

**Supplement:** Supplementary file 2 — Original Data File

How the deposited data were processed for this re-analysis (not part of the article)

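RNA-seq was measured in CP cells derived from 46C mouse ESCs, in 3 libraries of 46C-Ctrl and 3 labelled Zhx1-KO. According to the paper's methods, the authors trimmed reads with cutadapt 1.18, mapped them to GRCm38 (GENCODE release M19) with HISAT2 2.1.0 using the strand of the library, and quantified genes with StringTie 1.3.4d as FPKM. The submitters' processing notes also name Cufflinks and DESeq2. The deposited values used here are another quantity, a signal per gene: gene counts that the authors divided by 1 factor per library, as DESeq2's size factors do. The program that counted whole reads per gene is not given in the sources used here. Replicates were not pooled. FPKM values were not used here, and neither were ChIP-seq data.

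Each library's values are whole multiples of its own step (from 0.880 to 1.05), 100% of them within 0.01 of a step, and the sums in steps, a measure of depth, ran from 13769967 to 15940874. Whole reads were to be taken as recovered only in libraries with a step outside a set distance from 1. The steps of the libraries labelled Zhx1-KO 1 and 2 (1.01 each) lie inside it, so no count test was run and the values were tested on a log scale. Of 25701 genes, the 15372 with a mean of at least 10 over the 6 libraries were tested with limma 3.58.1 in R 4.3.3, on log2(value + 1), with a mean trend, group as the only term and Benjamini-Hochberg adjustment over all genes tested. A gene was called at an adjusted p under 0.05. The design had named this test for normalized values, with edgeR's quasi-likelihood test only for raw counts, and edgeR was not used. No column of per-sample values was left out.

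The genes named in the text follow a rule with 4 parts. They are Zhx1, the genes that the paper names for this comparison or its CP cells, the 10 largest rises and 10 largest falls among called genes with a mean of at least 100 in the higher group and no overlap between groups (leaving out genes named only by a clone or identifier), and for each list the up to 4 members with the smallest adjusted p and any member that the paper names.

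There were 30 gene lists, for CP genes and cardiomyocyte markers of the paper, heart development regulators, contractile and calcium-handling genes, skeletal muscle and paraxial mesoderm, pluripotency, epiblast and primitive streak, endothelial, blood, smooth muscle, fibroblast and matrix, epicardial, endoderm and neural markers, the TGF-β, Wnt and Notch pathways, targets of Wnt and of TGF-β and BMP signalling, cell adhesion, Hox, cell cycle, p53 target, hypoxia and glycolysis, hnRNP, Zhx family and partner, Zhx1-bound protein, earlier Zhx1 target, Y-linked and imprinted genes. The 29 lists with at least 5 tested members were tested with limma's camera, which compares a list with all other genes, with a preset correlation of 0.01 and adjustment over the lists. The 674 Reactome sets of the fgsea 1.28.0 package with 15 to 300 tested members were tested in the same way. Medians of the log2 fold change per chromosome have 95% intervals from 1000 bootstrap resamples over genes. Gene positions are from GENCODE and RefSeq annotation of GRCm38, and 15301 of the tested genes had one. Both guide RNAs were matched to the exons of Zhx1 in the same build.

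The steps were tested on simulated data for the same comparison, with values drawn from the means and spread of these libraries. Of 100 genes changed 2-fold, 83 were called, and of 100 changed 1.5-fold, 60 were called, over 15382 genes tested. Of 15162 unchanged genes, 11 were called. A list of 20 genes changed 1.5-fold had an adjusted p of 4.8e-51 in camera, and 0 of 20 unchanged lists were called. Few of the simulated genes were changed, while 52.0% of the genes tested passed in the real data. How often camera calls unchanged lists against such a background was not tested. A chromosome raised 1.5-fold had a median of 0.59, and no other median lay beyond 0.00967 of 0.

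The replicate numbers are shared between the groups, and whether they pair the libraries was checked by the correlation of deviations from the group means. Alternatives covered the pseudocount, the filter on low values, quantile normalization, a TMM-like rescaling, limma without trend, fold thresholds, the replicate number as a block, each library left out in turn, an estimated correlation in camera, and fry. Count tests on whole reads with edgeR and DESeq2 had also been listed and were not run.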

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

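The bounds of the chromosome 6 segment and the tests of a wrong label, of scaling, of single regions, of the genes changed outside these regions, of later differentiation, of a lower share of cardiac cells and of the chromosome differences as a source of the list changes were chosen only after the results were seen, while those of other splits of the libraries, of a whole chromosome and of reads outside the guide sites were not.

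The paper does not report on the positions of the changed genes, and the median log2 fold change of chromosome 11 was 0.42, against 0.02, -0.03 and 0.03 within the libraries of 46C-Ctrl. The segment of chromosome 6 from 110 to 140 Mb had a median of -0.58. Among genes that the paper does not discuss, the log2 fold change of H19 was 6.56, that of Nnat was 7.73 and that of Plagl1, listed at 0 in a library of 46C-Ctrl, was 7.97. Of gene lists outside the paper's RNA-seq results, the median log2 fold change was 2.48 for endothelial markers (95% bootstrap interval 1.86 to 3.13), 1.32 for neural markers (0.333 to 2.30), 1.52 for skeletal muscle and paraxial mesoderm genes (0.252 to 2.14) and 0.46 for hypoxia and glycolysis genes (0.273 to 0.728). In the 10 splits of the 6 libraries into 3 and 3, 1 split, the real one, gave 3940 genes higher and 4058 lower in limma, and the highest other gave 2. With 10 splits, no share under 0.05 can be reached.

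The Zhx1 transcript was not called lower in the libraries labelled Zhx1-KO (log2 fold change -0.25, adjusted p = 0.579 from limma), although without 46C-Ctrl replicate 2 it was (-0.70, adjusted p = 0.0121, where the other settings gave 0.524 to 0.958). A single library with the label of the other group is argued against, because each library correlated better with its own group, by at least 0.0717. Reads only from the parts of the transcript outside the guide sites, at an unchanged level, would give a ratio equal to their share of 42.1% to 47.1%, while the fitted ratio was 0.839, with a 95% interval of 0.476 to 1.48 that includes 1 and whose lower end lies narrowly above this share, and the value without 46C-Ctrl replicate 2 lies nearer to it. A shortened transcript at another level and a transcript kept whole cannot be told apart, since only values per exon would decide, and the bound set for this test, an interval below that share, bears on neither. The loss of Zhx1, the biological difference that the design names, stays open.

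The median of chromosome 11 against the mean of 46C-Ctrl was 0.42, 0.44 and 0.43 in the libraries labelled Zhx1-KO. Scaling of the libraries is argued against, because its median exceeded that of the other chromosomes by 0.45 (0.404 to 0.498), and so is a single region, because the lowest of 13 windows of 10 Mb, between the groups, had a median of 0.22. A gain of chromosome 11 in the cells labelled Zhx1-KO, as can arise in cultured mouse ESCs, is a candidate explanation, since its prediction of a median beyond 0.3 was met at 0.42, below the 0.58 that 3 copies in place of 2 in every cell would give. The loss of Ddx3y and Uty to a listed 0 and the lower chromosome 6 segment were seen in the same libraries and were not tested against it. Outside these regions 7052 genes passed the test, and whether they follow indirectly from more copies of chromosome 11 was not tested.

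In the libraries labelled Zhx1-KO, 5 of 6 CP genes, 18 of 22 endoderm markers, 17 of 22 streak genes and 13 of 19 pluripotency genes were lower and 23 of 28 endothelial and 16 of 23 neural markers higher, while the rest went the other way or did not pass, and camera called none of these lists with an estimated correlation (adjusted p from 0.0722 to 0.0823). Differentiation running later is argued against by the pluripotency list, whose median was -1.78 (-2.08 to -0.84), and by the streak list (-2.26, from -4.17 to -0.59). The opposite, differentiation further along in the libraries labelled Zhx1-KO, was not tested. The lower medians of both lists do not argue against it. A lower share of cardiac cells with all other cell types alike is argued against, because the median of the endothelial list exceeded that of the endoderm list by 4.20, with opposite signs. Whether the chromosome differences or the loss of Zhx1 that the labels name lie behind the change cannot be told apart in these libraries. The chromosome differences go with the labels in each library. Without the genes of these regions the CP list had an adjusted p of 0.00734 in limma's camera (1.4e-05 to 0.0810 over its camera settings). For other samples, the paper reports that wild-type Zhx1 put back into Zhx1-KO cells rescued CP genes (Fig. 6C). In the same cells, a Zhx1 mutant that had lost binding to hnRNPA1 did not (Fig. 6C). In a separate line, the paper reports lower cardiomyocyte markers after Zhx1 was degraded between mesoderm and CP (Fig. 2F). It also reports changed CP markers after Zhx1 overexpression, and lower cardiomyocyte markers after ZHX1 knockdown in human ESCs. Whether the mouse cells of those experiments carried the chromosome differences was not tested. The loss of Zhx1 stays open as the biological explanation.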

How the results depend on the processing

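The settings without the genes of chromosomes 11 and Y and of chromosome 6 from 110 to 140 Mb, and without genes listed at 0 in any library, were chosen only after the results were seen. Under other pseudocounts, filters, normalizations, limma without trend, the block and each library left out, 3213 to 4127 genes were higher and 3476 to 4109 lower in limma, and in the settings chosen later 3215 and 3791, and 3879 and 4046. With at least 1.5-fold as a further condition 2439 were higher and 2193 lower, and with at least 2-fold 1493 and 1207, since fewer genes meet both. The median of chromosome 11 was 0.39 with a mean of at least 50. For 38 genes besides Zhx1 (those that the paper names and the largest rises and falls, not the list members), 300 results kept their direction and side of the threshold, 1 was lost and 1 was gained under the settings that keep all libraries, and 220 kept them, 7 were lost and 1 was gained when a library was left out. The replicate numbers do not pair the libraries: the correlations of same-numbered deviations were 0.00419, -0.0690 and 0.000587, and not every library correlated best with its own number. With the replicate block 3625 genes were higher, 3749 lower and 15 lists called, against 14. EdgeR's quasi-likelihood test and DESeq2 on whole reads were not run. At the depth and number of libraries of these data, 60 of 100 simulated 1.5-fold changes were called, and other depths were not tested.

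Camera with an estimated correlation called 0 lists, with 9 at an unadjusted p under 0.05. It called 0 Reactome sets, with 39 at an unadjusted p under 0.05. Fry, which does not compare a list with other genes, called 26 lists. The cause was not tested. The estimated correlation was below the preset 0.01 for CP (-0.117), pluripotency (-0.00477) and neural genes (-0.0246). It was also below 0.01 for TGF-β pathway (-0.0115) and Hox genes (-0.0272). A larger correlation therefore cannot account for the lost call of these lists. It was above 0.01 for the others that lost the call. With an estimated correlation the adjusted p was 0.0810 for CP genes, 0.420 for heart development regulators, 0.0722 for pluripotency genes, endothelial, endoderm and neural markers and targets of TGF-β and BMP, 0.0759 for the TGF-β pathway, 0.0823 for epiblast and primitive streak genes, 0.0963 for Hox genes, 0.135 for skeletal muscle and paraxial mesoderm, Wnt targets, and hypoxia and glycolysis genes, and 0.164 for cell adhesion. In fry it was 0.000456 for cardiomyocyte markers, 0.000216 for contractile genes and for epicardial markers, 0.00183 for blood, 0.000746 for smooth muscle, 0.00517 for the Wnt pathway, 0.000857 for Notch, 0.00216 for cell cycle, 9.8e-05 for p53 targets, 0.00598 for the Zhx family, 0.0405 for Zhx1-bound proteins and 0.00368 for earlier Zhx1 targets, and the imprinted list turned to higher (0.512). With all genes above 0, contractile genes (0.0161), Notch (0.0355), cell cycle (0.0296) and p53 targets (0.0172) passed. Quantile normalization called contractile genes (0.0401) and cell cycle (0.00175) and turned hnRNP genes to higher (0.847). The TMM-like rescaling called cell cycle (0.0487), the replicate block called contractile genes (0.0468), and a mean of at least 50 turned fibroblast markers to higher (0.936). Without the genes of chromosomes 11 and Y and of the chromosome 6 segment, heart development regulators (0.0801) and Hox genes (0.157) lost the call, and epicardial markers (0.831) and imprinted genes (0.882) turned to higher. The cause was not tested for any of these.

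With each library left out, the log2 fold change of the Zhx1 transcript ran from -0.70 (called, without 46C-Ctrl replicate 2) to -0.0278. The adjusted p of the cell cycle list ran from 0.0477 (without Zhx1-KO replicate 1) to 0.110, and that of fibroblast markers from 0.806 to 0.924, with the direction turned to higher without Zhx1-KO replicate 3 (0.899).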

Differences from the paper's values

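The paper's count of upregulated genes is 1788, against 3940 genes higher here, and the paper's count of downregulated genes is 1472, against 4058 lower here. The legend of Fig. 4 and the statistics section name unpaired two-tailed Student's t-tests, and no fold threshold or adjustment for these counts was found in the sources used here. Unadjusted t-tests were not run. Of the alternatives set before the data were examined, those that also ask for at least 1.5-fold (2439 higher, 2193 lower) or at least 2-fold (1493 higher, 1207 lower) came within 1.5 times of both of the paper's counts. Both counts stayed over 1.5 times the paper's under pseudocounts of 0.5 and 5, all genes above 0, a mean of at least 50, quantile normalization, the TMM-like rescaling, limma without trend, the replicate block and each library left out in turn (3213 to 4127 higher, 3476 to 4109 lower).

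The paper states that the downregulated genes were mainly of heart development and muscle tissue formation. Here, 31 of 61 heart development regulators and 5 of 6 CP genes were lower. Both lists passed camera with the preset correlation (adjusted p = 0.0176 and 0.000839) and not with an estimated correlation (0.420 and 0.0810), and the heart list did not pass without the genes of the chromosome regions (0.0801). Of the contractile and calcium-handling genes 16 of 35 were lower and 9 were higher. The list did not pass limma's camera (adjusted p = 0.0720, and adjusted p = 0.315 with an estimated correlation). It did pass camera with all genes above 0, with quantile normalization and with the replicate block. It was also lower in fry, which does not compare a list with other genes. Of the 12 genes of skeletal muscle and paraxial mesoderm none was lower. That list also holds somite and sclerotome genes, so it is not a measure of muscle tissue alone. Camera compares a list with all other genes. The paper's gene ontology analysis is of the downregulated genes only, so these are different tests.

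The title of the legend of Supplementary Fig. S6 states that Zhx1 has no effect on the Wnt or Smad2/3 pathway. Its panels are GSEA and western blots of active and total β-catenin and of phosphorylated and total Smad2/3. RNA values do not measure these proteins. The list of TGF-β and BMP targets mixes both signals and is not a measure of Smad2/3 alone. Here, 37 of 76 genes of the TGF-β pathway were lower and the list passed camera (adjusted p = 0.00572, and adjusted p = 0.0759 with an estimated correlation), and 16 of 18 targets of TGF-β and BMP and 10 of 19 Wnt targets were lower. The list of Wnt targets passed camera (adjusted p = 0.00219, and adjusted p = 0.135 with an estimated correlation). So did the Reactome set of WNT ligand biogenesis and trafficking, with 14 of 22 genes lower and 3 higher (adjusted p = 0.0216, and adjusted p = 0.683 with an estimated correlation). The set of signaling by the TGF-β receptor complex also passed (adjusted p = 0.0375, and adjusted p = 0.683 with an estimated correlation). Those of the β-catenin:TCF transactivating complex (adjusted p = 0.0973), of NODAL (0.0580) and of BMP signaling (0.0976) did not pass camera. Neither did the set of TGF-β receptor signaling that activates SMADs, with 16 of 32 genes lower and 5 higher (adjusted p = 0.137). The Wnt pathway list did not pass camera (adjusted p = 0.225) and was lower in fry (adjusted p = 0.00517).

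For the CP genes, Supplementary Fig. S4D gives lower expression after the knockout at day 6 by qPCR. Here, 5 of the 6 were lower in RNA-seq of CP cells, and Isl1 did not pass (log2 fold change -0.23, adjusted p = 0.311 from limma).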

Other observations

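The setting without the genes of chromosomes 11 and Y and of the chromosome 6 segment was chosen only after the results were seen, and the other tests of this part were not.

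In the libraries labelled Zhx1-KO, 17 of 22 genes of the epiblast and primitive streak were lower, 3 were higher and 2 did not pass, with the same numbers over the list alone (adjusted p = 2.4e-06 from limma's camera, and adjusted p = 0.0823 with an estimated correlation). Lhx1, a LIM homeobox gene of the anterior streak that lies on chromosome 11, fell from 865 ± 101 to 36.7 ± 4.14 normalized counts, while Kdr, the VEGF receptor of early mesoderm and endothelium, rose from 631 ± 20.8 to 2079 ± 112 (SD, n = 3 each). Of 19 pluripotency genes, 13 were lower, 1 was higher and 5 did not pass (13 and 2 over the list alone; adjusted p = 0.000117, and adjusted p = 0.0722 with an estimated correlation). Pou5f1 (Oct4) fell from 3524 ± 31.1 to 1024 ± 41.4, and Sox2, which neural progenitors also express, rose from 589 ± 25.7 to 1985 ± 12.0 (SD, n = 3 each). Of 28 hypoxia and glycolysis genes, 20 were higher, 3 were lower and 5 did not pass, with the same numbers over the list alone (adjusted p = 2.1e-05, and adjusted p = 0.135 with an estimated correlation). The glycolytic genes Pgk1 and Aldoa rose from 18981 ± 222 to 43346 ± 2358 and from 20587 ± 298 to 37542 ± 2325 (SD, n = 3 each). Of 19 Hox genes, 12 were lower, 2 were higher and 5 did not pass (13 and 2 over the list alone; adjusted p = 0.00572, adjusted p = 0.0963 with an estimated correlation, and adjusted p = 0.157 without the genes of the chromosome regions, within 3.2e-06 to 0.157 over the settings). Hoxb2, on chromosome 11, fell from 244 ± 32.7 to 37.2 ± 6.35 and Hoxd9 from 51.8 ± 6.30 to 1.64 ± 0.658 (SD, n = 3 each). Of 46 cell adhesion genes, 26 were lower, 11 were higher and 9 did not pass, with the same numbers over the list alone (adjusted p = 0.00367, and adjusted p = 0.164 with an estimated correlation). Cdh6, a cadherin, fell from 1871 ± 60.0 to 269 ± 38.5 (SD, n = 3 each).

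Other lists held changes in both directions and did not pass camera. Of 14 blood cell markers, 8 were lower, 5 were higher and 1 did not pass (adjusted p = 0.547): Runx1 fell from 292 ± 23.3 to 20.6 ± 4.69 and Lmo2 rose from 35.4 ± 9.98 to 214 ± 18.2 (SD, n = 3 each). Of 24 fibroblast and matrix markers, 10 were lower, 10 were higher and 4 did not pass (adjusted p = 0.911), with a median of 0.20 and a mean of 0.10 although camera's direction was lower. Fn1, fibronectin, fell from 38722 ± 3500.3 to 11435 ± 424, and Ddr2, a collagen receptor, rose from 27.3 ± 3.78 to 289 ± 27.3 (SD, n = 3 each). Of 7 epicardial markers, 3 were lower, 3 were higher and 1 did not pass (adjusted p = 0.654; median -0.05, mean 0.11, camera's direction lower). Of 19 Notch pathway genes, 11 were higher, 5 were lower and 3 did not pass (adjusted p = 0.0872). Hey1, a Notch target, rose from 322 ± 23.5 to 764 ± 17.5 (SD, n = 3 each). Nrarp fell from 1120 ± 37.8 to 424 ± 21.0 and Notch3 from 6687 ± 509 to 2900 ± 209 (SD, n = 3 each). Of 32 cell cycle genes, 12 were higher, 6 were lower and 14 did not pass (adjusted p = 0.0708), and the higher Top2a and Aurkb lie on chromosome 11. Of 20 p53 targets, 11 were lower, 6 were higher and 3 did not pass (adjusted p = 0.0708), with Mdm2 down from 2287 ± 102 to 1345 ± 68.1 (SD, n = 3 each). Of 20 imprinted genes, 9 were lower, 8 were higher and 3 did not pass (adjusted p = 0.667; median -0.21, mean 0.92, direction lower in camera and higher in fry). Dlk1 and Igf2r fell from 1916 ± 154 to 312 ± 22.2 and from 15408 ± 772 to 6004 ± 175 (SD, n = 3 each). For each of these 7 lists the same numbers passed over the list alone. Of 7 genes of the Zhx family and reported partners, 3 were lower, 1 was higher and 3 did not pass (adjusted p = 0.305): Zhx3 fell by 0.77 and Dnmt3b fell by 0.67 on the log2 scale. Of 14 proteins bound to Zhx1 in mass spectrometry, a list of the study, the genes of 5 were higher, those of 3 lower and those of 6 did not pass (adjusted p = 0.654; median 0.09, mean -0.0023). H3-5 of this list was taken as H3f3b, which lies on chromosome 11 and is among the 5. Of 6 targets of Zhx1 in earlier studies 1 was higher, 2 were lower and 3 did not pass (adjusted p = 0.654), among them Egr1 with a log2 fold change of -1.68.

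Phf2, Zfp516 and Prdm6, which the paper screens beside Zhx1 as zinc finger factors of differentiation, had log2 fold changes of -0.72 (adjusted p = 0.00062), 0.58 (adjusted p = 0.0847) and -5.69 (adjusted p = 3.7e-06 from limma). Zfp516 was called with the replicate block (adjusted p = 0.0127) and without 46C-Ctrl replicate 1 (0.0463), within 0.0127 to 0.245 over its settings.

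Within 1 Mb of Zhx1, 15 other genes were tested, of which 6 were lower, 2 were higher and 7 did not pass. Wdyhv1 had 28.3, 40.4 and 69.6 in 46C-Ctrl and 0, 0 and 1.76 in the libraries labelled Zhx1-KO. Trmt12 had a log2 fold change of -0.93 (adjusted p = 0.0017), Fbxo32 of -0.78 (adjusted p = 0.0041), Tmem65 of -0.52 (adjusted p = 0.00126), Derl1 of -0.33 (adjusted p = 0.00221), Mtss1 of -0.25 (adjusted p = 0.00704), Tbc1d31 of 0.44 (adjusted p = 0.0103) and Ndufb9 of 0.20 (adjusted p = 0.0462). Zhx2, a paralog of Zhx1 and among the 7 that did not pass, had -0.18 (adjusted p = 0.219 from limma). These neighbours were set by position, and not by the rule for named genes.

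The paper reports qPCR of other samples for some of these genes. In Supplementary Fig. S2D, Cola1 (taken here as Col1a1), Col3a1, Ckap4, Pecam1, Cdh5 and Des are higher after the knockout, and here, in CP cells, the log2 fold change was 0.79 for Col1a1, -1.69 for Col3a1, -0.55 for Ckap4, 0.43 for Pecam1 (adjusted p = 0.0975, not passed), 3.12 for Cdh5 and 0.81 for Des. Col1a1 and Pecam1 lie on chromosome 11. In Supplementary Fig. S4A and S4B, epiblast genes at day 2 and mesoderm genes at day 4 are not affected, and here, in CP cells, Eomes and Mixl1 were lower, and the log2 fold changes of others were -0.60 for T, -2.44 for Fgf5, -4.14 for Mesp1, 0.38 for Pdgfra and 1.72 for Kdr (the paper's Flk1). In Fig. 1G, cardiomyocyte markers are lower at a later stage, and here, in CP cells, Tnnt2 (the paper's cTnT) was lower, 4 of the 6 were higher, Slc8a1 did not pass, and the list did not pass camera (adjusted p = 0.140).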
